# *Arabidopsis* Spliceosome Factor SmD3 Modulates Immunity to *Pseudomonas syringae* Infection

**DOI:** 10.3389/fpls.2021.765003

**Published:** 2021-12-03

**Authors:** Anna Golisz, Michal Krzyszton, Monika Stepien, Jakub Dolata, Justyna Piotrowska, Zofia Szweykowska-Kulinska, Artur Jarmolowski, Joanna Kufel

**Keywords:** alternative splicing, biotic stress, miRNA, PAMPS, plant immunity, *Pst* DC3000, RNA-seq

## Abstract

SmD3 is a core component of the small nuclear ribonucleoprotein (snRNP) that is essential for pre-mRNA splicing. The role of *Arabidopsis* SmD3 in plant immunity was assessed by testing sensitivity of *smd3a* and *smd3b* mutants to *Pseudomonas syringae* pv. *tomato* (*Pst*) DC3000 infection and its pathogenesis effectors flagellin (flg22), EF-Tu (elf18) and coronatine (COR). Both *smd3* mutants exhibited enhanced susceptibility to *Pst* accompanied by marked changes in the expression of key pathogenesis markers. mRNA levels of major biotic stress response factors were also altered upon treatment with *Pseudomonas* effectors. Our genome-wide transcriptome analysis of the *smd3b-1* mutant infected with *Pst*, verified by northern and RT-qPCR, showed that lack of SmD3-b protein deregulates defense against *Pst* infection at the transcriptional and posttranscriptional levels including defects in splicing and an altered pattern of alternative splicing. Importantly, we show that SmD3-b dysfunction impairs mainly stomatal immunity as a result of defects in stomatal development. We propose that it is the malfunction of the stomata that is the primary cause of an altered mutant response to the pathogen. Other changes in the *smd3b-1* mutant involved enhanced elf18- and flg22-induced callose deposition, reduction of flg22-triggered production of early ROS and boost of secondary ROS caused by *Pst* infection. Together, our data indicate that SmD3 contributes to the plant immune response possibly *via* regulation of mRNA splicing of key pathogenesis factors.

## Introduction

Plants are challenged by numerous phytopathogens such as bacteria, fungi, and viruses (Muthamilarasan and Prasad, 2013). The best-described hemibiotrophic pathogen is *Pseudomonas syringae* pv. *tomato* DC3000 (*Pst* DC3000), which is the most widely used gram-negative bacterial model to assess plant-pathogen interactions and the principles governing plant resistance (Xin and He, 2013). Highly virulent *Pst* DC3000 usually enters host tissue through wounds or stomatal apparatus in leaves and multiplies rapidly in susceptible plants, like *Arabidopsis thaliana*. Plants prevent the entry of *P. syringae* by stomatal closure, activation of salicylic acid (SA)-dependent basal defense and callose deposition in the cell wall that creates a physical barrier at pathogen infection sites (Melotto et al., 2008; Luna et al., 2011). In turn, *Pst* DC3000 produces phytotoxin coronatine (COR) that activates the jasmonic acid (JA) pathway, induces stomatal reopening and inhibits callose deposition in the cell wall to promote virulence (Melotto et al., 2008; Bari and Jones, 2009; Luna et al., 2011; Zheng et al., 2012; Geng et al., 2014).

In addition to mechanistic barriers, plants have developed a two-step specialized innate immune system. The first step is mediated by extracellular pathogen- or microbe-associated molecular patterns (PAMPs/MAMPs) that activate pattern recognition receptors (PRRs) on the cell surface, resulting in immune responses called pattern-triggered immunity (PTI) (Dodds and Rathjen, 2010; Xin and He, 2013; Macho and Zipfel, 2014; Li et al., 2016; Tang et al., 2017). This response includes PAMP-induced stomatal closure, which is mediated by salicylic acid (SA) and abscisic acid (ABA) signaling (Cao et al., 2011; Lim et al., 2015). The second system, effector-triggered immunity (ETI), is induced by resistance proteins (*R*-proteins), which act as intracellular receptors that recognize avirulence (*Avr*) effectors, often leading to localized programmed cell death (Gimenez-Ibanez and Rathjen, 2010; Li et al., 2016). The best characterized PRR receptor in *Arabidopsis* is a leucine-rich repeat receptor-like kinase (LRR-RLK) FLS2 (*FLAGELLIN SENSITIVE 2*), which recognizes flg22 peptide from bacterial flagellin protein. Flg22 mimics pathogen appearance and causes oxidative stress, callose deposition and ethylene production, leading to the induction of resistance genes [e.g., *PR1* and *PR5* (*PATHOGENESIS-RELATED GENES*), *PAL1* (*PHE AMMONIA LYASE 1*) and *GSTF6* (*GLUTATHIONE S-TRANSFERASE 6*)], but in contrast to the pathogen does not produce the hypersensitive response (HR) type of necrosis (Maleck et al., 2000; Asai et al., 2002; Gomez-Gomez and Boller, 2002). Another well-known PRR is the receptor kinase EFR (ELONGATION FACTOR Tu RECEPTOR), which recognizes an 18 amino-acid (elf18) fragment of the bacterial translation elongation factor EF-Tu. These PRRs initiate immune signaling by heterodimerization with the LRR-RLK family co-receptor BAK1 (BRI1-ASSOCIATED RECEPTOR KINASE) and recruitment of BIK1 (BOTRYTIS-INDUCED KINASE 1) kinase (Chinchilla et al., 2007; Macho and Zipfel, 2014; Couto and Zipfel, 2016; Yeh et al., 2016).

During bacterial infection changes in gene expression result mostly from transcriptional reprogramming, but adaptation to biotic stress occurs also on a post-transcriptional level, including pre-mRNA splicing, mRNA export and degradation (Staiger et al., 2013; Motion et al., 2015; Tsuda and Somssich, 2015; Li et al., 2016; Birkenbihl et al., 2017). A crucial role of splicing in this process is underlined by pathogen response-related phenotypes of mutants defective in alternative splicing (AS) or the contribution of major AS factors, serine/arginine-rich (SR) proteins, and of alternative splicing of some *R*-genes [e.g., *SNC1* (*SUPPRESSOR OF NPR1-1, CONSTITUTIVE 1*) and *RPS4* (*RESISTANCE TO PSEUDOMONAS SYRINGAE 4*)] to pathogen resistance (Zhang and Gassmann, 2007; Zhang X.-N. et al., 2017). Pathogen response can also be modulated by microRNAs (miRNA) that regulate mRNA stability (Ruiz-Ferrer and Voinnet, 2009; Li et al., 2011; Zhang et al., 2011; Weiberg et al., 2014). For example, miR160, miR167, and miR393 are activated by *Pst* infection or flg22 treatment (Navarro et al., 2006), whereas plants lacking or overexpressing miR163 show increased resistance or sensitivity to pathogen, respectively (Chow and Ng, 2017).

SmD3 is one of the core proteins of the spliceosome small nuclear ribonucleoprotein (snRNP) complex. Sm proteins (B/B′, D1, D2, D3, E, F and G) directly bind small nuclear RNAs (snRNAs) and are crucial for splicing initiation by contacting pre-mRNA substrate as a part of U snRNP (Zhang et al., 2001). The *Arabidopsis* SmD3 homologs, SmD3-a and SmD3-b, contain all conserved regions common to SmD3 proteins, including Sm motifs, an RNA binding domain, and C-terminal GRG and RG domains, suggesting that the function of SmD3 in splicing is preserved in *Arabidopsis* (Swaraz et al., 2011). Despite the expression of SmD3-a and SmD3-b in all plant tissues, only the *smd3b* null mutants display pleotropic morphological and developmental phenotypes, including delayed flowering time, reduced root growth and defects in leaf and flower morphology. Consistently, *smd3b* mutation exerts a global effect on pre-mRNA splicing and spliceosome assembly. In contrast, *smd3a* knock-outs have no phenotypic alterations, but the double *smd3a/b* mutant is lethal, suggesting that, although SMD3-b is more important, both proteins have redundant functions.

In this study, we investigated the role of *Arabidopsis* SmD3 protein in response to biotic stress induced by *Pseudomonas syringae* pv. *tomato* DC3000. We show that *smd3a* and *smd3b* mutants are oversensitive to pathogen. Consistently, RNA-seq data for *smd3b-1* plants revealed that lack of SmD3-b protein dysregulates the course of defense against *Pst* DC3000 infection at the level of transcription and splicing of factors involved in different aspects of immune response. Since disease susceptibility of *smd3b-1* plants was observed only after surface inoculation, it appears that mainly pre-invasive stage of defense is attenuated in the mutant, probably resulting from changes in expression of stomatal development and movement genes.

## Materials and Methods

### Plant Material and Growth Conditions

*Arabidopsis thaliana* wild-type ecotype Columbia (Col-0) and *smd3a, smd3b* and *smd1b* mutant plants were used in this study: *smd3b-1* (SALK_006410) was a kind gift of Yoonkang Hur (Chungnam National University, Republic of Korea) (Swaraz et al., 2011); *smd1b* was received from Herve Vaucheret (INRA, CNRS, France) (Elvira-Matelot et al., 2016); *smd3b-2* (SALK_000746), *smd3a-1* (SALK_025193) and *smd3a-2* (SALK_020988) were purchased from NASC. Seeds were surface sterilized and grown on MS medium (Murashige and Skoog, 1962) supplemented with 1% (w/v) sucrose and 0.3% phytogel under 16 h light/8 h dark (long-day) photoperiod at 22/19°C, then seedling were harvested after 2 weeks. Infection experiments were performed on 6-week-old plants grown in soil under an 8 h light/16 h dark (short-day) photoperiod at 22/19°C.

### Bacterial Infection Assays and Pathogen-Associated Molecular Patterns Treatments

Bacterial infection assays were performed with virulent *Pseudomonas syringae* pv. *tomato* strain DC3000 (*Pst*). Bacteria for inoculation were grown overnight in LB medium with rifampicin (50 μg ml^–1^) at 28°C, resuspended in 10 mM MgCl_2_ with density adjusted to 10^6^ cfu ml^–1^ (OD_600*nm*_ = 0.003). 6-week-old plants were inoculated by spraying with *Pst* suspension in MgCl_2_/0.05% Silwet L-77 or with 10 mM MgCl_2_/0.05% Silwet L-77 (control) and covered with plastic lids overnight. Material was harvested from at least 10 plants for each time point, frozen in liquid nitrogen and used for RNA extraction. Bacterial growth was quantified as the number of dividing bacterial cells 24 and 72 h after infection (hpi). Samples (four leaf disks) were taken using a cork-borer (4 mm) from 2 leaves per six plants in each independent replicate.

For PAMP assays sterilized seeds were grown on MS plates as described above. Five days after stratification seedlings were transferred to 24-well plate with liquid MS (two seedlings per well). MS was exchanged for a fresh medium after 8 days and the next day flg22 (Alpha Diagnostic International Inc.), elf18 (synthetized by GL Biochem Ltd., Shanghai, China) or coronatine (Sigma) solution was added to a final concentration of 100 nM. Seedlings were harvested at the indicated time points and frozen in liquid nitrogen.

### RNA Methods

Total RNA was isolated from 2-week-old seedlings or 6-week-old plants using Trizol (Sigma) according to manufacturer’s instructions. Low-molecular weight RNAs were separated on 8% or 15% acrylamide/7 M urea gels and transferred to a Hybond N^+^ membrane (GE Healthcare) by electrotransfer. High-molecular-weight RNAs were analyzed on 1.1% agarose/6% formaldehyde gels and transferred to a Hybond N^+^ membrane by capillary elution. Northern blots were carried out using γ-^32^P 5′-end-labeled oligonucleotide probes or random primed probes prepared using α-ATP^32^ and the DECAprimeTM II labeling kit (ThermoFisher Scientific). Quantification of northern blots was performed using Storm 860 PhosphorImager (GE Healthcare) and ImageQuant software (Molecular Dynamics). Oligonucleotides used for northern hybridization and RT-qPCR are listed in Supplementary Table 2.

### Real-Time PCR

RT-qPCR was carried out on cDNA prepared with mix of Random Primers and oligo-d(T) primer and SuperScript III Reverse Transcriptase (ThermoFisher) from 2 μg of RNA following DNase I digestion (Turbo DNase, ThermoFisher). Quantitative PCR was performed using SYBR Green I Master Mix (Roche) and the LightCycler 480 (Roche). Results were normalized to *UBC9* (*At4g27960*) or *GAPDH* (*At1g13440*) mRNAs.

### RNA-seq

Samples for RNA-seq were collected 48 h after infection and total RNA was isolated using Trizol as described above. RNA quality was verified with the Bioanalyzer 2100 (Agilent). Libraries were prepared from three independent biological replicates using Illumina TruSeq Stranded Total RNA with Ribo-Zero Plant rRNA Removal (Plant Leaf) protocol including barcoding and were paired-end sequenced by OpenExome s.c. (Poland). The quality of the data was assessed using *fastqc* (v0.11.2^1^). Reads for each sample were aligned to the TAIR10 *A. thaliana* genome from ensemble (release v29; Kersey et al., 2016) and reference annotation AtRTD2 (release 19.04.2016; Zhang R. et al., 2017) using STAR (v2.5.0a, Dobin et al., 2013) with the following command-line parameters:

*STAR - -runMode alignReads - -sjdbOverhang 149 - -sjdbGTF file - -readFilesCommand - -sjdbInsertSave All - -outFilterType BySJout - -outFilterMultimapNmax 10 - -alignSJoverhangMin 10 –outFilterMismatchNmax 10 - -alignIntronMax 100000 - -align MatesGapMax 100000 - -outSAMattrIHstart 0 - -outMultimapper Order Random* - -outSJfilterIntronMaxVsReadN 5000 *10000 15000 20000 - -outSAMtype BAM SortedByCoordinate - -quant Mode GeneCounts - -outSAMunmapped Within - -sjdbFileChr StartEnd.*

RNA-seq alignments were split to separate read-pairs that originate from transcription on the forward and reverse strands using samtools (v1.1; Li et al., 2009). Coverage graphs were calculated with *genomeCoverageBed* from *bedtools* (v2.17.0; Quinlan and Hall, 2010) with normalization to number of reads and were converted to bigwig format with bedGraphToBigWig (v4^2^). Differential expression (DE) was performed using *DESeq2* (v1.16.1) *R* (v3.4.1) package with parameter *alpha* = *0.05* (Love et al., 2014). Genes with FDR adjusted *p*-value < 0.05 and absolute log_2_FC > 1 were considered significantly changed. Clustering of gene expression profiles was performed using standard R functions on sets of genes selected based on their expression change and GO term affiliation. Splicing analysis was done using reference annotation AtRTD2 (release 19.04.2016; Zhang R. et al., 2017) and rMATS (v3.2.5; Shen et al., 2014) with command-line parameters: *-t paired -len 149 -libType fr-firststrand -novelSS 1.* Differential splicing events with FDR < 0.05 and delta PSI > 0.05 were considered as significant. Sashimi plots were created using IGV from RNA-seq data (Thorvaldsdóttir et al., 2013). RNA-seq data reported in this article have been deposited in the Gene Expression Omnibus database under Accession Number GSE117077.

### Callose Deposition Assay

Approximately ten sterilized Col-0 and *smd3b* seeds were sown per well in 6-well plates, containing MS medium and grown under long-day conditions for 7 days, when the medium was replaced by fresh MS. Plants were treated with flg22, elf18, and coronatine as described (Luna et al., 2011) at the final concentration of 1 μM for 24 h. Samples were washed with 95% EtOH and incubated for 2 h in 0.07 M K_2_HPO_4_ containing 0.01% aniline-blue (Sigma). Imaging was performed using a fluorescence microscope with DAPI filter at a wavelength of 370 nm and images were analyzed using the ImageJ software.

### Measurement of ROS Production

ROS production was detected using GloMax^®^-Multi^+^ Detection System (Promega) according to published protocols with minor modifications (Smith and Heese, 2014; Bisceglia et al., 2015). Leaf disks cut from 6-week-old plants were floated in water in individual wells of a 96-well microplate for 24 h to reduce wounding response. Immediately prior to elicitation, water was replaced with luminol/peroxidase/*Pst* or only luminol/peroxidase when injector was charged with the 5x flg22 solution. The luminescence detection assays were performed for at least 30 min with 1 sec signal integration time.

## Results

### Lack of *SmD3* Affects Resistance to *Pst* DC3000 Infection

To investigate the function of SmD3-b protein in plant innate immunity we tested the resistance of the *Arabidopsis smd3b* T-DNA insertion mutants, *smd3b-1* (SALK_006410, Figures 1A,B) and *smd3b-2* (SALK_000746, Supplementary Figures 1A,B) to *Pst* DC3000 infection by spraying. Upon infection, chlorotic and necrotic symptoms were visible at 72 hpi (hours post infection) both in the wild-type (Col-0) and the *smd3b-1* mutant, but were more severe in the mutant (Supplementary Figure 1C). Bacteria growth assayed after 24 and 72 hpi showed that both *smd3b-1* and *smd3b-2* mutations resulted in an increased pathogen multiplication compared to the wild-type (Figure 1B and Supplementary Figure 1B). As the effect was slightly weaker in the case of the *smd3b-2* line, we used the *smd3b-1* mutant for further analyses. Although *smd3a* knock-out has no phenotypic consequences (Swaraz et al., 2011), we also checked the effect of *Pst* on *smd3a-1* (SALK_025193, Figures 1A,C) and *smd3a-2* (SALK_020988, Supplementary Figures 1A,B) mutants. Both *smd3a* lines exhibited increased sensitivity to *Pst* compared to the wild-type, but these changes were not statistically significant (Figure 1C and Supplementary Figure 1B). These results indicate that plants lacking SmD3 are more susceptible to hemibiotrophic bacterial infection. To assess cellular defense to the pathogen in *smd3b* and *smd3a* plants we investigated changes in mRNA levels of key pathogenesis markers: *PR1*, *PR2*, *PR4*, *PR5, PDF1.2* (*PLANT DEFENSIN 1.2*) and *GSTF6* that are involved in the SA response, and two *JASMONATE-ZIM-DOMAIN PROTEINS JAZ1* and *JAZ9* from the JA pathway, which are induced by coronatine in a specific mechanism used by the *Pst* DC3000 strain to manipulate jasmonate signaling (Lieberherr et al., 2003; Demianski et al., 2011; Barah et al., 2013). Northern blot and RT-qPCR confirmed that these markers were activated after infection in both Col-0 and the mutants, however, this effect was stronger in *smd3b* and *smd3a* plants after 48 and 72 hpi compared to the wild-type (Figures 1D–F and Supplementary Figures 1D,E, 2). Also, accumulation of three major WRKY transcription factors mRNAs (*WRKY46*, *WRKY53*, and *WRKY70*), that are involved in defense response *via* the SA pathway and modulate systemic acquired resistance (SAR) (Wang et al., 2006), was more prominent in the *smd3b-1* mutant following infection (Figure 1F and Supplementary Figure 1E). In contrast, expression of other pathogen response-related factors, *SGT1* (*SALICYLIC ACID GLUCOSYLTRANSFERASE 1*), *NPR1* (*NON-EXPRESSER OF PR GENES 1*), *NPR3* (*NPR1-LIKE PROTEIN 3*) was not significantly altered in the *smd3b-1* mutant (Supplementary Figure 1E). Together, these results provide evidence that lack of SmD3 protein dysregulates the response to *Pst* DC3000 infection.

**FIGURE 1:**
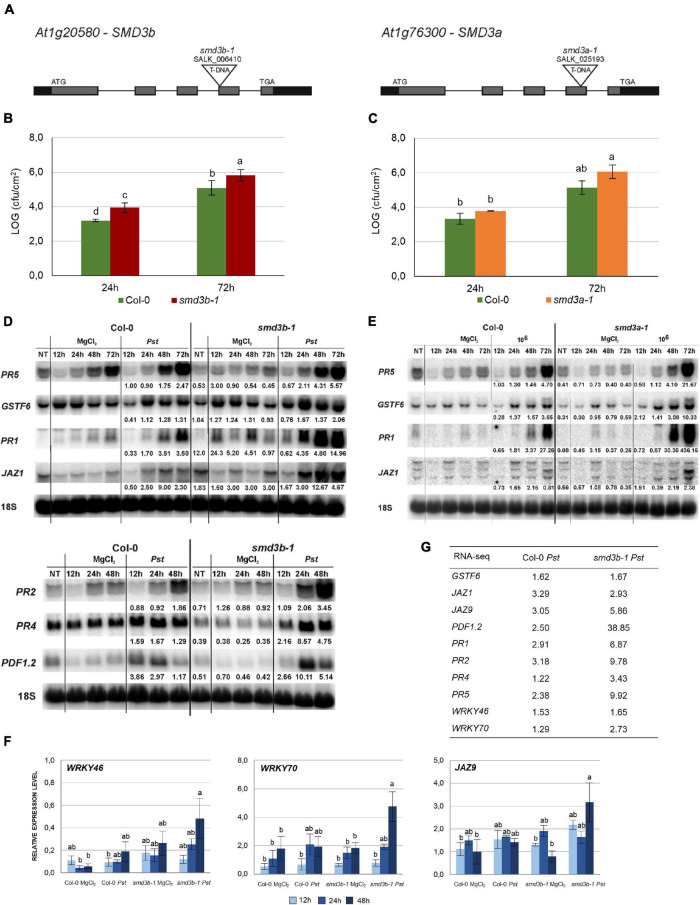
The *smd3b-1* and *smd3a-1* mutants are susceptible to *Pseudomonas syringae* pv. *tomato* DC3000 infection. **(A)** Structure of the *AtSMD3-B* (*At1g20580*) and *AtSMD3-A* (*At1g76300*) genes. Exons are represented by gray bars, UTRs by black bars and localization of T-DNA insertions are indicated. **(B,C)** Growth of *Pst* DC3000 after 24 and 72 hpi in Col-0 and the *smd3b-1* **(B)** or *smd3a-1* **(C)** mutant. For each time point leaf disks were collected from 5 plants. Results are mean of four independent experiments and error bars represent SEM; letters represent significant difference (*P* < 0.05) for Tukey’s HSD test. **(D,E)** Northern blot analysis of factors involved in response to *Pst* DC3000. Samples were collected from non-treated (NT), control (MgCl_2_) and infected (*Pst*) Col-0 and *smd3b-1* **(D)** or *smd3a-1* **(E)** plants at indicated time points. Numbers represent the ratio of transcript level in *Pst-*treated Col-0 and mutants relative to control and normalized to 18S rRNA loading control. Experiments were repeated at least three times; representative blots are shown. **(F)** RT-qPCR analysis of selected pathogen response genes in *smd3b-1*. Mean values ± SEM were obtained from three independent experiments; letters represent significant difference (*P* < 0.05) for Tukey’s HSD test. *UBC9* mRNA was used as a reference. **(G)** The expression levels of selected pathogen response genes in Col-0 and the *smd3b-1* mutant based on RNA-seq analysis. Numbers represent fold change.

Since SmD3-b is a core component of the snRNP complex, we wondered whether other Sm proteins have a similar impact on plant innate immunity. We therefore tested susceptibility to *Pst* infection of the *smd1b* mutant in another Sm protein, SmD1-b. Bacteria growth assay showed that *smd1b* plants were significantly more sensitive to *Pst* compared to the wild-type, with a similar level of pathogen proliferation as observed for *smd3b* and *smd3a* (Figures 1B,C and Supplementary Figures 1B, 3A). Moreover, as was the case for *smd3b* and *smd3a* lines, activation of key pathogenesis markers, *PR1*, *PR5*, *GSTF6* and *JAZ1*, was also stronger in *smd1b* plants than in Col-0 (Supplementary Figure 3B). These results reinforce the notion that Sm core splicing factors, most likely as a spliceosomal complex, contribute to shaping the scope of pathogen response signaling.

### The Impact of *SmD3-b* on Gene Expression in Response to *Pst* DC3000 Infection

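The values beside the RNA-seq sentences come from 12 stranded, rRNA-depleted, paired-end libraries: Col-0 and *smd3b-1* leaves sprayed with MgCl2 or with *Pst* and harvested 48 h later, 3 libraries per condition. The authors aligned the read pairs with STAR and deposited its count of pairs for each of 34212 genes, together with the pairs that were unmapped, multimapping, outside annotated exons or ambiguous. Each table accounted for 50954997 to 95617347 pairs (median 58398180), of which 15345583 to 29486589 fell in the sense direction on nuclear genes. Chloroplast genes took 58.8 to 68.3% of the pairs counted on genes, and *psbA* alone 40.0 to 51.4%. The sense counts were refitted here with edgeR, taking the 6 libraries of each comparison, TMM normalization and a quasi-likelihood test with Benjamini-Hochberg (BH) adjustment; a count also carries a counting error of its square root, so genes with few counts are less precise. *SMD3-B* (chromosome 1, 7128867 to 7130799) had 8.97 ± 0.46 library-size normalized counts (CPM) in Col-0 MgCl2 and 10.9 ± 1.24 in Col-0 *Pst*, against 1.39 ± 0.18 in *smd3b-1* MgCl2 and 1.17 ± 0.13 in *smd3b-1* *Pst* (mean ± SD, n = 3 each). The raw counts were 368, 378 and 608 in Col-0 MgCl2, 472, 586 and 768 in Col-0 *Pst*, 79, 61 and 92 in *smd3b-1* MgCl2, and 67, 70 and 82 in *smd3b-1* *Pst*, so every *smd3b-1* library lay below every Col-0 library. The log2 fold change of *smd3b-1* over Col-0 was -2.68 in MgCl2 (edgeR, BH-adjusted p = 0.000198) and -3.20 after *Pst* (BH-adjusted p = 3.77e-06). *SMD3-A* (chromosome 1, 28625871 to 28627408) had 9.26 ± 1.37 and 10.9 ± 0.82 CPM in Col-0 and 7.91 ± 0.67 and 7.17 ± 0.79 CPM in *smd3b-1* (n = 3 each, MgCl2 then *Pst*). Its log2 fold change of *smd3b-1* over Col-0 was -0.21 in MgCl2 (edgeR, BH-adjusted p = 0.273) and -0.59 after *Pst* (BH-adjusted p = 0.0015); the latter dropped to -0.27 (BH-adjusted p = 0.0603) with the gene-length trend removed together with a replicate block.

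**Figure D1:**
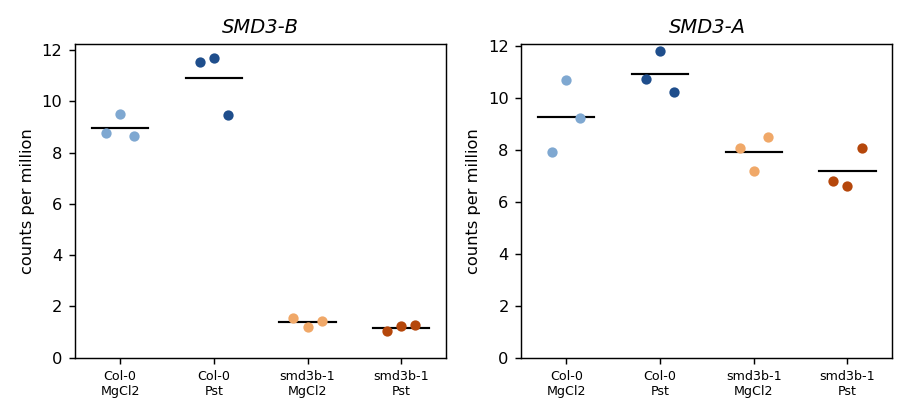
Normalized counts (CPM, vertical axis) of *SMD3-B* and *SMD3-A* in the 4 conditions (horizontal axis). Each point is 1 library and each line is the mean of 3. *SMD3-B* averaged 8.97 and 10.9 CPM in Col-0 and 1.39 and 1.17 CPM in *smd3b-1*.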

To estimate the impact of *smd3b-1* mutation on the cell transcriptome under normal conditions and during infection, we sequenced RNA samples from 6-week-old mutant and Col-0 control plants and plants treated with *Pst* DC3000. Analysis of differential gene expression revealed a significant number of affected genes (DESeq2, FDR (false discovery rate) < 0.05; Supplementary Figure 4A and Supplementary Dataset 1) between wild-type and the mutant and among treatments. These results show that both *Pst* infection and lack of SmD3-b protein have profound effects on *Arabidopsis* gene expression. 

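At a BH-adjusted p below 0.05 in edgeR's quasi-likelihood test, infection changed 4606 of 18627 tested genes in Col-0 (2369 upregulated, 2237 downregulated) and 9891 of 19111 in *smd3b-1* (4813 and 5078). Between genotypes, 3830 of 18713 genes differed in MgCl2 (1822 higher and 2008 lower in *smd3b-1*) and 9087 of 18920 after *Pst* (4531 and 4556). Past a 2-fold change as well, the counts were 980 up and 545 down for infection of Col-0, 1246 and 1387 for infection of *smd3b-1*, 768 and 442 for genotype in MgCl2, and 1205 and 769 for genotype after *Pst*. Among settings that kept every library, a single fit of all 12 moved a count most, to 5802 genes for genotype in MgCl2; leaving out 1 library moved that count further, to as few as 1184. Replicates carry the numbers 1 to 3 in every condition, and the deviations of same-numbered libraries from their condition means had a mean correlation across genes of 0.0938 (18 pairs), with 0.227 and 0.152 between treatments in Col-0 and *smd3b-1* and 0.0965 and 0.00619 between genotypes in MgCl2 and *Pst*. Centring on the condition means fixes the value for differently numbered pairs once this one is given, so they are no separate comparison. With the number as a replicate block, the counts were 3085 up and 3293 down for infection of Col-0, 5028 and 5231 for infection of *smd3b-1*, 1896 and 1917 for genotype in MgCl2, and 4420 and 4422 after *Pst*.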

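The genes changed made up 24.7% of those tested for infection of Col-0, 51.8% for infection of *smd3b-1*, 20.5% for genotype in MgCl2 and 48.0% for genotype after *Pst*. Among the 4576 genes changed by infection in Col-0 and tested in *smd3b-1*, the median size of the log2 fold change was 0.76 in Col-0 and 0.73 in *smd3b-1*, and 4225 (92.3%) moved the same way (Pearson r = 0.867 across genes, which are not independent replicates). These genes were chosen for a change in Col-0, which favours larger sizes there. The ratio of genes changed by infection in *smd3b-1* to those in Col-0, 2.15, fell to 1.4 when all 12 libraries shared 1 dispersion estimate. The spread between replicates (edgeR's coefficient of variation) was 0.157 for infection of Col-0 and 0.113 for infection of *smd3b-1*. For genotype it was 0.157 in MgCl2 and 0.111 after *Pst*, so the shares of genes changed are not at equal precision. The genotype effect also followed gene length: its Spearman correlation with exonic length across genes was 0.315 in MgCl2 and 0.416 after *Pst*, against -0.133 and 0.0518 for infection of Col-0 and *smd3b-1*. After *Pst*, the shortest 10th of genes (median 733 bp) had a median log2 fold change of -0.32 and the longest (median 3844 bp) 0.525.

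**Figure D2:**
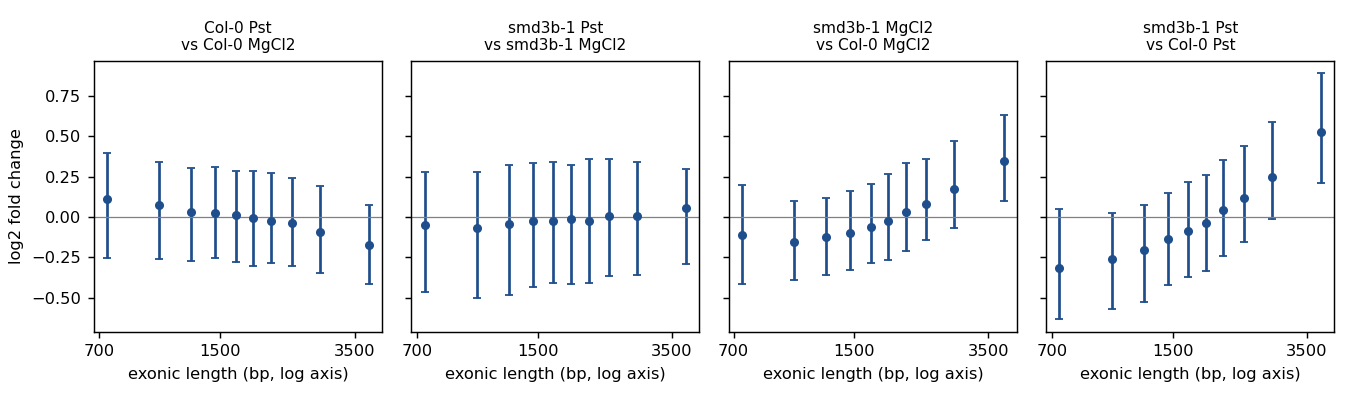
Log2 fold change (vertical axis) against exonic length in bp (horizontal axis) for the 4 comparisons. Points are medians of 10 equal bins of genes and bars are their quartiles. The genotype medians rise from -0.11 to 0.34 in MgCl2 and from -0.32 to 0.525 after *Pst*.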

RNA-seq data also confirmed changes in mRNA levels as measured by northern blot and RT-qPCR, except for *JAZ1* that was downregulated in RNA-seq (see Figure 1G). 

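*JAZ1* (chromosome 1, 6621777 to 6623668) had 13.8 ± 4.56 CPM in Col-0 MgCl2, 50.2 ± 7.11 in Col-0 *Pst*, 43.3 ± 13.1 in *smd3b-1* MgCl2 and 131.5 ± 15.1 in *smd3b-1* *Pst* (mean ± SD, n = 3). Its log2 fold change was 1.85 for infection of Col-0 (edgeR, BH-adjusted p = 0.00159), 1.60 for infection of *smd3b-1* (BH-adjusted p = 0.000514), 1.65 for genotype in MgCl2 (BH-adjusted p = 0.00856) and 1.40 for genotype after *Pst* (BH-adjusted p = 4.7e-05), higher in 3 of 3 libraries each time. *PR1* (chromosome 2, 6241640 to 6242541) rose with infection from 36.4 ± 23.6 to 171.4 ± 43.1 CPM in Col-0 and from 43.5 ± 6.63 to 307.7 ± 43.7 CPM in *smd3b-1* (n = 3), a log2 fold change of 2.24 (edgeR, BH-adjusted p = 0.00905) and 2.82 (BH-adjusted p = 5.79e-06). *PR2* rose by 2.19 in Col-0 and 3.38 in *smd3b-1* on the log2 scale. After *Pst*, *PR1* was 0.86 higher in *smd3b-1* (edgeR, BH-adjusted p = 0.00279) and *PR2* 0.39 higher (BH-adjusted p = 0.032). Neither passed the threshold in a single fit of all 12 libraries, and *PR2* stayed past it in 2 of the 6 fits that left out 1 library. *GSTF6* rose by 0.71 (edgeR, BH-adjusted p = 0.00455) and 0.75 (BH-adjusted p = 0.0119). The difference between the genotypes' infection effects was 0.59 for *PR1* (edgeR interaction, BH-adjusted p = 0.493), 1.19 for *PR2* (BH-adjusted p = 0.117), 0.04 for *GSTF6* and -0.25 for *JAZ1* (BH-adjusted p = 0.687). *PR2* passed the threshold with DESeq2. In fits that left out 1 library, the sign held in 11 of 12 for *PR1* and in 7 of 12 for *GSTF6*.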

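Principal components were computed from the log2 CPM of the 500 genes with the highest variance in the 12 libraries. The first explained 68.6% of the variance, the second 18.8% and the third 3.76%. Over all components, each of the 12 libraries had a library of its own condition as its nearest neighbour. The mean distance between libraries was 20.2 within conditions and 58.7 between them; the largest distance within a condition was 32.3 and the smallest between conditions 35.5. Pearson correlations of log2 CPM between replicates were 0.977 to 0.982 in Col-0 MgCl2, 0.986 to 0.989 in Col-0 *Pst*, 0.984 to 0.992 in *smd3b-1* MgCl2 and 0.991 to 0.992 in *smd3b-1* *Pst*. The share of the first 2 components together, 87.4%, was 75.1% with all genes that passed the filter.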

Principal component analysis (PCA) confirmed that the results of sequencing created four coherent groups of biological replicas (Supplementary Figure 4B). Sets of affected genes show strong overlaps when compared using an odds ratio statistical test (Figure 2A; all odds ratio > 2.5; GeneOverlap R package Shen and Sinai, 2013). 

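Odds ratios were computed for each pair of gene lists against the genes tested in both comparisons. The highest were between infection of Col-0 and infection of *smd3b-1* (12.3 for upregulated and 17.4 for downregulated genes, with 1730 and 1795 genes shared) and between genotype in MgCl2 and after *Pst* (8.61 and 11.0, with 1194 and 1428 shared). Infection of *smd3b-1* and genotype after *Pst* gave 5.18 and 6.40 (2350 and 2547 genes); infection of Col-0 and genotype after *Pst* gave 1.91 and 4.00 (821 and 1136). The lowest were between infection of *smd3b-1* and genotype in MgCl2, at 1.13 for upregulated genes (95% CI 1.01 to 1.26, Fisher's exact test p = 0.0363, 483 genes shared) and 1.92 for downregulated genes (791 shared). The choice of background moved these most: against every gene in the tables, the lowest odds ratio was 2.34. Comparisons that share libraries also share their replicate noise, which raises some odds ratios and lowers others, and genes are not independent replicates, so the Fisher p describes the lists only.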

Interestingly, similarity of the lists of genes with changed expression was not limited to sets representing response to infection or impact of *smd3b-1* mutation, but there was also some overlap between genes with expression affected by bacteria and lack of SmD3-b protein. This supports the notion that *smd3b-1* mutation affects expression of a subset of genes whose mRNA levels normally change during bacterial attack. 

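Genes changed by infection in Col-0 and by the mutation in MgCl2 overlapped with an odds ratio of 2.92 for upregulated genes (446 shared) and 6.16 for downregulated genes (761 shared). Of the 1327 genes changed in both comparisons in any direction, 1207 (91.0%) moved the same way and 120 moved in opposite ways. For infection of *smd3b-1* and the mutation in MgCl2, the share moving the same way was 58.2% of 2190. The same Col-0 MgCl2 libraries are the reference for infection of Col-0 and for the mutation in MgCl2. Across 19363 genes, which are not independent replicates, the Spearman correlation of the log2 fold changes was 0.275 with all libraries. It averaged 0.17 when the comparisons used different Col-0 MgCl2 libraries (range -0.0112 to 0.35 over 6 choices).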

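Of the 980 genes upregulated at least 2-fold by infection in Col-0, 261 (26.6%) were already higher in uninfected *smd3b-1* than in uninfected Col-0 and 24 (2.45%) were lower. The paper reports some overlap of the lists beyond the pairs that share a treatment or a genotype, and takes it as support for an effect of the mutation on part of the set that responds to bacteria.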

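GO enrichment was not rerun. Sets of genes were instead formed from the process and component notes in the RefSeq copy of the TAIR annotation, which gives a process for 16151 genes, and tested with limma's camera (inter-gene correlation 0.01) in each comparison, with BH adjustment over all 72 tests. Each set's median log2 fold change is given with the number of its genes changed at an edgeR BH-adjusted p below 0.05. Part of some sets was not tested because the counts were low: about 73% of the defense response set, 72% of the immune system set and 74.5% of the reactive oxygen species set passed the filter in Col-0.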

Analysis of enriched gene ontology (GO) terms showed that affected mRNAs are related to specific categories that are often common between sets (Figure 2B and Supplementary Dataset 2). As expected, bacterial treatment upregulated expression of genes involved in defense response and immune system processes in both Col-0 and the mutant. However, enrichment of genes in defense-related GO terms was clearly less prominent in the *smd3b-1* mutant than in wild-type plants (Figure 2B).

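Infection upregulated 110 of 373 tested defense response genes in Col-0 and 153 of 384 in *smd3b-1*, and downregulated 38 and 69. The set's median log2 fold change was 0.22 in Col-0 (camera, BH-adjusted p = 0.000261) and 0.22 in *smd3b-1* (BH-adjusted p = 0.00223). In the immune system set, 35 of 100 genes were upregulated in Col-0 and 33 of 105 in *smd3b-1*, with medians of 0.40 (camera, BH-adjusted p = 0.000703) and 0.25 (BH-adjusted p = 0.0289). The result that moved most under another setting was this last median, which was 0.20 (camera, unadjusted p = 0.0737) for genes with at least 10 counts in every sample. The response to bacterium set had medians of -0.036 in Col-0 (camera, BH-adjusted p = 0.96) and 0.10 in *smd3b-1* (BH-adjusted p = 0.198), with 22 and 47 of 119 genes upregulated and 20 and 31 downregulated.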

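Enrichment among the upregulated genes was expressed as an odds ratio against tested genes with a process annotation. For defense response it was 2.72 in Col-0 (95% CI 2.14 to 3.44, Fisher's exact test p = 1.37e-15) and 1.87 in *smd3b-1* (1.51 to 2.31, p = 9.84e-09). Immune system genes gave 3.40 in Col-0 (2.18 to 5.23, Fisher's exact test p = 7.12e-08) and 1.27 in *smd3b-1* (0.81 to 1.94, p = 0.268). Response to bacterium went the other way, from 1.42 in Col-0 (0.85 to 2.28, Fisher's exact test p = 0.142) to 1.81 in *smd3b-1* (1.22 to 2.66, p = 0.00233). The list of upregulated genes was larger in *smd3b-1*, and the differences between the odds ratios were not tested.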

**FIGURE 2:**
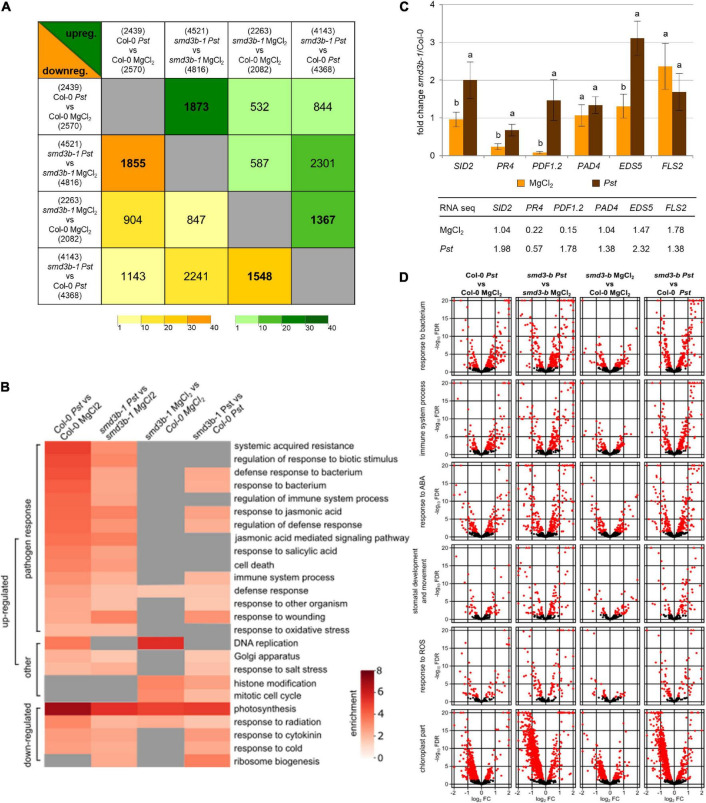
Genes affected by *Pst*-infection and lack of SmD3-b. **(A)** Affected genes show high overlap between different comparisons. Comparison of genes with changed expression in RNA-seq data for control (MgCl_2_) and infected (48 hpi; *Pst*) Col-0 and *smd3b-1* plants using odds ratio statistical test, which represents the strength of association between the two lists (odds ratio ≤ 1, no association; odds ratio > > 1, strong association). Number of genes with changed expression is shown above (upregulated) and below (downregulated) headings of each comparison; number of overlapping genes is shown in each cell for upregulated (green triangle) and downregulated (yellow triangle) genes, respectively. Color gradients mark for odds ratio calculated with GeneOverlap R package. **(B)** Genes with changed expression (FDR < 0.05) show enrichment in several GO categories (shown are only chosen categories, all results are in Supplementary Dataset 2). **(C)** Comparison of expression changes for selected mRNAs by RT-qPCR and RNA-seq. Plot show fold changes of transcript levels in *smd3b-1* vs. Col-0 in control condition (MgCl_2_) and 48 hpi (*Pst*). RT-qPCR values represent mean of three independent biological replicates with error bars showing standard deviations (*SD*); letters represent significant difference (*P* < 0.05) for Tukey’s HSD test. *UBC9* mRNA was used as a reference. Table presents analogous results from RNA-seq. **(D)** Bacterial infection and the *smd3b-1* mutation impact gene expression in selected categories. Volcano plots (-log_10_FDR as a function of log_2_FC) for genes implicated in response to bacterium, immune system process, response to abscisic acid (ABA), stomatal development and movement, response to ROS and chloroplast part. Red dots and triangles mark genes with significant changes.

The *smd3b-1* mutant showed altered expression of several genes from the defense response category, either in control or post-infection conditions (Supplementary Dataset 3 and Figure 2D and Supplementary Figure 5). 

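Supplementary Dataset 3 lists 163 distinct genes. In MgCl2, 156 of them were tested and 59 were higher and 30 lower in *smd3b-1* than in Col-0 at an edgeR BH-adjusted p below 0.05; after *Pst*, 110 of 161 were higher and 25 lower. Their median log2 fold change was 0.41 in MgCl2 and 0.845 after *Pst*, in a list the authors assembled from changed genes. In the wider defense response set, 68 of 368 tested genes were higher and 40 lower in MgCl2 (median 0.205; camera, BH-adjusted p = 0.0468), and 155 of 383 were higher and 74 lower after *Pst* (median 0.18; camera, BH-adjusted p = 0.00699). Set medians between genotypes, here and below, are not corrected for the trend of the genotype effect with gene length. Among all genes, the longest 10th had medians of 0.344 in MgCl2 and 0.525 after *Pst*. How far gene length accounts for the sets' shifts was not tested. Immune system genes were higher in *smd3b-1* too, with medians of 0.53 in MgCl2 (camera, BH-adjusted p = 5.05e-06) and 0.39 after *Pst* (BH-adjusted p = 0.000112). In MgCl2 the shift was the other way for response to bacterium genes (median -0.155, 9 of 118 higher and 24 lower; camera, BH-adjusted p = 0.0278) and reactive oxygen species genes (-0.17, 7 of 143 higher and 25 lower; BH-adjusted p = 0.0101); after *Pst*, 34 and 45 of 119 response to bacterium genes were higher and lower (BH-adjusted p = 0.689), and 32 and 48 of 150 reactive oxygen species genes (BH-adjusted p = 0.341).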

Notably, a number of genes encoding key pathogenesis-related genes *PR3*, *PR4* and *PR5*, and plant defensin genes, *PDF1.2* and *PDF1.3*, as well as JA- and COR-induced *NATA1* (*N-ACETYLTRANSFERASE ACTIVITY 1*) (Lou et al., 2016), were markedly downregulated in the mutant in control conditions, but became strongly activated at later time points following *Pst* treatment (Supplementary Dataset 3, see Figures 1D,F). 

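In MgCl2, the log2 fold change of *smd3b-1* over Col-0 was -3.79 ± 0.32 for *PR3* (± SE; edgeR, BH-adjusted p = 0.000897), -2.35 ± 0.19 for *PR4* (BH-adjusted p = 0.000851), -3.24 ± 0.34 for *PDF1.2A* (BH-adjusted p = 0.0018), -4.94 ± 0.44 for *PDF1.3* (BH-adjusted p = 0.00104) and -2.59 ± 0.38 for *NATA1* (BH-adjusted p = 0.00494). *PR4* (chromosome 3, 1285425 to 1286760) had 184.2 ± 49.2 CPM in Col-0 and 35.9 ± 2.38 in *smd3b-1*, and *PDF1.2A* (chromosome 5, 17906968 to 17907638) had 51.9 ± 24.6 and 5.46 ± 1.29 (mean ± SD, n = 3). *PR5* stood at -1.51 ± 0.43 (edgeR, BH-adjusted p = 0.0404); it stayed past the threshold in 2 of the 6 fits that left out 1 library and lost it with the gene-length trend removed. *PDF1.2B* and *PDF1.2C* stood at -5.27 and -4.43. Infection of *smd3b-1* raised all of these genes, by 1.80 for *PR4* (edgeR, BH-adjusted p = 7.12e-05), 2.86 for *PR3*, 3.39 for *PR5*, 5.53 for *PDF1.2A*, 6.24 for *PDF1.3* and 6.71 for *NATA1*. In Col-0 the rise was 0.31 for *PR4* (edgeR, BH-adjusted p = 0.278), 1.84 for *PR5* (BH-adjusted p = 0.0151) and 1.45 for *PDF1.2A* (BH-adjusted p = 0.00832). The infection effects differed between genotypes by 1.5 for *PR4* (edgeR interaction, BH-adjusted p = 0.0104) and 4.08 for *PDF1.2A* (BH-adjusted p = 0.000544); for *PR5* the difference was 1.56 (BH-adjusted p = 0.0808), past the threshold with a replicate block.

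After *Pst*, the level in *smd3b-1* relative to Col-0 was -1.48 for *PR3*, -0.85 for *PR4* (125.8 ± 25.8 against 228.9 ± 21.6 CPM, n = 3; edgeR, BH-adjusted p = 0.0011), -0.99 for *PDF1.2B*, 0.85 for *PDF1.2A* (BH-adjusted p = 0.00271) and 1.36 for *PDF1.2C* on the log2 scale. *PR5* (0.04) and *PDF1.3* (-0.05) did not differ, and their signs turned in other fits. *NATA1* stood at 0.59 (edgeR, BH-adjusted p = 0.041), past the threshold in 3 of 6 fits that left out 1 library; a single fit of all 12 libraries put *NATA1* and *PDF1.2B* short of it. Read pairs that map to several places are not in the gene counts, which bears on the near-identical *PDF1.2* copies.

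**Figure D3:**
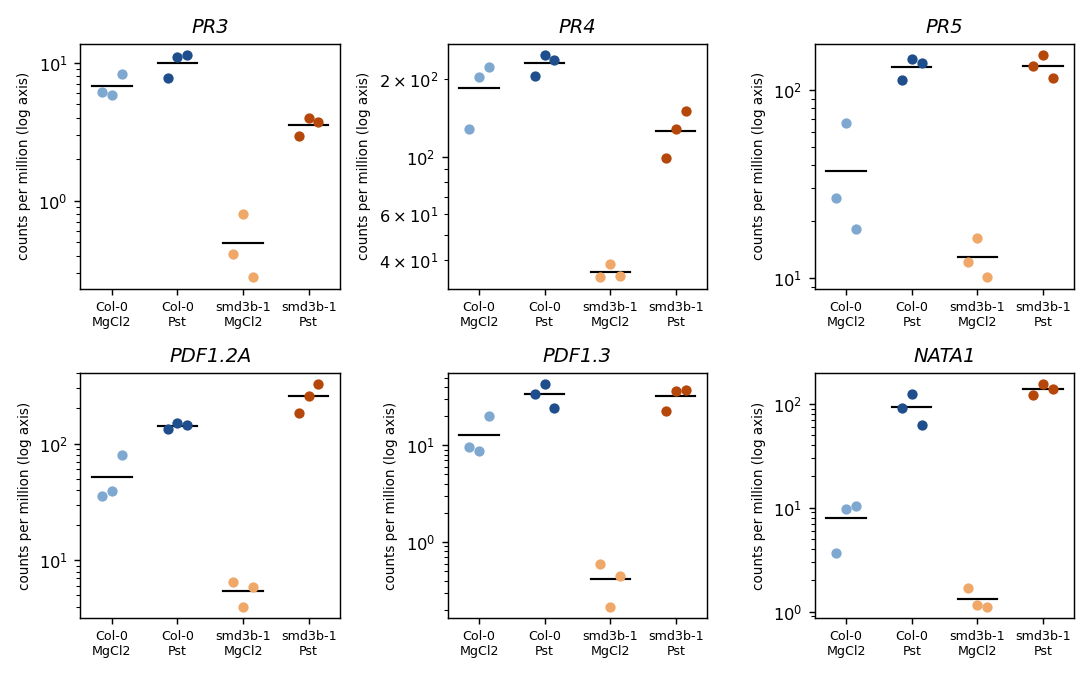
Normalized counts (CPM, vertical axis, log scale) of *PR3*, *PR4*, *PR5*, *PDF1.2A*, *PDF1.3* and *NATA1* in the 4 conditions (horizontal axis). Each point is 1 library and each line is the mean of 3. *PDF1.2A* averaged 51.9 CPM in Col-0 MgCl2, 142.4 in Col-0 *Pst*, 5.46 in *smd3b-1* MgCl2 and 253.3 in *smd3b-1* *Pst*.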

Similar effect was observed for genes of pathogenesis regulatory transcription factors *ANAC019, ANAC055* and *ANAC072* (*NAC DOMAIN CONTAINING PROTEIN*), and *WRKY70*. 

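*WRKY70* (chromosome 3, 20908711 to 20910623) was lower in *smd3b-1* MgCl2 (58.5 ± 17.6 CPM) than in Col-0 MgCl2 (127.2 ± 12.5 CPM, n = 3), a log2 fold change of -1.12 (edgeR, BH-adjusted p = 0.00847), and rose with infection of *smd3b-1* by 1.48 (BH-adjusted p = 0.000504). *ANAC072* was lower in MgCl2 by -0.82 (edgeR, BH-adjusted p = 0.0178; past the threshold in 3 of 6 fits that left out 1 library) and *ANAC055* by -0.92 (BH-adjusted p = 0.081; past it with DESeq2), whereas *ANAC019* stood at 0.43 (BH-adjusted p = 0.239). Infection of *smd3b-1* raised *ANAC019* by 2.28, *ANAC055* by 1.59 and *ANAC072* by 1.60. After *Pst*, *ANAC019* was 1.44 (edgeR, BH-adjusted p = 2.09e-05), *ANAC072* 0.87 (BH-adjusted p = 0.000313) and *ANAC055* 0.61 (BH-adjusted p = 0.00918) higher in *smd3b-1* than in Col-0, the last not past the threshold in a single fit of all 12 libraries. For *WRKY70* that difference was -0.004 (BH-adjusted p = 0.981), with a sign that turned under 6 other settings.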

Another interesting observation in plants lacking SmD3-b is altered expression of factors that regulate BIK1 turnover, namely upregulation of *CPK28* (*CALCIUM-DEPENDENT PROTEIN KINASE 28*), *IRR* (*IMMUNOREGULATORY RNA-BINDING PROTEIN*) and *PERK1/2* (*PEP RECEPTORS*) genes, and strong downregulation of *PUB26* (*PLANT U-BOX 25/26*) E3 ligase (Supplementary Dataset 3). 

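*PUB26* (chromosome 1, 18428788 to 18430497) had 7.19 ± 1.83 CPM in Col-0 MgCl2 and 2.43 ± 0.040 in *smd3b-1* MgCl2 (n = 3), a log2 fold change of -1.54 (edgeR, BH-adjusted p = 0.0023), and -0.81 after *Pst* (BH-adjusted p = 0.00217). *IRR* stood at 0.69 in MgCl2 (edgeR, BH-adjusted p = 0.0499) and 1.19 after *Pst* (BH-adjusted p = 0.000324), *PEPR1* at 1.16 (BH-adjusted p = 0.0326) and 0.62 (BH-adjusted p = 0.00166), and *PEPR2* at 1.40 (BH-adjusted p = 0.0138) and 1.43 (BH-adjusted p = 4.44e-05). With the gene-length trend removed, *PEPR1* was no longer past the threshold in either condition, nor *IRR* in MgCl2; in MgCl2 they stayed past it in 3 and 1 of the 6 fits that left out 1 library. *CPK28* (chromosome 5, 26456142 to 26459654) had 27.2 ± 7.38, 46.6 ± 11.1, 40.9 ± 17.0 and 36.4 ± 0.66 CPM in Col-0 MgCl2, Col-0 *Pst*, *smd3b-1* MgCl2 and *smd3b-1* *Pst* (n = 3). Its log2 fold change between genotypes was 0.60 in MgCl2 (edgeR, BH-adjusted p = 0.171) and -0.34 after *Pst* (BH-adjusted p = 0.0692), the latter -0.50 (BH-adjusted p = 0.0101) with the gene-length trend removed.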

CPK28, a negative regulator of immune response, phosphorylates BIK1 and E3 ligases PUB25/PUB26 that target BIK1 for degradation. *CPK28* mRNA undergoes alternative splicing as a result of immune activation by Plant Elicitor Peptides (Peps), producing a retained-intron variant that encodes a truncated, inactive protein. This in turn leads to BIK1 stabilization and amplification of immune defense (Dressano et al., 2020). Noteworthy, the *smd3b-1* mutation results in accumulation of the retained-intron *CPK28* variant (Supplementary Dataset 4 and Figure 3). These observations suggest that the pathway involving Pep-induced BIK1 turnover could be generally enhanced in plants lacking SmD3-b, possibly contributing to modulation of disease resistance of the mutant.

**FIGURE 3:**
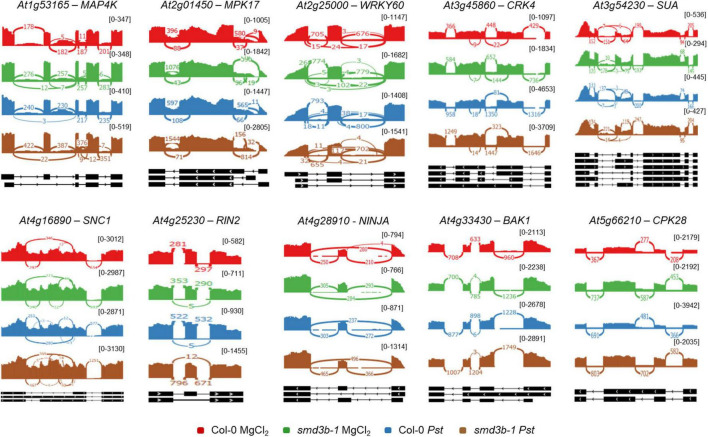
Both*Pst* infection and *smd3b-1* mutation affect alternative splicing (AS) events. Analysis of AS events for selected genes in control (MgCl_2_) and infected (48 hpi; *Pst*) Col-0 and *smd3b-1* plants. AS events are significantly altered for genes involved in pathogen response. Sashimi plots were created from RNA-seq data using Integrative Genomics Viewer (IGV). The numbers in brackets are the range on the bar graph. Note differences in scales for each sashimi plot.

Antibacterial defense is regulated by biotic stress hormones SA, JA and ABA that are involved in controlling stomatal movement, MAPK signaling, generation of reactive oxygen species and stimulation of callose deposition. 

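In the set of genes annotated to the response to abscisic acid, 13 of 90 tested genes were higher and 10 lower in *smd3b-1* than in Col-0 in MgCl2, and 31 of 89 were higher and 16 lower after *Pst* (edgeR, BH-adjusted p below 0.05). The set as a whole did not shift against other genes: its median log2 fold change was 0.051 in MgCl2 (camera, BH-adjusted p = 0.639) and 0.175 after *Pst* (BH-adjusted p = 0.202).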

The expression of several factors of the SA-JA and ABA signaling pathways was altered in the *smd3b-1* mutant in control conditions or during *Pst* infection (Supplementary Dataset 3, see Figure 2B and Supplementary Figure 5). 

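*HAI1* (chromosome 5, 23894404 to 23896939) averaged 2.75 ± 1.37 CPM in Col-0 MgCl2, 6.89 ± 0.39 in *smd3b-1* MgCl2, 9.72 ± 2.45 in Col-0 *Pst* and 18.6 ± 3.28 in *smd3b-1* *Pst* (mean ± SD, n = 3). The log2 fold change between genotypes was 1.34 ± 0.30 in MgCl2 (± SE; edgeR, BH-adjusted p = 0.0195) and 0.94 ± 0.175 after *Pst* (BH-adjusted p = 0.0016). Every *smd3b-1* library lay above every Col-0 library within each treatment; in MgCl2, the gene stayed past the threshold in 3 of the 6 fits that left out 1 library.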

Among the most important changes was elevated expression of protein phosphatase *PP2C/HAI1* (*HIGHLY ABA-INDUCED PP2C 1*) in both control and post-infection conditions. PP2C/HAI1, induced by ABA and COR upon *Pst* infection, dephosphorylates MPK3 and MPK6 kinases leading to their inactivation and immune suppression (Mine et al., 2018). In turn, genes involved in SA synthesis and signaling were more strongly induced by *Pst* infection in *smd3b-1*. This concerns for example SA-synthesis genes *EDS5* (*ENHANCED DISEASE SUSCEPTIBILITY 5*), *PBS3* (*AVRPPHB SUSCEPTIBLE 3*) and *SID2/ICS1* (*SALICYLIC ACID INDUCTION DEFICIENT 2/ISOCHORISMATE SYNTHASE 1*), N-hydroxy pipecolic acid (NHP)-synthesis genes *FMO1* (*FLAVIN-DEPENDENT MONOOXYGENASE 1*) and *ALD1* (*AGD2-LIKE DEFENSE RESPONSE PROTEIN 1*) (Zhang and Li, 2019) as well as SA methyltransferase and methyl esterase genes *BSMT1* (*BA/SA CARBOXYL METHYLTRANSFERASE 1*) and *MES9* (*METHYL ESTERASE 9*) (Attaran et al., 2009; Liu et al., 2011). 

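Infection raised *FMO1* (chromosome 1, 6650476 to 6653195) by a log2 fold change of 1.66 ± 0.36 in Col-0 and 5.02 ± 0.21 in *smd3b-1* (± SE), a difference of 3.36 between genotypes (edgeR interaction, BH-adjusted p = 0.00524). Its level went from 4.36 ± 2.2 to 13.5 ± 2.05 CPM in Col-0 and from 0.89 ± 0.11 to 28.9 ± 6.83 CPM in *smd3b-1* (mean ± SD, n = 3). *MES9* rose by 1.09 in Col-0 and 2.94 in *smd3b-1*, a difference of 1.86 (edgeR interaction, BH-adjusted p = 0.0109). *ALD1* (1.71 and 3.71) and *PBS3* (1.67 and 3.40) differed by 1.98 (edgeR interaction, BH-adjusted p = 0.0413) and 1.73 (BH-adjusted p = 0.0499); each stayed past the threshold in 2 of the 12 fits that left out 1 library, and *PBS3* lost it with unstranded counts. For *EDS5*, *SID2* and *BSMT1*, infection also raised the counts in both genotypes, by 2.33 and 2.92, 0.99 and 1.93, and 6.25 and 7.08. The differences between genotypes were 0.59 for *EDS5* (edgeR interaction, BH-adjusted p = 0.312), 0.94 for *SID2* (BH-adjusted p = 0.212) and 0.83 for *BSMT1* (BH-adjusted p = 0.662). MgCl2 replicate 2 had the highest *EDS5* and *SID2* in both genotypes, which raised their MgCl2 means and spread. *SID2* had 20.1 CPM there against 13.2 and 12.7 in Col-0, and 26.7 against 11.8 and 9.57 in *smd3b-1*. In *smd3b-1*, *MES9* and *BSMT1* were lowest in that replicate. *BSMT1* had 0 to 10 counts in each MgCl2 library. Its interaction passed the threshold with DESeq2's prior on the fold changes, and its sign held in 11 of the 12 fits that left out 1 library. After *Pst*, *BSMT1* was 1.84 higher in *smd3b-1* (edgeR, BH-adjusted p = 0.000109).

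**Figure D4:**
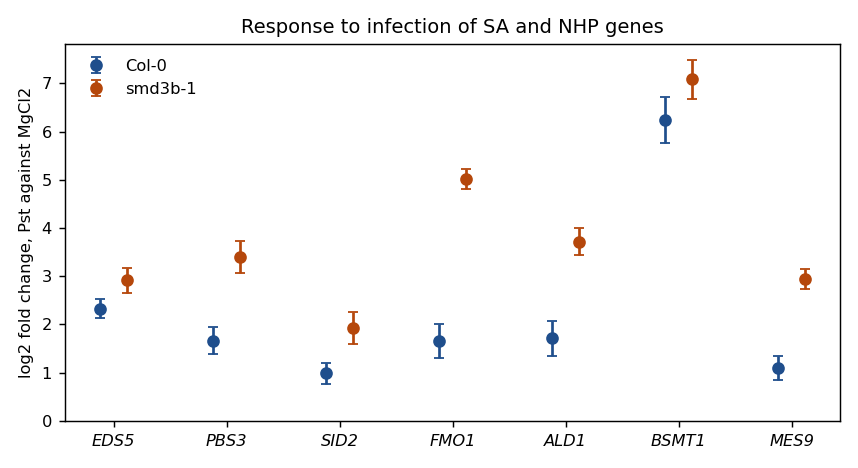
Log2 fold change of *Pst* over MgCl2 (vertical axis) of *EDS5*, *PBS3*, *SID2*, *FMO1*, *ALD1*, *BSMT1* and *MES9* (horizontal axis) in Col-0 and *smd3b-1*. Points are edgeR estimates from 3 libraries per condition and bars are their SE. *FMO1* shows the widest gap, 1.66 against 5.02.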

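*LOX2* had 257.8 ± 32.2 CPM in Col-0 MgCl2, 353.8 ± 23.8 in *smd3b-1* MgCl2, 1010 ± 198.3 in Col-0 *Pst* and 2536 ± 78.6 in *smd3b-1* *Pst* (n = 3). Its log2 fold change between genotypes was 0.46 in MgCl2 (edgeR, BH-adjusted p = 0.0361) and 1.34 after *Pst* (BH-adjusted p = 0.000126). The 0.46 was not past the threshold with the gene-length trend removed, and stayed past it in 1 of the 6 fits that left out 1 library. *JAZ5* stood at 0.41 in MgCl2 (edgeR, BH-adjusted p = 0.411) and 1.17 after *Pst* (BH-adjusted p = 3.77e-05). *JAZ9* was lower in *smd3b-1* MgCl2, at -0.80 (edgeR, BH-adjusted p = 0.00673), and after *Pst* stood at 0.005 (BH-adjusted p = 0.988), with a sign that turned when no filter was applied. Infection raised *JAZ9* by 1.74 in Col-0 (edgeR, BH-adjusted p = 0.00306) and 2.54 in *smd3b-1* (BH-adjusted p = 5.83e-07), a difference of 0.81 (edgeR interaction, BH-adjusted p = 0.108) that passed the threshold with DESeq2 (BH-adjusted p = 0.0442 without and 0.0454 with a prior). For *NCED3*, infection gave 0.60 in Col-0 (edgeR, BH-adjusted p = 0.181) and 1.22 in *smd3b-1* (BH-adjusted p = 0.00444). The difference of 0.62 between these infection effects had a BH-adjusted p = 0.407 in the edgeR interaction test. Between genotypes, *NCED3* stood at 0.56 in MgCl2 (edgeR, BH-adjusted p = 0.259, past the threshold with a replicate block) and 1.18 after *Pst* (BH-adjusted p = 0.000641).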

Other relevant differences between *smd3b-1* and Col-0 plants related to the hormonal crosstalk include altered activation of ABA biosynthesis gene *NCED3* (*NINE-CIS-EPOXYCAROTENOID DIOXYGENASE 3*), upregulated expression of JA biosynthesis enzyme *LOX2* (*LIPOXYGENASE 2*) and negative transcriptional repressors of the JA-responsive genes, *JAZ1*, *JAZ5* and *JAZ9* (Zhang L. et al., 2017).

Changes in gene expression were confirmed by RT-qPCR for six selected defense response-related genes (Figure 2C). As seen previously (see Figures 1D,F), *smd3b-1* mutation resulted in a significant decrease of *PDF1.2* and *PR4* mRNAs under normal conditions, whereas expression of *FLS2*, which is required for the perception of PAMP flagellin, was markedly increased. In turn, after *Pst* treatment *SID2/ICS1*, *PR4* and *EDS5* showed significant upregulation in the mutant. These results, as well as our northern blot and RT-qPCR analyses (see Figures 1D,F and Supplementary Figures 1D,E) were consistent with RNA-seq results (see Figure 1G), so altered expression of pathogen markers in the *smd3b-1* mutant before and after *Pst* treatment was confirmed by three different methods. These observations suggest that the *smd3b-1* mutant shows perturbations in defense response to bacteria, including regulation of the immune system and response to ROS and biotic stress hormones. 

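*FLS2* (chromosome 5, 18791575 to 18795908) had 20.8 ± 1.64 CPM in Col-0 MgCl2 and 37.5 ± 4.19 in *smd3b-1* MgCl2 (n = 3), a log2 fold change of 0.86 (edgeR, BH-adjusted p = 0.00432). After *Pst* it was 0.46 higher in *smd3b-1* (edgeR, BH-adjusted p = 0.00708), which became -0.11 (BH-adjusted p = 0.282) with the gene-length trend removed. The genotype difference after *Pst* was 1.23 for *EDS5* (edgeR, BH-adjusted p = 7.83e-05), 1.01 for *SID2* (BH-adjusted p = 0.00097) and 0.46 for *PAD4* (BH-adjusted p = 0.00449; not past the threshold in a single fit of all 12 libraries). In MgCl2 it was 0.64 for *EDS5* (edgeR, BH-adjusted p = 0.145; past the threshold with a replicate block, at 0.59), 0.07 for *SID2* (BH-adjusted p = 0.904) and 0.07 for *PAD4* (BH-adjusted p = 0.872); the signs for *SID2* and *PAD4* turned in other settings.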

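DNA replication genes were higher after infection of Col-0 (median log2 fold change 0.26, 22 of 53 tested genes upregulated; camera, BH-adjusted p = 0.000604) but not of *smd3b-1* (0.037, 14 of 54 upregulated and 12 downregulated; BH-adjusted p = 0.722), and they were higher in *smd3b-1* in MgCl2 (0.51; BH-adjusted p = 7.39e-10) and after *Pst* (0.25; BH-adjusted p = 0.0208). Cell cycle genes were higher after infection of Col-0 (0.22; camera, BH-adjusted p = 0.016) and in *smd3b-1* MgCl2 (0.30; BH-adjusted p = 0.000604). Golgi apparatus genes rose with infection in both genotypes (0.14 and 0.23; camera, BH-adjusted p = 0.000328 and 3.82e-06) and were higher in *smd3b-1* after *Pst* (0.11; BH-adjusted p = 0.00906), and histone modification genes were shifted only by genotype after *Pst* (0.23; BH-adjusted p = 0.0296), with 10 of 26 higher. Whether the infection effects on these sets differed between genotypes was not tested.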

Both *Pst* treatment and *smd3b-1* mutation affected expression of genes involved in other numerous processes including histone modification, DNA replication, cell cycle, Golgi apparatus, chloroplast stroma and thylakoid. Another interesting observation was that pathogen treatment of the mutant appeared to decrease expression of genes involved in photosynthesis, chloroplast activity, and ribosome biogenesis and function (Figure 2D and Supplementary Figure 5). 

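Infection of *smd3b-1* lowered photosynthesis genes to a median log2 fold change of -1.05 (61 of 68 tested genes downregulated, 4 upregulated; camera, BH-adjusted p = 2.25e-14) and chloroplast part genes to -0.56 (517 of 722 downregulated; BH-adjusted p = 1.62e-14). After *Pst* these sets stood at -1.03 and -0.42 in *smd3b-1* relative to Col-0, with 59 of 68 and 448 of 721 genes lower. Ribosomal protein genes fell with infection of *smd3b-1* (median -0.15, 112 of 320 downregulated and 9 upregulated; camera, BH-adjusted p = 1.07e-05) and rose with infection of Col-0 (0.25, 82 upregulated and 35 downregulated; BH-adjusted p = 1.07e-05). Relative to Col-0 after *Pst*, 257 of 320 were lower in *smd3b-1* (median -0.49; camera, BH-adjusted p = 5.67e-21). For ribosome biogenesis genes the median was -0.25 with infection of *smd3b-1* (58 of 123 downregulated; camera, BH-adjusted p = 3.43e-07) and 0.14 with infection of Col-0 (BH-adjusted p = 0.0582). These medians are not corrected for the trend of the genotype effect with gene length.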

Northern hybridizations using probes located downstream of 18S and 5.8S rRNA revealed moderately altered level of 35S and 25SA/B rRNA precursors in the *smd3b-1* mutant upon *Pst* infection, confirming that pre-rRNA processing is indeed affected (Supplementary Figure 6). Still, the bases of these effects or their implications for bacterial infection are unclear.

Differences between *smd3b-1* and wild-type plants in expression of genes related to pathogenesis, both in control and post-infection conditions, are well illustrated by clustering analysis, where specific trends are clearly visible (Supplementary Figure 7). Of special interest is for example a large number of genes in response to bacterium and immune system GO terms that upon *Pst* infection are strongly upregulated in Col-0 but have a much lower final expression in the mutant (clusters 1, 2 in Supplementary Figure 7A). 

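At an edgeR BH-adjusted p below 0.05, infection upregulated 56 genes of the response to bacterium and immune system sets in Col-0. Of these, 7 were lower in *smd3b-1* than in Col-0 after *Pst*, 29 were higher and 20 did not differ, and 40 were also upregulated by infection in *smd3b-1*. The 7 included 6 of the 22 response to bacterium genes and 2 of the 35 immune system genes. Among all 980 genes upregulated at least 2-fold in Col-0, 85 (8.67%) ended lower in *smd3b-1* and 472 (48.2%) did not differ. Without the 2-fold requirement, 343 of 2369 ended lower. The Col-0 *Pst* libraries enter both the choice of genes and the later comparison, so noise in them alone would make some of the chosen genes look lower in *smd3b-1*.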

Another class represents genes in the same GO terms with *Pst*-induced expression in Col-0 that become even more highly activated in *smd3b-1* (cluster 3 in Supplementary Figure 7A). 

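The 29 genes that ended higher in *smd3b-1* were made up of 22 of the 35 upregulated immune system genes and 7 of the 22 response to bacterium genes, with none in both. In the wider defense response set, 61 of 110 ended higher and 9 lower. Of the 980 genes upregulated at least 2-fold in Col-0, 423 (43.2%) ended higher in *smd3b-1*, and 775 (79.1%) were also upregulated by infection there. A higher level after *Pst* is a difference between genotypes within 1 treatment and does not by itself give a larger response to infection. These counts are not corrected for the trend of the genotype effect with gene length.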

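Infection downregulated 545 genes at least 2-fold in Col-0. In *smd3b-1*, 195 of them (35.8%) were lower than in Col-0 already in MgCl2 and 17 (3.12%) were higher. Infection also downregulated 438 of the 545 (80.4%) in *smd3b-1*, and left 102 (18.7%) without a change at an edgeR BH-adjusted p below 0.05. Both together, lower in MgCl2 and not changed by infection, held for 44 genes (8.07%). Without the 2-fold requirement, 761 of 2237 genes were lower in MgCl2 and 407 were not changed by infection of *smd3b-1*. The Col-0 MgCl2 libraries enter both the choice of genes and the comparison in MgCl2, so noise in them alone would make some of the chosen genes look lower in *smd3b-1*.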

In turn, many genes that are downregulated in Col-0 in response to *Pst* often have decreased expression in *smd3b-1* plants already in control conditions and are affected by the pathogen to a lesser extent (clusters 1 in upper panel and 1, 2 in lower panel, Supplementary Figure 7B). 

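Infection of Col-0 downregulated 35 photosynthesis genes, of which 18 (51.4%) were lower in *smd3b-1* in MgCl2 and 34 (97.1%) were also downregulated by infection in *smd3b-1*. Among 297 downregulated chloroplast part genes, 86 (29%) were lower in *smd3b-1* in MgCl2, 285 (96.0%) were also downregulated by infection and 12 (4.04%) were not changed. Lower in MgCl2 and not changed by infection held for 1 photosynthesis gene and 4 chloroplast part genes.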

The latter behavior is also observed for many photosynthesis- and chloroplast-associated genes (clusters 1, 2 in Supplementary Figure 7C). A general *Pst*-mediated suppression of these genes reflects the central role of chloroplasts in plant immunity as a major site for production of ROS and defense-related hormones SA, JA, and ABA (de Torres Zabala et al., 2015; Lewis et al., 2015; Serrano et al., 2016; Lu and Yao, 2018).

We also analyzed global changes in mRNA alternative splicing using rMATS (Shen et al., 2014), which allowed identification of AS events significantly altered during *Pst* infection or by the *smd3b-1* mutation (FDR < 0.05; ΔPSI (percent spliced-in) > 0.05; Table 1 and Supplementary Dataset 4). The highest number of affected splicing events was observed after *Pst* treatment in the mutant compared to the wild-type. In turn, comparing these two lines in control conditions identified fewer changes in the AS pattern, whereas *Pst* infection alone generated far less AS events in both wild-type and mutant plants. Based on the number of events and affected genes, we conclude that lack of SmD3-b protein has a greater impact on the splicing pattern than response to pathogenic bacteria. Nonetheless, it is apparent that splicing deficiency resulting from Smd3-b dysfunction is further exacerbated by pathogen infection. Interestingly, a high number of differential events for each comparison (from 25.3 to 33.4% depending on the set) was novel according to AtRDT2 annotation (Zhang R. et al., 2017). It appears that retained introns (RI) represented the most common AS events (from 55.3 to 71.8%), while alternative 5′ and 3′ spliced sites (A5/A3) or skipped exons (SE) were much less numerous (Table 1). Further assessment revealed that from 45.9 to 65.7% of splicing events and from 26.8 to 41.8% of genes with splicing events were unique when compared to other sets (Supplementary Figure 8A). As expected, lack of the core snRNP protein SmD3-b destabilizes U1, U2 and U4 snRNAs (Dataset S3 and Supplementary Figure 8B), supporting a general splicing defect in *smd3b* plants (Swaraz et al., 2011). 

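Of 13 annotated snRNA genes, 9 had enough counts to be tested, and their median log2 fold change between genotypes was -3.11 in MgCl2 (7 of 9 lower; camera, BH-adjusted p = 4.65e-08) and -2.79 after *Pst* (9 of 9 lower; BH-adjusted p = 7.78e-06). *U1-5* (chromosome 1, 2538074 to 2538238) had 84.8 ± 37.9 CPM in Col-0 MgCl2 and 3.68 ± 0.52 in *smd3b-1* MgCl2 (mean ± SD, n = 3), a log2 fold change of -4.51 (edgeR, BH-adjusted p = 0.000443), and stood at -4.25 after *Pst* (BH-adjusted p = 1.67e-05). *U4.2* stood at -2.64 (edgeR, BH-adjusted p = 0.00409) and -2.23 (BH-adjusted p = 0.000296). The U2 genes *U2.3*, *U2.4*, *U2.5*, *U2.6* and *U2.7* ranged from -3.28 to -1.76 in MgCl2 and from -2.97 to -1.68 after *Pst*; *U2.2* stood at -1.05 in MgCl2 (edgeR, BH-adjusted p = 0.108; past the threshold with DESeq2 or a replicate block) and -1.34 after *Pst* (BH-adjusted p = 0.000362). Only uniquely mapped pairs are counted, so near-identical copies are partly missed and their separate values are uncertain.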

Differential splicing events for six genes were visualized using Sashimi plots and verified by RT-qPCR (Supplementary Figure 9A). All of these genes showed changes in the splicing pattern due to *smd3b-1* mutation, however, splicing of *At5g20250* and *At5g57630* was also altered in wild-type plants during *Pst* infection. Treatment with flg22 had a similar impact on the splicing pattern in the mutant as the pathogen (Supplementary Figure 9B). These results suggest that both, early PAMP-induced and later pathogen-triggered, stages of infection affect SMD3-regulated splicing events. Among genes having significantly affected AS events in the mutant we found several genes involved in pathogen response, including *MAP4K* (*MITOGEN-ACTIVATED PROTEIN KINASE KINASE KINASE KINASE4*), *MPK17* (*MAP KINASE 17*), *WRKY60*, *CRK4* (*CYSTEINE-RICH RLK 4*), *SUA* (*SUPPRESSOR OF ABI3-5*), *SNC1*, *RIN2* (*RPM1 INTERACTING PROTEIN 2*), *NINJA* (*NOVEL INTERACTOR OF JAZ*), *BAK1*, *CPK28* and *SNC4*, *At3g44400*, *PRX34* (*PEROXIDASE 34*), *AGG1* (*HETEROTRIMERIC G PROTEIN GAMMA-SUBUNIT*), *MEKK3* (*MAPK/ERK KINASE KINASE* 3), *CRK6* (*CYSTEINE-RICH RLK* 6), *XLG2* (*EXTRA-LARGE G PROTEIN 3*) and *TGA2* (*TGACG SEQUENCE-SPECIFIC BINDING PROTEIN 2*) (Figure 3 and Supplementary Figure 9C, Supplementary Table 1, and Supplementary Dataset 4).

**TABLE 1:** Alternative splicing events and genes significantly altered by infection or *smd3b-1* mutation.

	Col-0 *Pst* vs Col-0 MgCl_2_	*smd3b-1 Pst* vs *smd3b-1* MgCl_2_	*smd3b-1* MgCl_2_ vs Col-0 MgCl_2_	*smd3b-1 Pst* vs Col-0 *Pst*
genes	1010 (217)	775 (234)	1685 (384)	1955 (495)
events	1261 (319)	961 (320)	2524 (705)	3025 (1012)
A3	158 (68)	118 (71)	336 (175)	344 (195)
A5	104 (1)	108 (4)	389 (22)	326 (21)
RI	906 (223)	640 (207)	1396 (378)	1844 (603)
SE	82 (17)	79 (28)	366 (99)	470 (159)
MX	11 (10)	16 (10)	37 (31)	41 (34)

*Abbreviation: A3, alternative 3′ splice site; A5, alternative 5′ splice site; RI, retained intron; SE, skipping exon; MX, mutually exclusive exons. The numbers in brackets represent novel alternative splicing events and genes.*

Global analysis of the transcriptome showed that *smd3b-1* mutation affected mRNA levels and splicing, including alternative splicing, both in normal conditions and during *Pst* infection. 

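The effect of infection differed between genotypes for 1250 of 19363 genes (edgeR interaction, BH-adjusted p below 0.05), 611 with a more positive and 639 with a more negative log2 fold change in *smd3b-1*. Among settings that kept every library, DESeq2 moved the count most, to 2334 with a prior on the fold changes and 2328 without, and a replicate block gave 827 and 849; fits that left out 1 library gave 281 to 1805. Of the 1250, 728 changed with infection in *smd3b-1* but not in Col-0, 204 in Col-0 but not in *smd3b-1*, 71 in opposite directions and 229 in the same direction, of which 191 changed more in *smd3b-1*. Among interaction genes with an average log2 CPM above 1 and no overlap of the infected libraries between genotypes, those with the largest positive differences were *PDF1.2C* (5.79; edgeR interaction, BH-adjusted p = 0.000209), *PDF1.2B* (4.28; BH-adjusted p = 0.0148) and *ST2A*. *ST2A* (chromosome 5, 2174668 to 2176446) rose by 3.1 in Col-0 and 7.34 in *smd3b-1*, a difference of 4.24 (edgeR interaction, BH-adjusted p = 0.00305). *ERF53* (chromosome 2, 8985959 to 8987302) rose by 2.79 in Col-0 and stood at -0.31 in *smd3b-1*, a difference of -3.09 (edgeR interaction, BH-adjusted p = 0.00104); it had 1.18 ± 0.63, 8.13 ± 1.15, 18.5 ± 0.29 and 15.0 ± 2.64 CPM in Col-0 MgCl2, Col-0 *Pst*, *smd3b-1* MgCl2 and *smd3b-1* *Pst* (n = 3). Next among the negative ones, *AT3G05730* and *CYP707A3* also had infection effects of opposite sign (1.36 and -1.18, 1.42 and -1.02). Their differences were -2.54 (edgeR interaction, BH-adjusted p = 0.0119) and -2.44 (BH-adjusted p = 0.0393, past the threshold in 3 of 12 fits that left out 1 library). The separate effects are less secure. The 1.42 of *CYP707A3* was not past the threshold, though it was with a replicate block. Its -1.02 was not past it in a single fit of all 12 libraries, and kept its call in 4 of 6 fits that left out 1 library. The 1.36 of *AT3G05730* kept its call in 3 of 6 such fits.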

Since these changes concern several pathogenesis factors we conclude that this outcome directly or indirectly impacts the response to pathogen attack.

### Lack of SmD3 Dysregulates the Response to Biotic Effectors

Pathogen-associated molecular patterns directly activate the innate immune response in plants. Flg22 and elf18 are recognized by PRR receptors, which induce a pattern-triggered immunity response mediated by receptor-like kinases FRK1 (FLG22-INDUCED RECEPTOR-LIKE KINASE 1) and BAK1. These proteins activate the MAP kinase cascade, leading to the expression of defense genes, such as *WRKY* transcription factors. In turn, COR stimulates JA-signaling and in consequence suppresses SA-dependent defense (Brooks et al., 2005).

To investigate the mode of action of PAMP-induced pathways in the *smd3b-1* mutant, we treated 14-day-old seedlings with flg22, elf18, or COR and examined selected mRNAs involved in biotic stress responses by northern blot (Figure 4A). In accordance with their biological activities, flg22- and elf18-induced expression of *FRK1*, *BAK1*, and *WRKY29* mRNAs, whereas COR treatment activated *JAZ1*, *JAZ3*, *MYC2* (*JASMONATE INSENSITIVE 1*), and *VSP2* (*VEGETATIVE STORAGE PROTEIN 2*) components of the MYC branch of the JA pathway in both wild-type and the mutant plants compared to control conditions. These results confirmed the specificity of flg22/elf18- and COR-mediated pathways, as their respective components were not affected by unrelated PAMPs. The pattern of pathogen markers in the *smd3b-1* mutant differed from that in wild-type plants, especially for *CORI3* (*CORONATINE INDUCED 1*), *PR1*, *PR2* and *FRK1*, which showed elevated basal expression, suggesting constitutive activation of stress response genes. Also, some transcripts were induced by PAMPs to varying extents in the mutant, e.g., activation of *BAK1* was stronger and *FRK1* weaker following flg22 or elf18 treatment, the levels of *GSTF6* and *JAZ1* were upregulated by flg22, while COR-triggered accumulation was lower for *CORI3* and slightly higher for *MYC2* (Figure 4A). Still, these changes were relatively modest and mainly led to the adjustment of the final levels in both mutant and wild-type.

**FIGURE 4:**
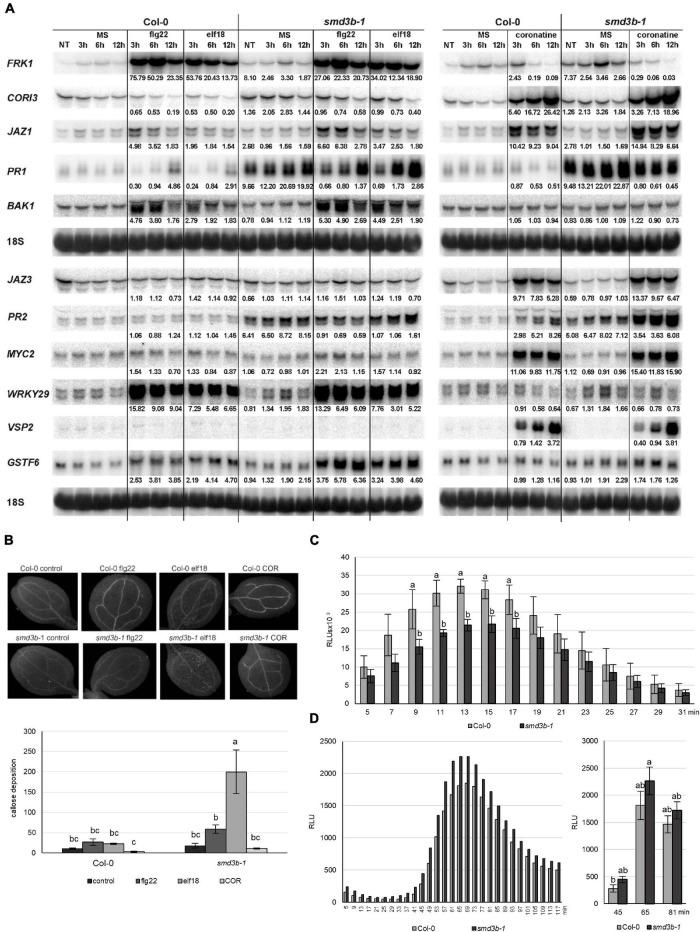
Pathogen-associated molecular patterns (PAMP)-induced expression of pathogenesis markers, callose deposition and production of ROS is altered in the *smd3b-1* mutant.**(A)** Northern blot analysis of factors involved in PAMP response. Samples were collected at indicated time points from non-treated (NT) 14-day -old seedlings, treated with MS (control) or 100 nM of flg22, elf18 and COR. The ratio of transcript level in treated Col-0 and *smd3b-1* relative to control (MS) and the ratio of control *smd3b-1* vs. Col-0 is shown as numbers. Values were normalized to 18S rRNA loading control. Experiments were repeated four times; representative blots are shown. **(B)** One-week-old plants were treated with MS (control) or 1 μM of flg22, elf18 and COR. Callose formation was visualized by aniline blue staining and epifluorescence microscopy and quantified using ImageJ software from digital photographs as a number of local maxima specified by the average of RGB colored pixels (callose intensity) in plant material. Bars represent mean of three independent biological replicates with error bars showing *SD*; letters represent significant difference (*P* < 0.05) for Tukey’s HSD test. Representative pictures are shown. **(C,D)** ROS production in response to 100 nM flg22 **(C)** or *Pst* **(D)** treatment in leaf disks from 6-week-old Col-0 and *smd3b-1* plants. **(C)** Bars represent mean of four independent biological replicates with error bars showing *SD*, with Student’s *t*-test. **(D)** Letters represent significant difference (*P* < 0.05) for Tukey’s HSD test. Luminescence is in Relative Light Units (RLUs).

These data confirm that flg22/elf18- and COR-induced responses represent separate pathways and show that SmD3-b only moderately affects PAMP-triggered activation of early- or/and late-responsive genes involved in plant innate immunity. Also, these observations are consistent with the contribution of COR to pathogenesis by suppressing basal defense-associated genes (Thilmony et al., 2006).

Another important indicator of PTI is PAMP-induced deposition of callose in cotyledons or leaves. To test effects of *smd3b-1* mutation on callose accumulation, the mutant and wild-type seedlings were treated with flg22, elf18, or COR effectors and examined by microscopy 24 h after treatment (Figure 4B). Quantification of the callose signal revealed that elf18- and flg22-induced deposition of callose was significantly higher in the *smd3b-1* leaves than in Col-0. As shown previously, callose production was suppressed by COR treatment (Geng et al., 2012). This result, suggesting that lack of SmD3 somehow promotes accumulation of callose, is rather counter-intuitive as callose is supposed to reinforce the cell wall against pathogen entry (Ellinger et al., 2013). However, callose and pathogen resistance is modulated by SA-dependent disease resistance and is affected by several factors, such as growth and stress conditions, thus callose deposition does not always match the activity of plant immunity (Nishimura et al., 2003; Luna et al., 2011).

*Pst* infection through PAMPs also elicits production of reactive oxygen species. The primary, low-amplitude, apoplastic ROS, dependent on cell wall peroxidases and plasma membrane NADPH oxidases, triggers PTI-dependent basal antimicrobial defense (Daudi et al., 2012; Shapiguzov et al., 2012; Jwa and Hwang, 2017). To test whether SmD3 is required for activation of the early PTI response, we measured the levels of flg22-triggered H_2_O_2_ in wild-type and *smd3b-1* plants. A luminol-based assay for leaves treated with flg22 revealed that ROS accumulation was significantly reduced in the mutant compared to Col-0 (Figure 4C). This effect may be due to attenuation of RBOHD (Respiratory Burst Oxidase Homolog D) activity. RBOHD is the major ROS-generating plasma membrane NADPH oxidase and is regulated by phosphorylation and ubiquitination (Kadota et al., 2015; Lee et al., 2020). One of the RBOHD-phosphorylating kinases, receptor-like cytoplasmic kinase PBL13 (PBS1-like kinase 13), acts as a negative regulator of RBOHD stability and activity (Lee et al., 2020). 

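*PBL13* (chromosome 5, 13761823 to 13764106) had few counts, 7, 19 and 23 in the Col-0 MgCl2 libraries and 57, 60 and 41 in the *smd3b-1* MgCl2 libraries. Its log2 fold change between genotypes was 1.59 ± 0.38 in MgCl2 (± SE; edgeR, BH-adjusted p = 0.0244; past the threshold in 2 of 6 fits that left out 1 library) and 1.23 ± 0.18 after *Pst* (BH-adjusted p = 0.000479). After *Pst* it had 1.24 ± 0.32 CPM in Col-0 and 2.97 ± 0.24 in *smd3b-1* (mean ± SD, n = 3).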

Expression of *PBL13* is markedly upregulated in the absence of SmD3-b (Supplementary Dataset 3) and this may lead to destabilization of RBOHD and decreased ROS production. Next, we also checked the production of the ETI-associated, high-amplitude, chloroplastic ROS after pathogen treatment and found out that, in contrast to the apoplastic ROS, a markedly higher level of the secondary intracellular ROS was generated in the *smd3b-1* mutant (Figure 4D). Recent studies have demonstrated that also the ETI-associated ROS burst is triggered by RBOHD and is enhanced by PTI (Ngou et al., 2021; Yuan et al., 2021). RBOHD is mainly phosphorylated by BIK1, its close homolog PBL1 and LecRK-I.9/DORN1 (DOESN’T RESPOND TO NUCLEOTIDES 1) kinases (Kadota et al., 2014; Li et al., 2014; Chen et al., 2017). We envisage that the more robust production of *Pst*-induced ROS in *smd3b-1* plants may be due to the less efficient BIK1 turnover and the increased expression of *DORN1* in the mutant (Supplementary Dataset 3). These results suggest that while a weaker burst of apoplastic ROS in the absence of SmD3-b may result in a less effective inhibition of pathogen multiplication, a stronger intracellular ROS accumulation possibly reinforces plant stress response by activation of defense-related genes.

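*DORN1* (chromosome 5, 24264488 to 24268029) had 3.85 ± 0.31 CPM in Col-0 MgCl2 and 3.52 ± 0.36 in *smd3b-1* MgCl2 (n = 3), a log2 fold change of -0.13 (edgeR, BH-adjusted p = 0.514). After *Pst* it had 11.2 ± 1.03 CPM in Col-0 and 22.9 ± 1.76 in *smd3b-1*, a log2 fold change of 1.06 (edgeR, BH-adjusted p = 6.08e-05), higher in 3 of 3 libraries.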

Different stress conditions that involve ROS production evoke endonucleolytic cleavage of tRNA molecules at the anticodon loop (Thompson et al., 2008). tRNA fragments (tRFs) may contribute to translation inhibition during microbial attack or act as signaling molecules in the course of the stress response (Schimmel, 2018). To determine whether biotic stress in *Arabidopsis* also results in tRNA fragmentation, we checked decay intermediates for a few tRNAs in Col-0 and *smd3b-1* plants following treatment with *Pst* DC3000 at 24, 48, and 72 hpi (Supplementary Figure 10). As expected, bacterial infection led to accumulation of shorter RNA fragments indicative of tRNA cleavage. Interestingly, the amount of tRFs was increased in the mutant, in line with a higher ROS level. It is therefore possible that this outcome reflects a compromised defense of the mutant toward the pathogen.

Taken together, these results show that SmD3 modulates not only the early PTI but also late ETI responses. This is consistent with a recent notion that there is an extensive overlap and interplay between the these two stages of immune signaling (Ngou et al., 2021; Yuan et al., 2021).

### Lack of SmD3-b Affects Pathogen Entry

Our data on changes in mRNA levels of pathogenesis markers in *smd3b-1* plants following *Pst* infection are inconsistent with compromised resistance of the mutant. This suggests that the observed phenotype could be attributed to other factors related to plant immunity.

Sensitivity to the pathogen may also arise due to alterations in stomatal functioning since stomata play an important role in plant immunity as a major entryway for bacteria (Melotto et al., 2006; Cao et al., 2011; Lim et al., 2015). RNA-seq data revealed that a large number of genes that are involved in stomatal development, movement or dynamics were significantly changed in the *smd3b-1* mutant, in both control and post-infection conditions (Figure 2D and Supplementary Dataset 3). These included regulators of stomatal density and patterning (e.g., *STOMAGEN* (*EPFL9, EPIDERMAL PATTERNING FACTOR-LIKE 9*), *EPF2* (*EPIDERMAL PATTERNING FACTOR 2*), *TMM* (*TOO MANY MOUTHS*), *ER* (*ERECTA*) and *ERL1* (*ERECTA LIKE 1*) (Pillitteri and Torii, 2012; Simmons and Bergmann, 2016), ABA-induced stomatal closure (e.g., PP2C phosphates *ABI1* (*ABA-INSENSITIVE 1*), *ABI2* and *HAB1* (*HOMOLOGY TO ABI1 1*), ubiquitin E3 ligase *CHYR1*/*RZPF34* (*CHY ZINC-FINGER AND RING PROTEIN 1/RING ZINC-FINGER PROTEIN 34*), *GHR1* (*GUARD CELL HYDROGEN PEROXIDE- RESISTANT 1*), *SLAC1* (*SLOW ANION CHANNEL-ASSOCIATED 1*), *SIF2* (*STRESS INDUCED FACTOR 2*) (Hua et al., 2012; Lim et al., 2014; Ding et al., 2015; Guzel Deger et al., 2015; Lim and Lee, 2015; Chan et al., 2020), and stomatal reopening (e.g., NAC transcription factors *ANAC019, ANAC055* and *ANAC072*, SA synthesis and modification enzymes *SID2*/*ICS1* and *BSMT1* Zheng et al., 2012). 

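In the set of genes annotated to stomata, 19 of 23 had enough counts to be tested in each comparison. In MgCl2, 4 were higher and 1 was lower in *smd3b-1* than in Col-0, and after *Pst* 9 were higher and 4 lower (edgeR, BH-adjusted p below 0.05). The set's median log2 fold change was 0.11 in MgCl2 (camera, BH-adjusted p = 0.157) and 0.0035 after *Pst* (BH-adjusted p = 0.49), the latter -0.036 with a replicate block.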

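Among the regulators of stomatal density, *TMM* (8 to 49 counts per library) stood at 1.33 in MgCl2 (edgeR, BH-adjusted p = 0.0382) but in none of the 6 fits that left out 1 library was it past the threshold, and after *Pst* its 0.32 (BH-adjusted p = 0.583) had an unstable sign. *EPFL9* stood at 1.04 in MgCl2 (edgeR, BH-adjusted p = 0.0412; past the threshold in 1 of 6 such fits) and -0.78 after *Pst* (BH-adjusted p = 0.0574; past it with a replicate block). *ER* stood at 0.69 in MgCl2 (edgeR, BH-adjusted p = 0.022), past the threshold in 3 of 6 such fits and not with the gene-length trend removed. After *Pst* it stood at 0.21 (edgeR, BH-adjusted p = 0.374), and its sign turned with that trend removed. *EPF2* and *ERL1* were not tested, with 0 to 7 and 0 to 16 counts per library.

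For genes of ABA-induced closure, *CHYR1* (chromosome 5, 7664871 to 7667288) fell to -1.72 in MgCl2 (edgeR, BH-adjusted p = 0.00579) and -1.77 after *Pst* (BH-adjusted p = 3.62e-05). *HAB1* stood at 1.03 and 1.32, and *SIF2* at 1.86 and 1.12, all past the threshold. *ABI1* and *ABI2* did not differ in MgCl2 (-0.11 and 0.26; edgeR, BH-adjusted p = 0.475 and 0.132) and were 0.64 and 0.99 higher after *Pst*. *GHR1* had 12 to 119 counts per library, stood at 2.19 in MgCl2 (edgeR, BH-adjusted p = 0.00696) and -0.98 after *Pst* (BH-adjusted p = 0.0184; not past the threshold with DESeq2). *SLAC1* stood at 0.92 in MgCl2 (edgeR, BH-adjusted p = 0.0637; past the threshold with a replicate block) and 0.82 after *Pst* (BH-adjusted p = 0.00688).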

Finally, altered were also the levels of *LecRK-V.5*, *LecRK-VI.2* and *LecRK-I.9* (*LEGUME-LIKE LECTIN RECEPTOR KINASES*) that act as negative or positive regulators of stomatal immunity, respectively (Desclos-Theveniau et al., 2012; Singh et al., 2012; Supplementary Dataset 3). 

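*LecRK-V.5* stood at 0.43 in *smd3b-1* relative to Col-0 in MgCl2 (edgeR, BH-adjusted p = 0.192) and 0.97 after *Pst* (BH-adjusted p = 0.00257), on the log2 scale. *LecRK-VI.2* had 9.47 ± 2.34 CPM in Col-0 MgCl2 and 20.6 ± 10.3 in *smd3b-1* MgCl2 (n = 3), a log2 fold change of 1.12 (edgeR, BH-adjusted p = 0.0431) that stayed past the threshold in 2 of 6 fits that left out 1 library and not with the gene-length trend removed. After *Pst* it was 1.01 higher in *smd3b-1* (edgeR, BH-adjusted p = 0.00561).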

Among genes involved in stomatal development and movement we also found several with significantly altered AS events in the mutant, including *ABCC5* (*ATP-BINDING CASSETTE C5*), *AKS2* (*ABA-RESPONSIVE KINASE SUBSTRATE 2*), *GRP7* (*GLYCINE RICH PROTEIN 7*), *GPA1* (*G PROTEIN ALPHA SUBUNIT 1*), *ER*, *CHYR1*/*RZPF34*, *TPK1* (*TWO PORE K CHANNEL 1*), and *HAI1* (Supplementary Figure 11, Supplementary Dataset 3). These observations show that SmD3 affects the level and alternative splicing pattern of transcripts related to stomata development and function.

We therefore checked the state of stomatal density and aperture in wild-type and *smd3b-1* plants and observed that both were significantly increased in the mutant (Figures 5A,B). Such features may enable faster entry and facilitate proliferation of bacteria in *smd3b-1* plants, and as a consequence increase sensitivity to pathogen. To confirm this possibility we used a different infection method, i.e., syringe infiltration, in which the pathogen is not delivered into the leaf tissue *via* stomata as in a natural situation but directly to the apoplastic space. The results showed that, as opposed to surface inoculation by spraying, *smd3b-1* plants were no longer sensitive to *Pst* after infiltration inoculation (Figure 5C). Moreover, also in stark contrast to spraying, induction of key pathogenesis markers (*PR1*, *PR2*, *PR4*, *PR5*, *PDF1*.2 and *GSTF6*) after 48hpi was similar or even weaker in the *smd3b-1* mutant compared to Col-0 (Figure 5D). This result is consistent with observations that *Pst*-induced changes in gene expression in the mutant are more prominent than these triggered by PAMPs (see Figures 1D,E, 4A). Such an outcome may reflect a situation when the pre-invasive stage of defense response, i.e., pathogen entry, is affected in the mutant. Since pathogen entry to the apoplastic space is restricted by PAMP-induced stomatal closure mediated by ABA signaling in guard cells, we next tested stomatal movement following ABA treatment. There was virtually no difference in ABA-stimulated stomatal closure between wild-type and *smd3b-1* plants (Supplementary Figure 12), indicating that this aspect of defense signaling was not impaired in the mutant. Still, the higher number of stomata and their larger pores in the *smd3b-1* probably lead to initial more unrestrained pathogen entry, thereby increasing sensitivity to *Pst*. Notably, higher stomatal density together with impaired stomatal closure of mutants in MAPK kinases, MPK3, MPK6, MKK4 and MKK5, have been demonstrated to compromise stomatal immunity, leading to their enhanced susceptibility (Su et al., 2017). Together these data suggest that proper functioning of SmD3b contributes to establishing effective stomatal immunity.

**FIGURE 5:**
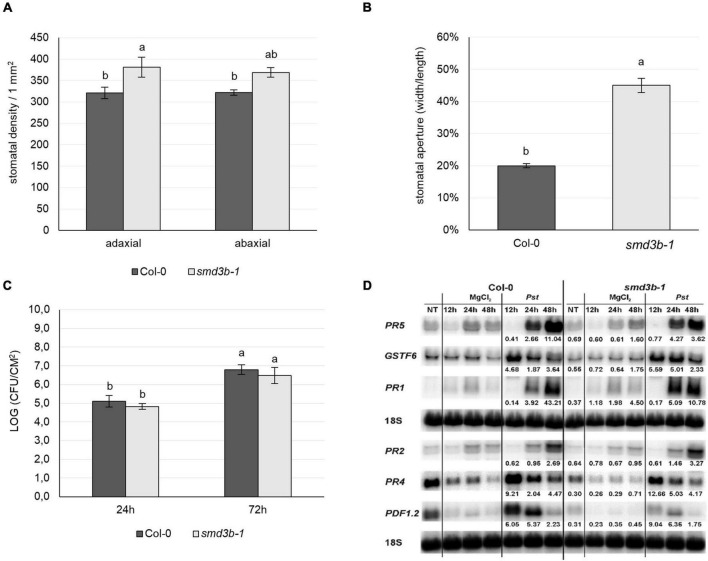
SmD3 contributes to stomatal immunity. **(A,B)** Stomatal density and aperture of Col-0 and *smd3b-1* plants. Comparison of the stomatal density on the abaxial and adaxial leaf side of Col-0 and *smd3b-1*, shown as number of stomata per 1 mm^2^ of leaf surface **(A)**. Stomatal aperture in Col-0 and *smd3b-1* **(B)**. The aperture on the abaxial leaf side was calculated as stomata width to length to ratio and expressed as percentage. **(C)** The *smd3b-1* mutant is not sensitive to *Pst* after infiltration inoculation. Growth of *Pst* DC3000 at 24 and 72 hpi after syringe infiltration in Col-0 and the *smd3b-1* mutant. For each time point leaf disks were collected from 8 plants. Results are mean of two independent experiments and error bars represent SD. **(A–C)** Letters represent significant difference (*P* < 0.05) for Tukey’s HSD test. **(D)** Northern blot analysis of factors involved in pathogen response. Samples were collected from non-treated (NT), control (MgCl_2_) and injected (*Pst*) Col-0 and *smd3b-1* plants at indicated time points. Numbers represent transcript level in *Pst*-treated Col-0 and the *smd3b-1* relative to control and normalized to 18S rRNA loading control.

### SmD3-b Modifies Levels of pri-microRNAs and Mature MicroRNAs Upon *Pst* Infection

Since plant miRNAs are differentially expressed during pathogen infection and may contribute to the regulation of plant immunity we evaluated changes in pri-miRNA and miRNA levels in *Pst*-infected 6-week-old *smd3b-1* and Col-0 plants (48 hpi). RT-qPCR analysis showed significant changes for 8 out of 14 tested pri-miRNAs (Figure 6A and Supplementary Figure 13). In the control condition, the level of pri-miR156A and pri-miR403 was reduced in the mutant compared to the wild-type, whereas expression of pri-miR171A, pri-miR171C, and pri-miR393B was downregulated following pathogen treatment. In contrast, accumulation of pri-miR163 and pri-miR393A was increased after *Pst* infection in both mutant and wild-type plants. The expression of corresponding mature miRNAs was analyzed by northern blot (Figure 6B). We observed that after *Pst* treatment miR163, miR393, and miR319 were upregulated to a lesser extent in the *smd3b-1* than in wild-type plants. We also tested the level of *FAMT* mRNA, which is one of the targets of miR163 and has a direct role in pathogen response (Chow and Ng, 2017). In agreement with accumulation of miR163, the induction of *FAMT* mRNA 48 hpi was significantly stronger in the mutant compared to the wild-type (Figure 6C). These results suggest a correlation between expression of miRNAs and their targets to modulate defense response against pathogen.

**FIGURE 6:**
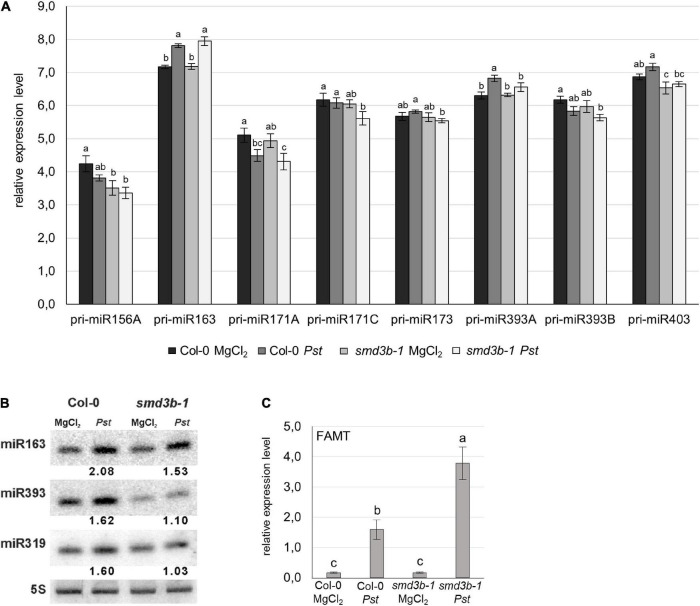
Both*smd3b-1* mutation and *Pst* infection modify the level of pri-miRNA and mature miRNA.**(A)** RT-qPCR analysis of chosen pri-miRNAs during *Pst* infection. Samples were collected from 6-week-old control (MgCl_2_) and infected (48 hpi, *Pst*) Col-0 and *smd3b-1* plants. Results represent mean of three independent biological replicates with error bars showing *SD*; letters represent significant difference (*P* < 0.05) for Tukey’s HSD test.*GAPDH* mRNA was used as a reference. **(B)** Northern blot analysis of miRNAs involved in pathogen response. Numbers represent the levels of miRNA in *Pst*-treated Col-0 and the *smd3b-1* mutant relative to control (MgCl_2_), normalized to 5S rRNA loading control. Experiments were repeated at least three times; representative blots are shown. **(C)** RT-qPCR analysis of miR163 target, *FAMT* mRNA. Mean values ± SEM were obtained from three independent experiments; letters represent significant difference (*P* < 0.05) for Tukey’s HSD test. *UBC9* mRNA was used as a reference.

## Discussion

Pre-mRNA splicing, especially alternative splicing, regulates many different cellular and physiological processes in plants, such as development, signal transduction and response to environmental cues, including biotic stress caused by microbial attack (Yang et al., 2014; Meyer et al., 2015). Still, despite realization that the majority of expressed genes in *Arabidopsis* undergo alternative splicing upon *P. syringae* infection (Howard et al., 2013), the extent of this level of regulation has not been extensively evaluated. We assessed long-term effects of splicing deficiency on plant immunity and we showed that a general splicing defect in a core spliceosomal component mutant, *smd3b-1*, results in decreased resistance to virulent *Pst* DC3000. Similar effects on pathogen proliferation were also observed for the *smd3a* knock-out and *smd1b* mutant in another spliceosomal core protein, suggesting the involvement of the whole Sm complex. Our analyses reveal that spliceosome dysfunction impacts several aspects of pathogen response, namely stomatal immunity, activation of resistance-related factors and pathogen-associated WRKY transcription factors, ROS production and miRNA-dependent fine-tuning of plant defense (Figure 7). Our global transcriptome analysis of Col-0 and *smd3b-1* plants showed that *smd3b-1* mutation affects mRNA levels and splicing pattern both in normal conditions and during *Pst* infection. Our data also adds to the description of transcription- and splicing-mediated reprogramming of gene expression caused by pathogen-induced stress in plants.

**FIGURE 7:**
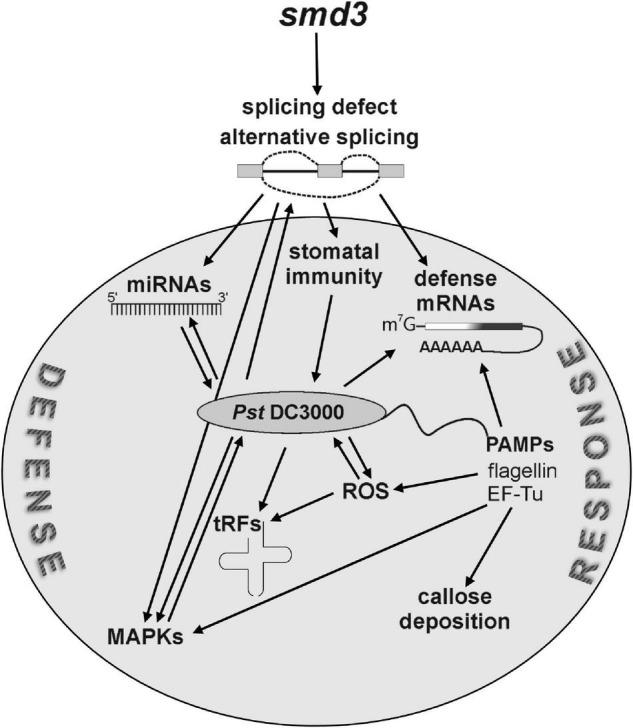
SmD3 affects several aspects of plant immunity through regulation of splicing of key pathogenesis factor mRNAs. Splicing defects in *smd3* mutants impact stomatal immunity, induction of pathogen-related proteins, including WRKY transcription factors, MAPKs cascade signaling, ROS production and miRNA-dependent fine-tuning of plant defense.

### Transcriptome Upon *Pst* Infection Shapes *smd3b-1* Defense Response

High-throughput RNA-seq analyses of transcriptome dynamics in *Arabidopsis* plants following infection with virulent DC3000 or ETI-triggering avirulent *Pst* strains (AvrRpt2 and AvrRpm1) showed that transcriptional response to avirulent pathogens was really fast, already observed at 4 hpi, whereas the equivalent response to virulent *Pst* was much slower and reached the same level at 24 hpi (Mine et al., 2018). Although we focused on the long-term response (48 hpi) to virulent *Pst* DC3000 in Col-0 and the *smd3b-1* mutant to assess changes resulting from splicing defects, in line with previous reports we observed upregulated expression of many genes that belong to GO terms related to defense response and downregulation of chloroplast-associated genes (de Torres Zabala et al., 2015; Lewis et al., 2015; Mine et al., 2018). Changes in these ontology categories are characteristic of pathogen response as they include many genes that are key regulatory factors of plant immunity. We also note that the number of splicing events and genes with splicing events were increased following pathogen treatment, as reported previously (Howard et al., 2013). This enhancement of alternative splicing associated with pathogenic infection further underlines the correlation between these two processes. Transcriptome profiles of *smd3b-1* control and *Pst*-treated plants revealed a complex picture of fluctuations in the expression pattern of genes related to different aspects of plant immunity (see below). Among these the most spectacular is a strong downregulation of a number of genes encoding key *PR* factors in the mutant in control conditions as well as enhanced activation of pathogenesis markers following bacterial infection (Supplementary Dataset 3). Plants lacking SmD3-b also exhibit altered expression of pathogenesis regulatory transcription factors as well as components of the BIK1 degradation pathway. In addition, our RNA-seq data revealed that *smd3b-1* mutation affected the splicing pattern of several of pathogen response-related factors (see Figure 3 and Supplementary Figure 9 and Supplementary Table 1). We envisage that the resultant of these changes, including variation in AS events, may contribute to dysregulated response to pathogen and its effectors in the *smd3b-1* mutant.

Although regulation of plant immunity in *Arabidopsis* by pre-mRNA splicing has been reported for several splicing factors (Yang et al., 2014; Meyer et al., 2015), our analyses present evidence supporting such a role for the core spliceosome. Sm proteins interact physically and functionally with pICln and PRMT5 components of the methylosome complex that mediates snRNP assembly and the spliceosome activating nineteen complex (NTC) (Deng et al., 2016). Considering that these factors act as negative and positive regulators of plant immunity, respectively (Palma et al., 2007; Monaghan et al., 2009, 2010; Xu et al., 2011, 2012; Huang et al., 2016), their combined action in controlling disease resistance signaling *via* modulation of splicing is a strong possibility.

### Lack of SmD3-b Impacts the Pre-invasive Stage of Defense Response and May Lead to Enhanced Systemic Acquired Resistance and Defense Priming

Stomata are an integral part of the plant immune system and regulation of their aperture prevents pathogen entry into leaves and subsequent colonization of host tissues and disease symptoms. The *smd3b-1* mutation results in altered expression of a whole set of genes involved in stomata development and movement (Supplementary Dataset 3), including positive and negative regulators of stomatal density and patterning. Moreover, increased stomatal density and aperture in *smd3b-1* plants together with their sensitivity to pathogen delivered *via* stomata suggest that SmD3b dysfunction impacts mainly the pre-invasive stage of defense response.

Another aspect of bacterial propagation is related to stomatal dynamics during infection. Briefly, PAMP-triggered stomatal closure to restrict pathogen entry, followed by SA-dependent basal defense, are suppressed by *Pst* effectors and phytotoxin coronatine that activates the antagonistic JA pathway and leads to stomatal reopening (Melotto et al., 2008; Luna et al., 2011; Geng et al., 2014). Although expression of several genes responsible for stomatal movement is altered in *smd3b-1* plants, stomatal closure appears not be compromised, probably due to the opposing impact of the *smd3b-1* mutation on expression of these genes. On the other hand, *Pst*-induced stomatal reopening could be affected in plants lacking Smd3-b due to the enhanced activation of NAC transcription factors that are induced by COR, leading to the COR-mediated stomatal reopening and thus more effective pathogen penetration.

In addition, *smd3b-1* mutation may affect SAR and defense priming that protect uninfected parts of the plant against secondary infections by a broad spectrum of pathogens and activate a faster and more robust response (Fu and Dong, 2013; Ádám et al., 2018; David et al., 2019). First of all, genes involved in the synthesis and modification of SA and NHP (e.g., *EDS5, PBS3*, *SID2/ICS1, FMO1*, *ALD1, BSMT1* and *MES9/SABP2*) that are important regulators of SAR and defense priming are strongly induced by *Pst* infection in *smd3b-1* (Supplementary Dataset 3). Notably, the expression of some of these genes (e.g., *SID2/ICS1* and *PBS3*) is regulated by WRKY46, WRKY53 and WRKY70 transcription factors (Wang et al., 2006), which are also upregulated in the mutant following infection. 

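*WRKY46* had 21.9 ± 7.89 CPM in Col-0 *Pst* and 34.8 ± 2.03 in *smd3b-1* *Pst* (n = 3), a log2 fold change of 0.68 (edgeR, BH-adjusted p = 0.0166), past the threshold in 3 of 6 fits that left out 1 library and not in a single fit of all 12 libraries. *WRKY53* had 75.7 ± 14.1 and 77.9 ± 6.25 CPM (n = 3), a log2 fold change of 0.05 (edgeR, BH-adjusted p = 0.759) whose sign held in 5 of the 6 fits that left out 1 library. Infection raised *WRKY46* by 0.67 in Col-0 (edgeR, BH-adjusted p = 0.0994, past the threshold with DESeq2) and 0.92 in *smd3b-1* (BH-adjusted p = 0.0885, past it with a replicate block). It raised *WRKY53* by 0.33 (edgeR, BH-adjusted p = 0.512) and 0.80 (BH-adjusted p = 0.036). The 0.80 was not past the threshold with DESeq2 or in a single fit of all 12 libraries, and stayed past it in 1 of the 6 fits that left out 1 library. *WRKY70* rose by 0.38 in Col-0 (edgeR, BH-adjusted p = 0.0355; not past the threshold in a single fit of all 12 libraries), a smaller rise than in *smd3b-1* by 1.11 (edgeR interaction, BH-adjusted p = 0.0264; past the threshold in 7 of 12 fits that left out 1 library).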

In turn, the level of *NRT2* (*NITRATE TRANSPORTER 2*) after *Pst* treatment is markedly decreased in the mutant, but not in the wild-type, and this may lead to constitutive priming (Camañes et al., 2012). 

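*NRT2* (chromosome 1, 2524023 to 2526322) had 1.51 ± 0.41 and 1.13 ± 0.34 CPM in Col-0 MgCl2 and *Pst* and 2.12 ± 0.64 and 0.98 ± 0.29 CPM in *smd3b-1* MgCl2 and *Pst* (mean ± SD, n = 3). Infection gave a log2 fold change of -0.43 ± 0.295 in Col-0 (± SE; edgeR, BH-adjusted p = 0.32) and -1.12 ± 0.28 in *smd3b-1* (BH-adjusted p = 0.0109). The difference between genotypes, -0.68, had a BH-adjusted p = 0.351 in the edgeR interaction test.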

Finally, defense priming and SAR also depend on ROS generation and callose deposition (Conrath et al., 2015; Mauch-Mani et al., 2017), and these are enhanced in PAMP-treated mutant plants. These observations suggest that in the absence of SmD3-b both SAR and priming defense may be enhanced, possibly to counteract the compromised stomatal immunity.

### Photosynthesis and Chloroplast-Associated Genes in *smd3b-1* Plants

Normally, PAMP perception leads to a general suppression of nuclear encoded chloroplastic genes and inhibition of photosynthetic processes, leading to reactive oxygen burst and defense response (de Torres Zabala et al., 2015; Lewis et al., 2015; Serrano et al., 2016; Lu and Yao, 2018). Our clustering analysis revealed that these genes were indeed strongly downregulated in Col-0 in response to *Pst* (Supplementary Figure 7). 

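In Col-0, infection lowered the photosynthesis set to a median log2 fold change of -0.54, with 35 of 68 tested genes downregulated and 3 upregulated (camera, BH-adjusted p = 6.28e-11). Chloroplast part genes had a median of -0.32, with 297 of 721 downregulated (41.2%) and 33 upregulated (camera, BH-adjusted p = 6.07e-12). Genes encoded in the chloroplast itself had a median of -0.195 (14 of 122 downregulated; camera, BH-adjusted p = 1.95e-05).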

Surprisingly, their expression was often decreased by *smd3b-1* mutation alone and was not further modified by pathogen attack (Figure 2, and Supplementary Figures 6, 8 and Supplementary Dataset 3). Such a situation may alter downstream events in the response pathway. 

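In MgCl2, photosynthesis genes had a median log2 fold change of -0.50 in *smd3b-1* relative to Col-0 (33 of 68 tested genes lower, 1 higher; camera, BH-adjusted p = 2.97e-11) and chloroplast part genes -0.19 (155 of 722 lower, 16 higher; BH-adjusted p = 2.03e-06). Of the 319 photosynthesis and chloroplast part genes that infection downregulated in Col-0, 99 (31.0%) were lower in *smd3b-1* in MgCl2. Infection also downregulated 306 of the 319 (95.9%) in *smd3b-1*, 13 (4.08%) were not changed, and 5 (1.57%) were both lower in MgCl2 and not changed. After *Pst*, 244 (76.5%) were lower in *smd3b-1* than in Col-0.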

Consistently, production of photosynthesis-derived, chloroplastic ROS was more robust in plants lacking SmD3-b, probably resulting in a stronger induction of many defense response genes (Figure 2 and Dataset S3). On the other hand, the primary apoplastic ROS burst was less pronounced in *smd3b-1* than in wild-type plants (Figure 4C), possibly as a result of RBOHD attenuation. Additional changes in the apoplastic oxidative burst could stem from deregulation of splicing of other factors involved in ROS production and signaling (Kadota et al., 2015; Qi et al., 2017; Waszczak et al., 2018). Indeed, in *smd3b-1* plants several genes, such as *BAK1*, *XLG2*, *PRX34*, *AGG1*, *CRK4* and *CRK6*, showed statistically significant changes in the pattern of AS events that in particular apply to a higher number of retained introns (see Figure 3 and Supplementary Figure 9C).

From our analyses of the impact of SmdD3-b dysfunction on plant defense emerges a pattern whereby the initial response, including compromised stomatal immunity and limited production of the PAMP-triggered apoplastic ROS, leads to increased susceptibility to bacterial infection. This is then followed by changes aiming at reinforcing plant defense systems through a more robust production of chloroplastic ROS, intensified hormonal signaling, enhanced callose deposition and stronger activation of defense-related genes. The interplay between these elements results in a complex and often opposing output of mutant defense response. Most importantly, this behavior accompanies surface inoculation of the pathogen that closely resembles a natural infection, and does not take place when bacteria are artificially infiltrated into the leaf intercellular space.

The *smd3b* mutant displays a range of physiological phenotypes, including impaired root growth, altered number of floral organs and late flowering (Swaraz et al., 2011). These phenotypes correlate well with extensive changes in gene expression and differences in the splicing pattern of a few hundred of pre-mRNAs. It is tempting to speculate whether there are connections between these morphological and molecular phenotypes and dysregulation of the response to bacterial pathogen, considering that similar effects were observed for several other *Arabidopsis* mutants with defects in pre-mRNA splicing or other RNA metabolic pathways. It is possible that defective RNA processing impacts development, hormone signaling and general fitness of the plant. These processes are closely coordinated with stress response pathways, including pathogen response, so the final result will reflect their interplay. Good examples of this phenomenon are provided by mutants in mRNA nonsense-mediated decay (*upf1* and *smg7*) or mRNA decapping (*pat1*), which exhibit autoimmunity and constitutive activation of plant defense leading to developmental aberrations (Riehs-Kearnan et al., 2012; Roux et al., 2015). In the case of SMD3-b, we envisage a somehow reverse situation, whereby its dysfunction primarily impacts stomatal immunity leading to increased susceptibility to pathogen. To counteract this drawback mutant plants may enhance pathogen response *via* adjusting the expression of key pathogenesis-related genes, possibly through alternative splicing. Based on the observed phenotypes we postulate that SMD3-b plays an important role not only in pre-mRNA splicing and spliceosome assembly but also acts as an intricate regulator of the plant defense response.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: National Center for Biotechnology Information (NCBI) BioProject database under accession number GSE117077.

## Author Contributions

AG designed and performed most of the experiments and conceived the project and wrote the manuscript with MK contributions. MK analyzed the RNA-seq results. MK, MS, JP, and JD performed some of the experiments. AJ and ZS-K supervised JD. JK supervised and completed the writing. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Arabidopsis Spliceosome Factor SmD3 Modulates Immunity to Pseudomonas syringae Infection
**Source:** Front Plant Sci. 2021 Dec 3;12:765003. doi: 10.3389/fpls.2021.765003
**Supplement:** Supplementary Figure 1 — The smd3b and smd3a mutations cause changes in response to infection. (A) Structure of the AtSMD3-a (At1g76300) and AtSMD3-B (At1g20580) genes. Exons are represented by gray bars, UTRs are illustrated by black bars and localization of T-DNA insertions are indicated. (B) Growth of Pst DC3000 after 24 and 72 hpi in Col-0, smd3a-2 and smd3b-2 mutants. For each time point leaf disks were collected from 5 plants. Results are mean of two independent experiments. (C) Disease symptoms in Col-0 and smd3b-1 6-week-old plants (72 hpi). Experiments were repeated at least four times; representative pictures are shown. (D) Northern blot analysis of factors involved in pathogen response (another biological replicate). Samples were collected from non-treated (NT), control (MgCl2) and infected (Pst) Col-0 and smd3b-1 plants at indicated time points. Numbers represent transcript level in Pst-treated Col-0 and the smd3b-1 relative to control and normalized to 18S rRNA loading control. (E) RT-qPCR analysis of selected genes involved in pathogen response. Mean values ± SEM were obtained from three independent experiments, letters represent significant difference (P < 0.05) for Tukey’s HSD test. UBC9 mRNA was used as a reference.

## Supplementary Information – Materials and Methods

### Analysis of stomatal density and aperture size

The experiments were performed using fully developed rosette leaves of 35-day-old *Arabidopsis* plants. The cleared epidermal peels from abaxial leaf surfaces and nail polish immersions from adaxial leaf surfaces were prepared and examined with a light microscope equipped with a Nikon Eclipse Ti camera, DS-Fi1c-U2 optics and Plan Apo VC 20x DIC N2. The counts were made on 6 leaves from independent plants for each ecotype and then averaged. For the measurements of stomatal aperture preparations were made from epidermal peels from abaxial leaf surfaces. Before preparation the leaves were incubated in a buffer composed of 10 mM KCl, 0.1 mM EGTA and 10 mM MES-KOH at pH 6.15 for 2 hours. Measurements were analysed using a light microscope, Eclipse Ti camera, DS-Fi1c-U2 optics and Plan Apo VC 20x DIC N2 (Nikon, Tokyo, Japan). The ratio of the length and width of the pore between guard cells was calculated using the NIS-Element program. The counts were made on 6 leaves from independent plants.

### Bacterial infection assays by injection

Bacterial infection assays were performed with virulent *Pseudomonas syringae* pv. *tomato* strain DC3000 (*Pst*). Bacteria for inoculation were grown overnight in LB medium with rifampicin (50 µg ml<sup>-1</sup>) at 28°C, resuspended in 10 mM MgCl<sub>2</sub> with density adjusted to 10<sup>5</sup> cfu ml<sup>-1</sup> (OD<sub>600nm</sub> = 0.003). 6-week-old plants were inoculated by injection with *Pst* suspension in 10 mM MgCl<sub>2</sub> and covered with plastic lids overnight. Material was harvested from at least 8 plants for each time point, frozen in liquid nitrogen and used for RNA extraction. Bacterial growth was quantified as the number of dividing bacterial cells 24 and 72 h after infection (hpi). Samples (four leaf discs) were taken using a cork-borer (4 mm) from 2 leaves per six plants in each independent replicate.

# Supplementary material for: Arabidopsis Spliceosome Factor SmD3 Modulates Immunity to Pseudomonas syringae Infection
**Source:** Front Plant Sci. 2021 Dec 3;12:765003. doi: 10.3389/fpls.2021.765003

Supplementary Figure S1

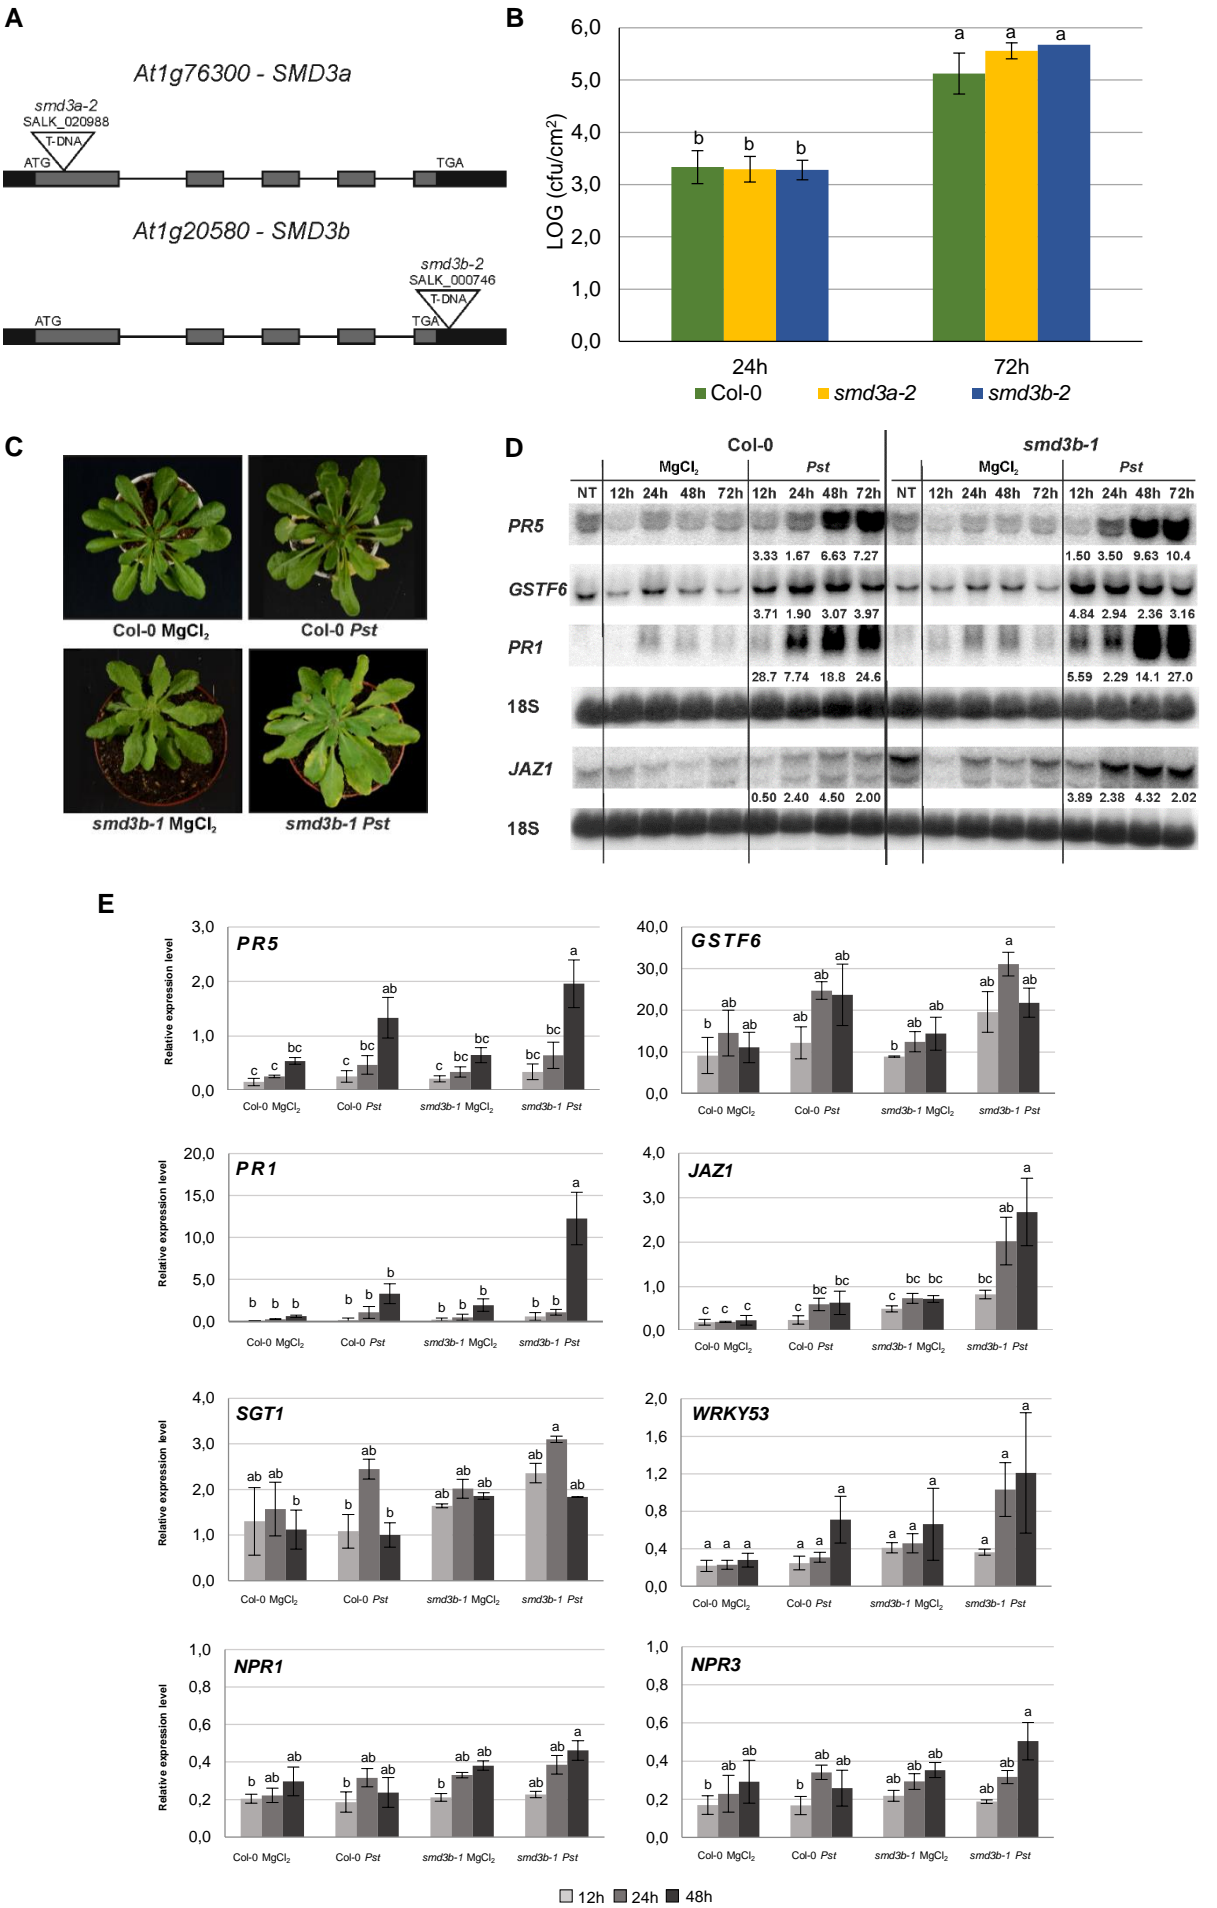

## Supplementary Figure S2

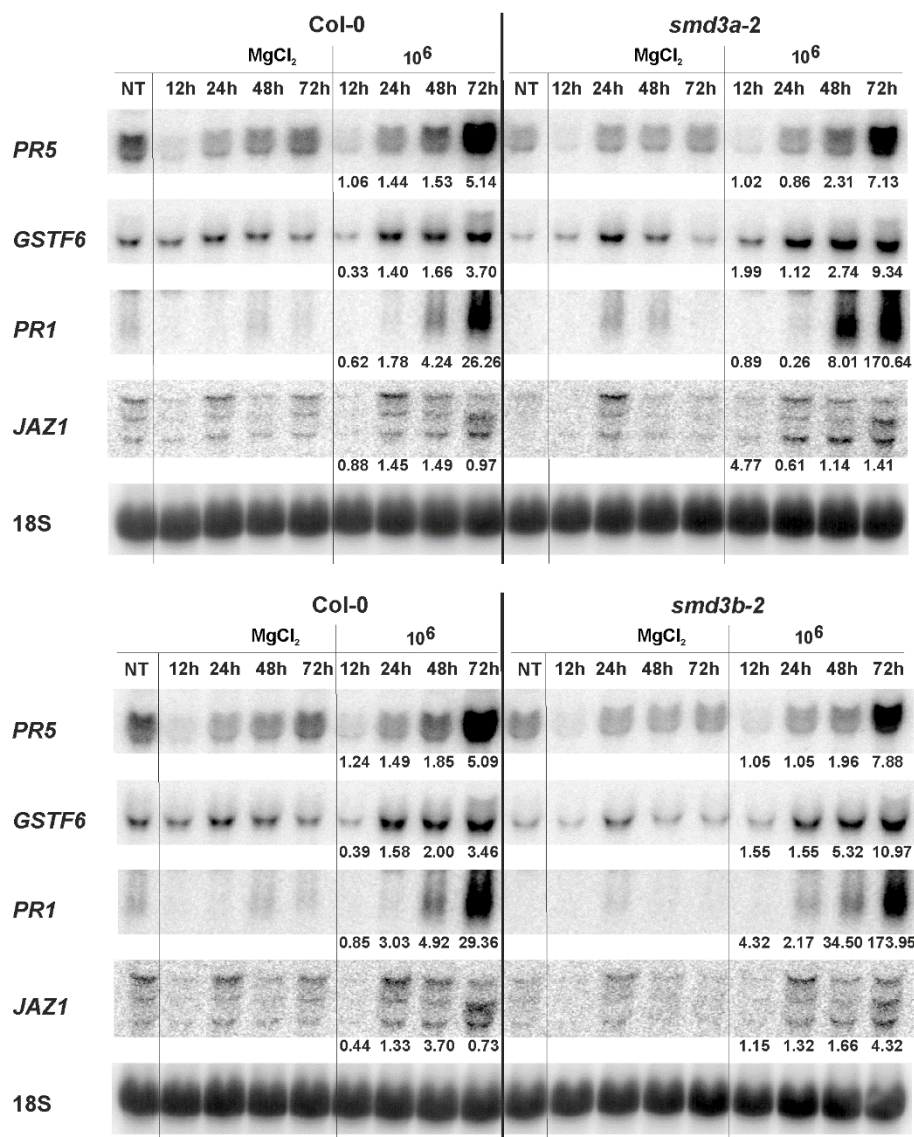

Supplementary Figure S3

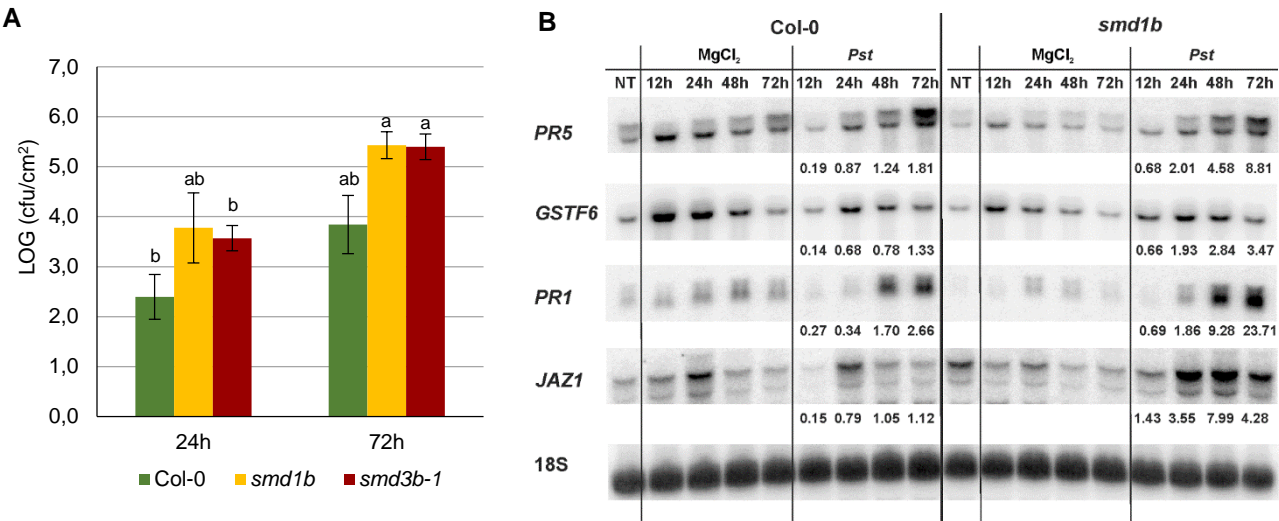

Supplementary Figure S4

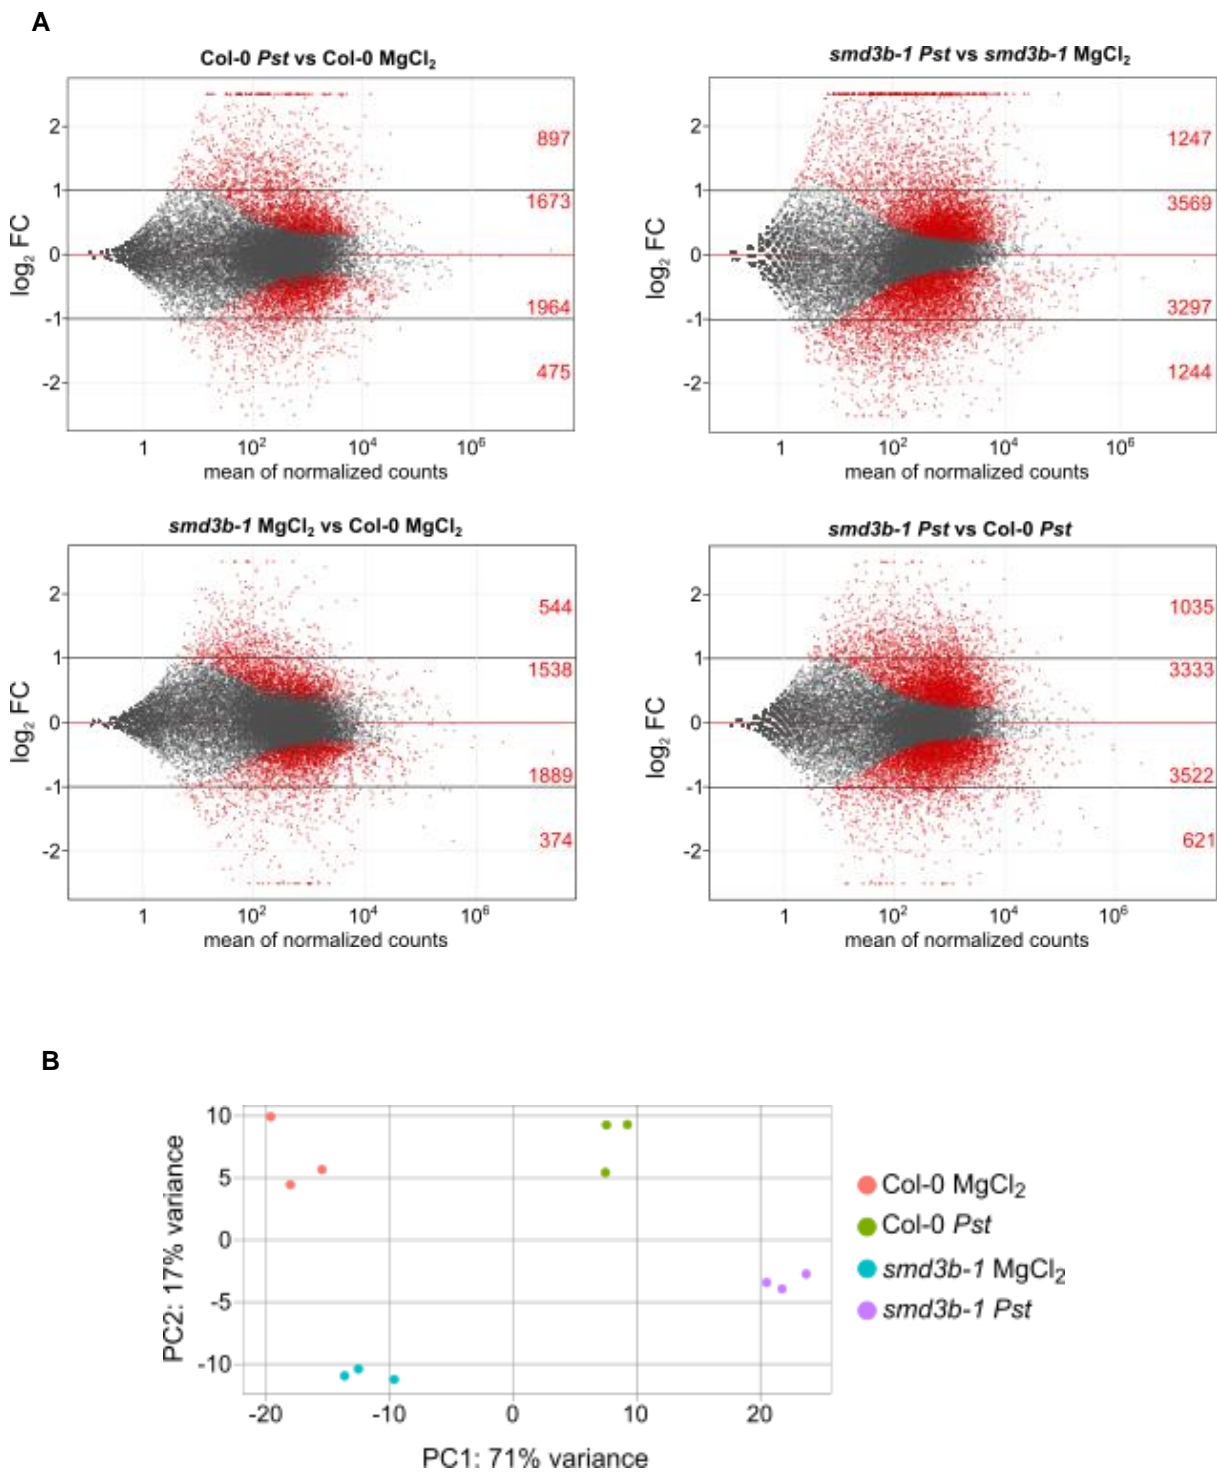

Supplementary Figure S5

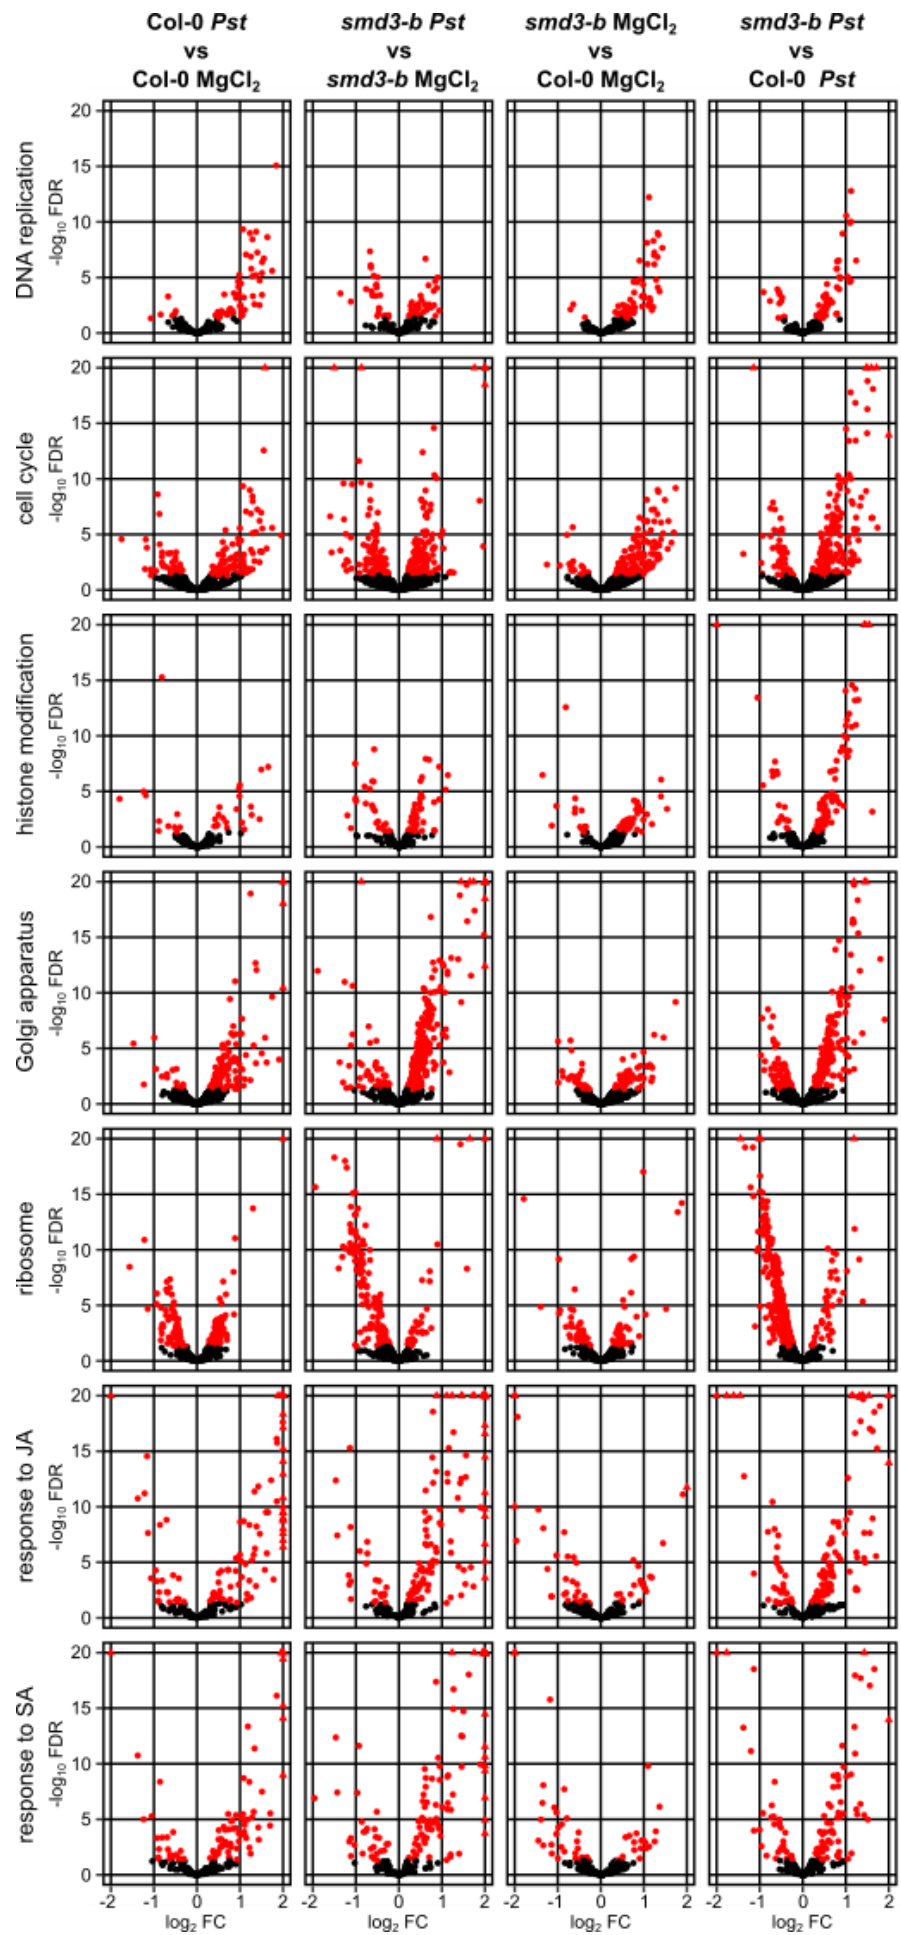

Supplementary Figure S6

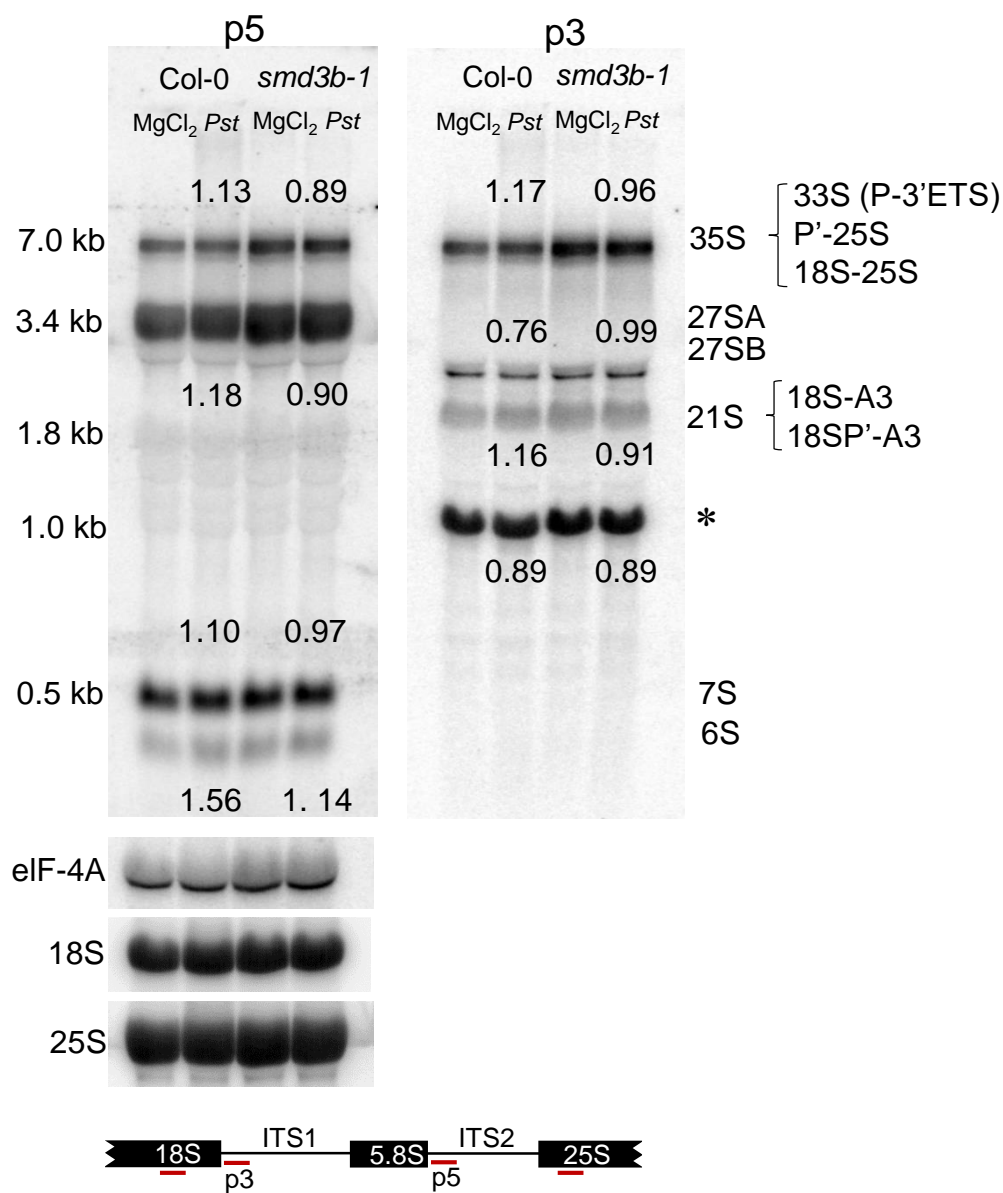

Supplementary Figure S7

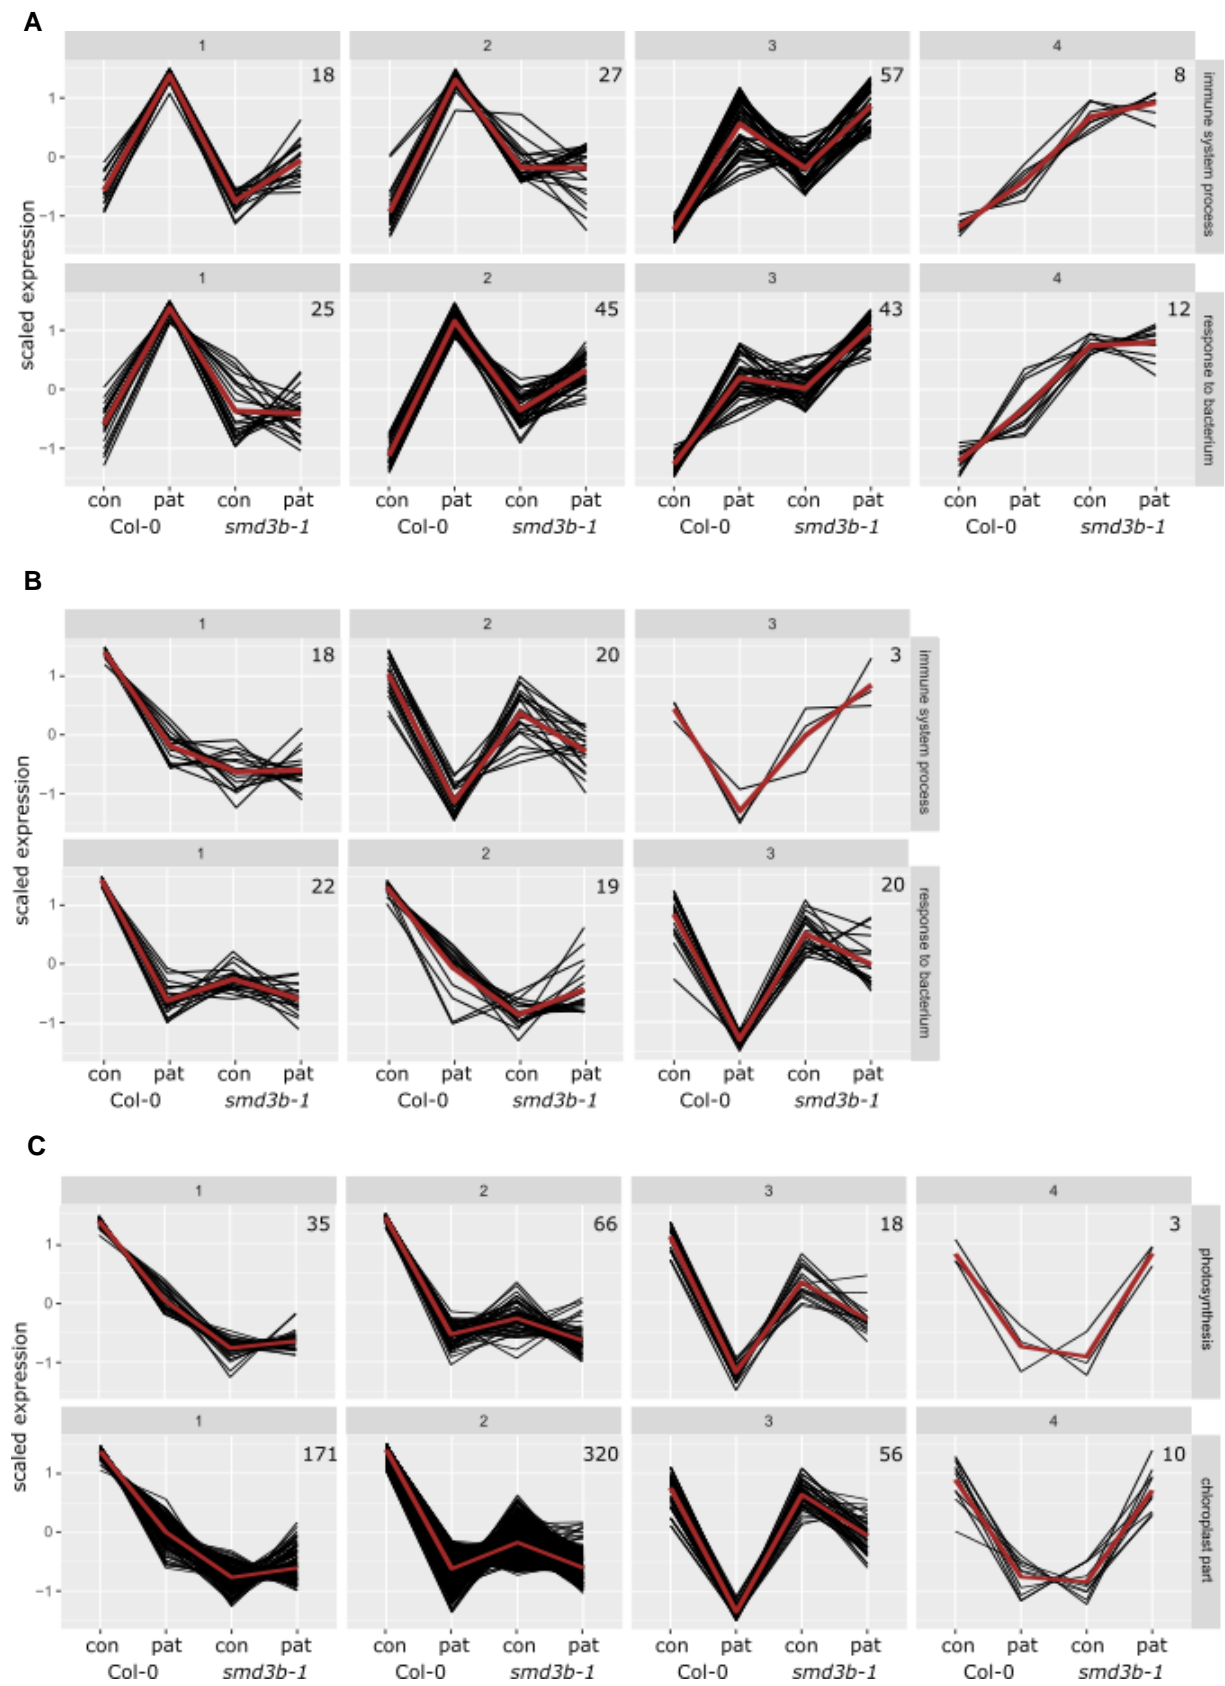

Supplementary Figure S8

A

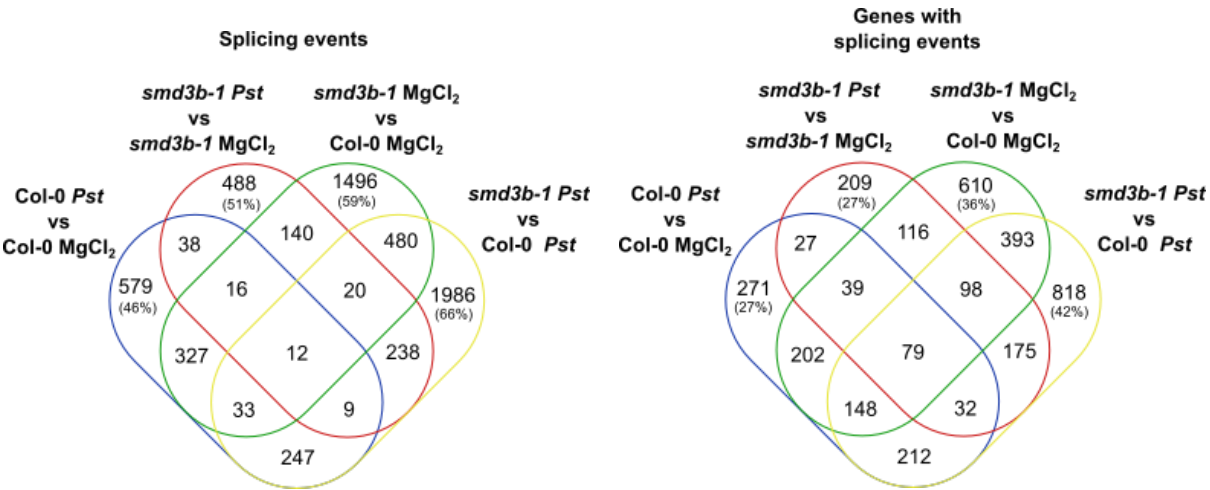

B

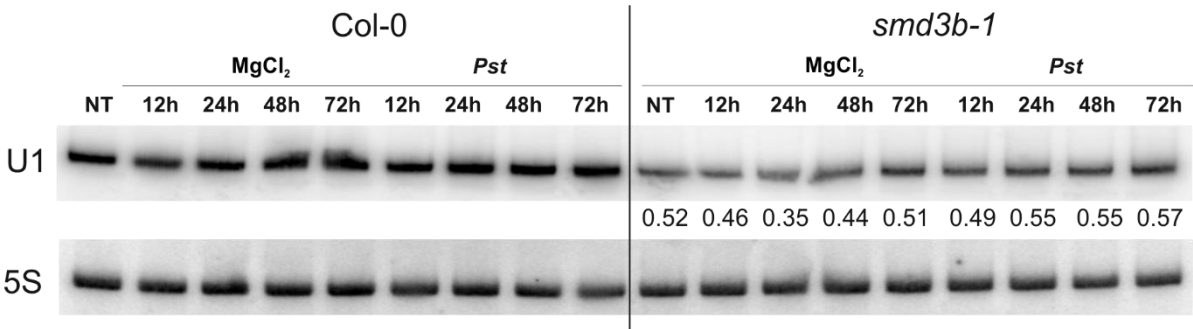

Supplementary Figure S9

A

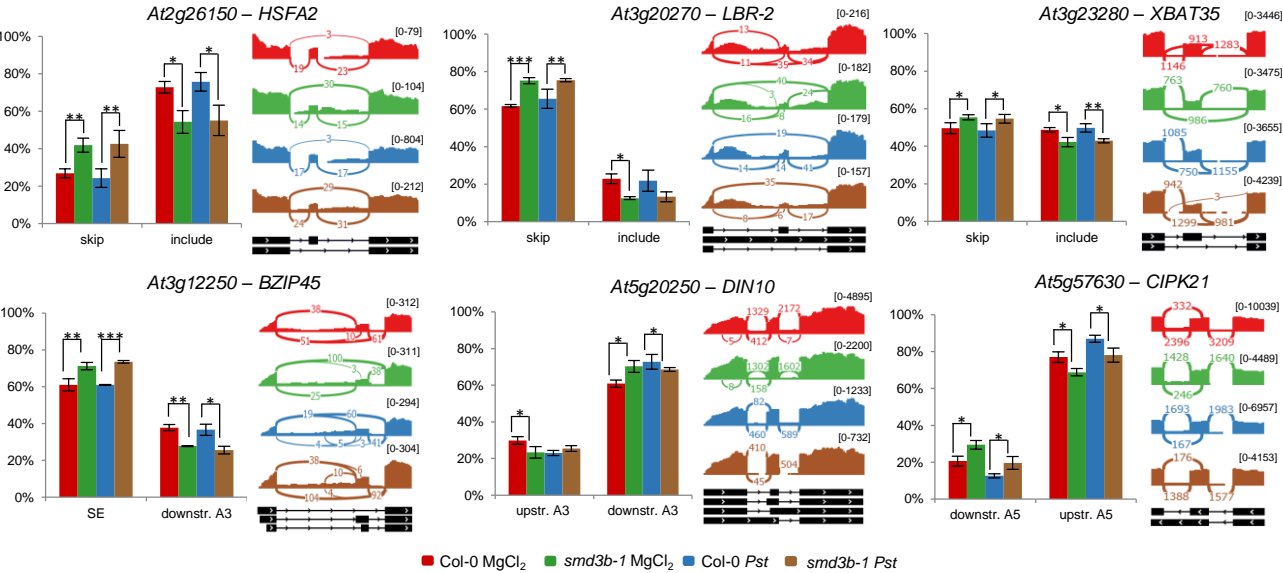

B

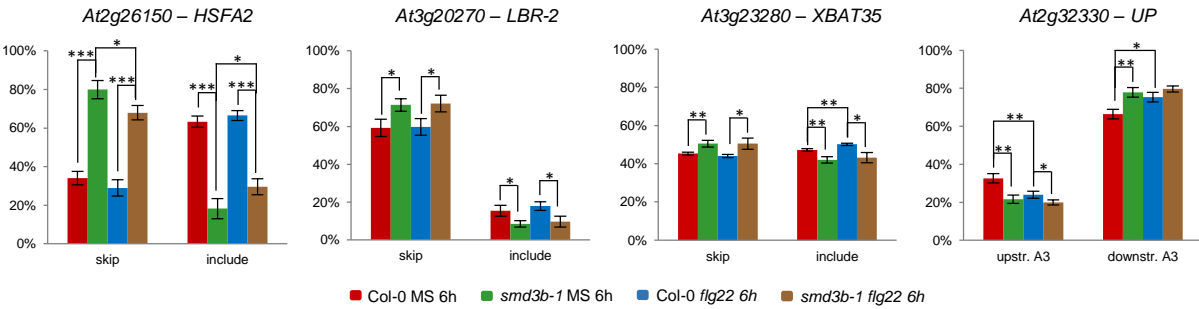

C

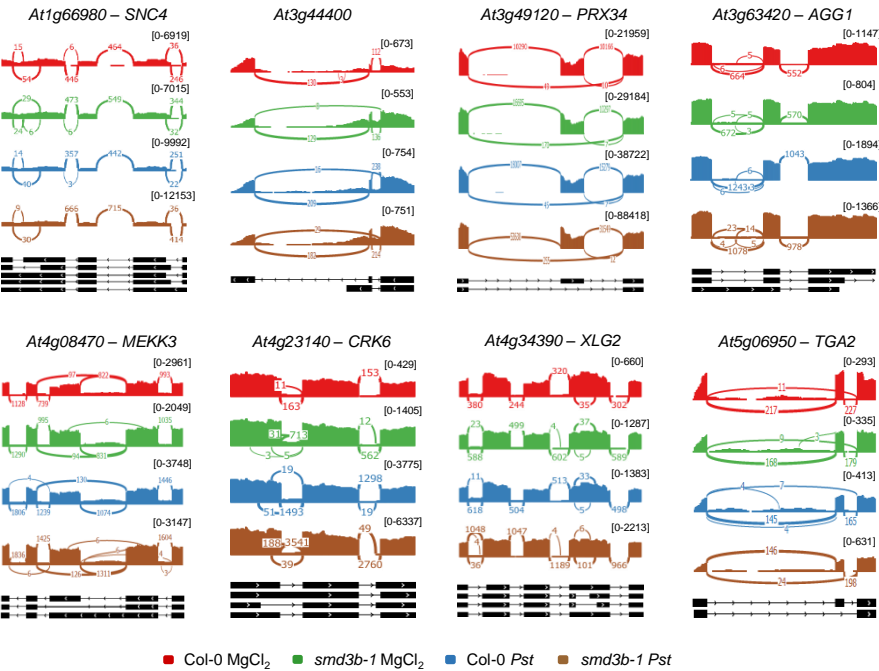

## Supplementary Figure S10

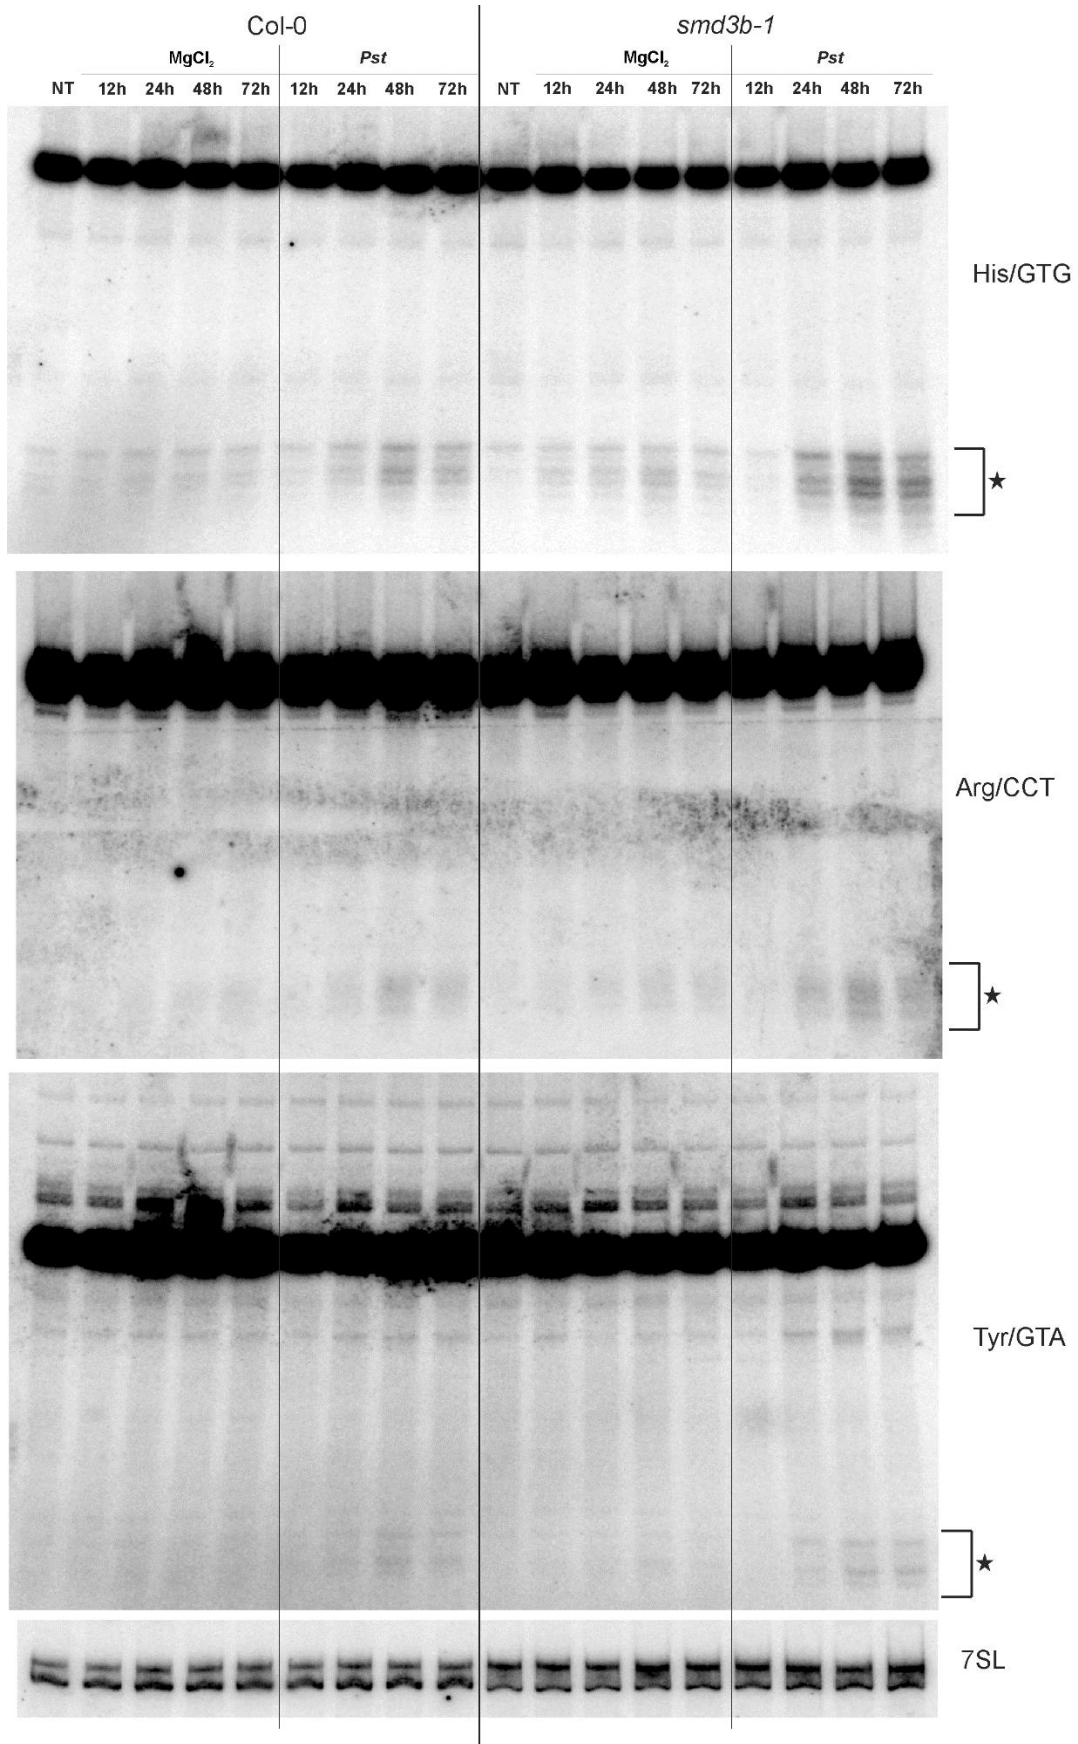

Supplementary Figure 11

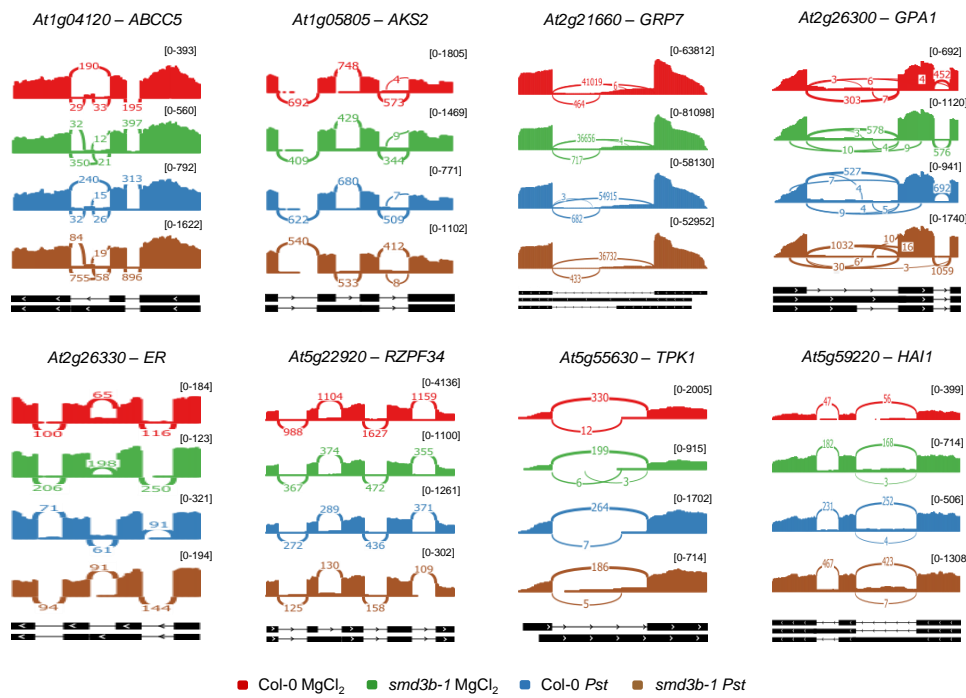

Supplementary Figure S12

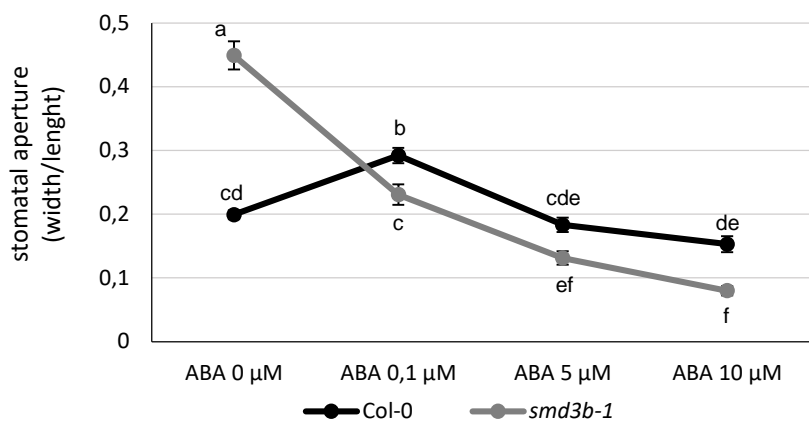

Supplementary Figure S13

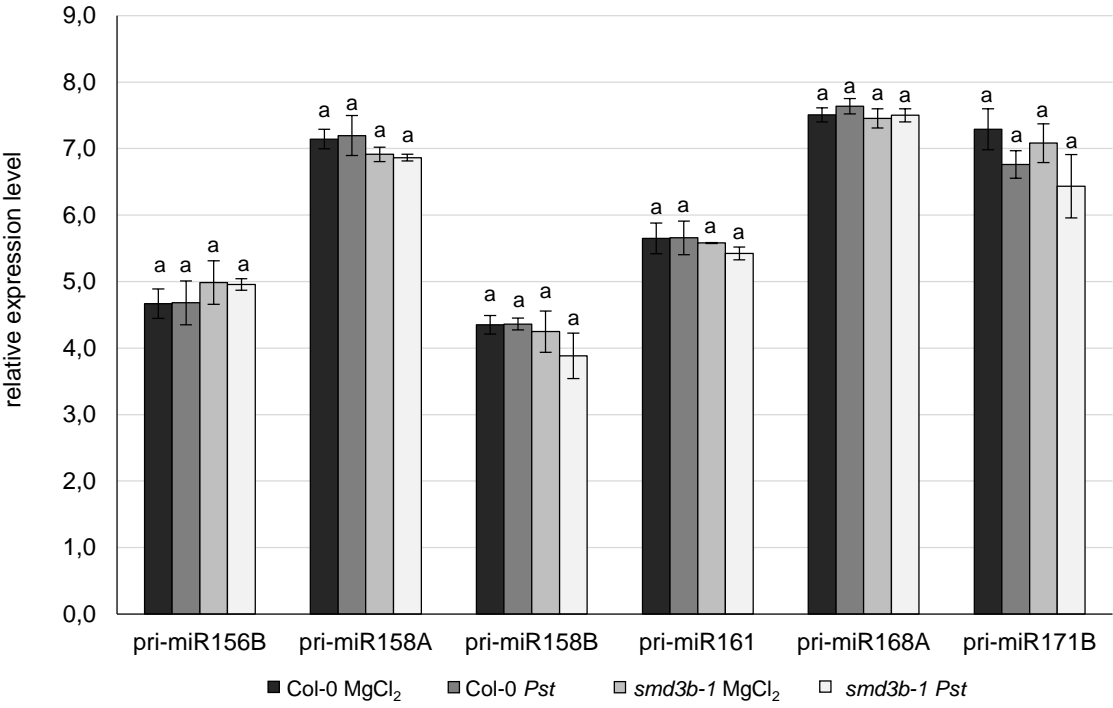

**Supplement:** Supplementary Figure 1 — The smd3b and smd3a mutations cause changes in response to infection. (A) Structure of the AtSMD3-a (At1g76300) and AtSMD3-B (At1g20580) genes. Exons are represented by gray bars, UTRs are illustrated by black bars and localization of T-DNA insertions are indicated. (B) Growth of Pst DC3000 after 24 and 72 hpi in Col-0, smd3a-2 and smd3b-2 mutants. For each time point leaf disks were collected from 5 plants. Results are mean of two independent experiments. (C) Disease symptoms in Col-0 and smd3b-1 6-week-old plants (72 hpi). Experiments were repeated at least four times; representative pictures are shown. (D) Northern blot analysis of factors involved in pathogen response (another biological replicate). Samples were collected from non-treated (NT), control (MgCl2) and infected (Pst) Col-0 and smd3b-1 plants at indicated time points. Numbers represent transcript level in Pst-treated Col-0 and the smd3b-1 relative to control and normalized to 18S rRNA loading control. (E) RT-qPCR analysis of selected genes involved in pathogen response. Mean values ± SEM were obtained from three independent experiments, letters represent significant difference (P < 0.05) for Tukey’s HSD test. UBC9 mRNA was used as a reference.

# Supplementary material for: Arabidopsis Spliceosome Factor SmD3 Modulates Immunity to Pseudomonas syringae Infection
**Source:** Front Plant Sci. 2021 Dec 3;12:765003. doi: 10.3389/fpls.2021.765003
**Supplement:** Supplementary Figure 1 — The smd3b and smd3a mutations cause changes in response to infection. (A) Structure of the AtSMD3-a (At1g76300) and AtSMD3-B (At1g20580) genes. Exons are represented by gray bars, UTRs are illustrated by black bars and localization of T-DNA insertions are indicated. (B) Growth of Pst DC3000 after 24 and 72 hpi in Col-0, smd3a-2 and smd3b-2 mutants. For each time point leaf disks were collected from 5 plants. Results are mean of two independent experiments. (C) Disease symptoms in Col-0 and smd3b-1 6-week-old plants (72 hpi). Experiments were repeated at least four times; representative pictures are shown. (D) Northern blot analysis of factors involved in pathogen response (another biological replicate). Samples were collected from non-treated (NT), control (MgCl2) and infected (Pst) Col-0 and smd3b-1 plants at indicated time points. Numbers represent transcript level in Pst-treated Col-0 and the smd3b-1 relative to control and normalized to 18S rRNA loading control. (E) RT-qPCR analysis of selected genes involved in pathogen response. Mean values ± SEM were obtained from three independent experiments, letters represent significant difference (P < 0.05) for Tukey’s HSD test. UBC9 mRNA was used as a reference.

Table S1. Characteristics of genes involved in pathogen response having significantly affected alternative splicing events in the *smd3b-1* plants. Corresponds to Figs 3 and S9C, S11.

| <b>ID</b>        | <b>Name</b>                                                                       | <b>Description</b>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 | <b>Reference</b>                                                                                                                                                                                                                          |
|------------------|-----------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <i>At1g04120</i> | <i>ABCC5</i><br>( <i>ATP-BINDING CASSETTE C5</i> )                                | encodes a high-affinity inositol hexakisphosphate transporter that plays a role in guard cell signaling and phytate storage. It is a member of MRP subfamily / ABC transporter subfamily C. Acts upstream of or within abscisic acid-activated signaling pathway involved in stomatal movement.                                                                                                                                                                                                                                    | Nagy et al. (2009). The <i>Arabidopsis</i> ATP-binding cassette protein AtMRP5/AtABCC5 is a high affinity inositol hexakisphosphate transporter involved in guard cell signaling and phytate storage. <i>J. Biol. Chem.</i> 284:33614-22. |
| <i>At1g05805</i> | <i>AKS2</i><br>( <i>ABA-RESPONSIVE KINASE SUBSTRATE 2</i> )                       | ABA-RESPONSIVE KINASE SUBSTRATE 2, basic helix-loop-helix (bHLH) DNA-binding superfamily protein, regulation of stomatal movement                                                                                                                                                                                                                                                                                                                                                                                                  | Takahashi et al. (2013) bHLH transcription factors that facilitate K <sup>+</sup> uptake during stomatal opening are repressed by abscisic acid through phosphorylation. <i>Sci. Signal.</i> 6:ra48                                       |
| <i>At1g53165</i> | <i>MAP4K</i><br>( <i>MITOGEN-ACTIVATED PROTEIN KINASE KINASE KINASE KINASE4</i> ) | In <i>Arabidopsis</i> , the MAP4K family contains 10 members. MAP4K family is involved in plant innate immunity.                                                                                                                                                                                                                                                                                                                                                                                                                   | Zhang et al. (2018). The MAP4 kinase SIK1 ensures robust extracellular ROS burst and antibacterial immunity in plants. <i>Cell Host Microbe</i> 24:379-391.                                                                               |
| <i>At1g66980</i> | <i>SNC4</i><br>( <i>SUPPRESSOR OF NPR1-1 CONSTITUTIVE 4</i> )                     | SNC4 leads to constitutive activation of defense responses. Analysis of suppressor mutants of <i>snc4-1D</i> identified two conserved splicing factors, SUA (SUPPRESSOR OF ABI3-5) and RSN2 (REQUIRED FOR SNC4-1D 2), that are required for the constitutive defense responses in <i>snc4-1D</i> . In <i>sua</i> and <i>rsn2</i> mutants, SNC4 splicing is altered and the amount of SNC4 transcripts is reduced. pre-mRNA splicing plays important roles in the regulation of plant immunity mediated by the RLKs SNC4 and CERK1. | Zhang et al. (2014). Splicing of receptor-like kinase-encoding SNC4 and CERK1 is regulated by two conserved splicing factors that are required for plant immunity. <i>Mol. Plant</i> 7:1766–1775.                                         |

|           |                                     |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |                                                                                                                                                                                               |
|-----------|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| At2g01450 | MPK17<br>(MAP KINASE 17)            | MAP kinase family member, function in control of peroxisome proliferation in salt stress.                                                                                                                                                                                                                                                                                                                                                                                                                                     | Frick and Strader (2018). Kinase MPK17 and the peroxisome division factor PMD1 influence salt-induced peroxisome proliferation. <i>Plant Physiol.</i> 176:340-351.                            |
| At2g21660 | GRP7<br>(GLYCINE RICH PROTEIN 7)    | Encodes a small glycine-rich RNA binding protein that is part of a negative-feedback loop through which AtGRP7 regulates the circadian oscillations of its own transcript. GRP7 appears to promote stomatal opening and reduce tolerance under salt and dehydration stress conditions, but, promotes stomatal closing and thereby increases stress tolerance under conditions of cold tolerance. Loss of function mutations have increased susceptibility to pathogens suggesting a role in mediating innate immune response. | Kim et al. (2008). Glycine-rich RNA-binding protein 7 affects abiotic stress responses by regulating stomata opening and closing in <i>Arabidopsis thaliana</i> . <i>Plant J.</i> 55:455-466. |
| At2g25000 | WRKY60                              | Pathogen-induced transcription factor involved in defense response to bacterium and fungus. Constitutive expression of WRKY18 enhanced resistance to <i>P. syringae</i> , its co-expression with WRKY40 or WRKY60 made plants more susceptible to both <i>P. syringae</i> and <i>B. cinerea</i> .                                                                                                                                                                                                                             | Xu et al. (2006). Physical and functional interactions between pathogen-induced <i>Arabidopsis</i> WRKY18, WRKY40, and WRKY60 transcription factors. <i>Plant Cell</i> 18: 1310-1326.         |
| At2g26300 | GPA1<br>(G PROTEIN ALPHA SUBUNIT 1) | Encodes an alpha subunit of a heterotrimeric GTP-binding protein. GPA1 is a positive regulator in ABA-mediated inhibition of stomatal opening.                                                                                                                                                                                                                                                                                                                                                                                | Mishra et al. (2006). A bifurcating pathway directs abscisic acid effects on stomatal closure and opening in <i>Arabidopsis</i> . <i>Science</i> 321:264-266.                                 |
| At2g26330 | ER<br>(ERECTA)                      | ER has been identified as a quantitative trait locus for transpiration efficiency by influencing epidermal and mesophyll development, stomatal density and porosity of leaves. Together with ERL1 and ERL2, ER governs the initial                                                                                                                                                                                                                                                                                            | Lee et al. (2015). Competitive binding of antagonistic peptides fine-tunes stomatal patterning. <i>Nature</i> 522:439-443.                                                                    |

|                  |                                               |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |                                                                                                                                                                                                   |
|------------------|-----------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                  |                                               | decision of protodermal cells to either divide proliferatively to produce pavement cells or divide asymmetrically to generate stomatal complexes. ER binds to the peptides STOMAGEN and EPF2 which compete for the same binding site. The ER-EFP2 complex activates MAPK signaling that inhibits stomatal development.                                                                                                                                                                                                               |                                                                                                                                                                                                   |
| <i>At3g44400</i> |                                               | Disease resistance protein (TIR-NBS-LRR class) family                                                                                                                                                                                                                                                                                                                                                                                                                                                                                | Katagiria et al. (2002). The <i>Arabidopsis thaliana</i> - <i>Pseudomonas syringae</i> interaction. <i>Arabidopsis</i> book. doi: 10.1199/tab.0039                                                |
| <i>At3g45860</i> | <i>CRK4</i><br>( <i>CYSTEINE-RICH RLK 4</i> ) | CRK4, CRK6, and CRK36 have been shown to interact with FLS2, and their overexpression leads to increased flg22 responsiveness or constitutive defenses including elevated ROS burst, defenses gene expression and disease resistance to <i>P. syringae</i> .                                                                                                                                                                                                                                                                         | Yeh et al. (2015) Enhanced <i>Arabidopsis</i> pattern-triggered immunity by overexpression of cysteine-rich receptor-like kinases. <i>Front. Plant Sci.</i> 6:322.                                |
| <i>At3g49120</i> | <i>PRX34</i><br>( <i>PEROXIDASE 34</i> )      | In <i>Arabidopsis</i> , class III apoplastic peroxidases PRX33 and PRX34 are essential for ROS production in response to flg22 and elf18.                                                                                                                                                                                                                                                                                                                                                                                            | Daudi et al. (2012) The apoplastic oxidative burst peroxidase in <i>Arabidopsis</i> is a major component of pattern-triggered immunity. <i>Plant Cell</i> 24:275-287.                             |
| <i>At3g54230</i> | <i>SUA</i><br>( <i>SUPPRESSOR OF ABI3-5</i> ) | Encodes a splicing factor SUA. Analysis of suppressor mutants of <i>snc4-1D</i> identified two conserved splicing factors, SUA and RSN2 (REQUIRED FOR SNC4-1D 2), that are required for the constitutive defense responses in <i>snc4-1D</i> . In <i>sua</i> and <i>rsn2</i> mutants, SNC4 splicing is altered and the amount of SNC4 transcripts is reduced. SUA and RSN2 are also required for the proper splicing of CERK1 (CHITIN ELICITOR RECEPTOR KINASE1), which encodes another RLK that functions as a receptor for chitin. | Zhang et al. (2014). Splicing of receptor-like kinase-encoding SNC4 and CERK1 is regulated by two conserved splicing factors that are required for plant immunity. <i>Mol. Plant</i> 7:1766–1775. |

|                  |                                                                  |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |                                                                                                                                                    |
|------------------|------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------|
|                  |                                                                  | In <i>sua</i> and <i>rsn2</i> mutants, induction of reactive oxygen species by chitin is reduced and the non-pathogenic bacteria <i>Pseudomonas syringae</i> pv. <i>tomato</i> DC3000hrcC grows to higher titers than in wild-type plants.                                                                                                                                                                                                                                                                                                                                 |                                                                                                                                                    |
| <i>At3g63420</i> | <i>AGG1</i><br>( <i>HETEROTRIMERIC G PROTEIN GAMMA-SUBUNIT</i> ) | AGG1 and AGG2 positively regulate flg22-triggered apoplastic ROS production.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               | Gilroy et al. (2016) ROS, calcium, and electric signals: key mediators of rapid systemic signaling in plants. <i>Plant Physiol.</i> 171:1606-1615. |
| <i>At4g08470</i> | <i>MEKK3, MAPKKK10</i><br>( <i>MAPK/ERK KINASE KINASE 3</i> )    | MEKK is another name for Mitogen-Activated Protein Kinase Kinase Kinase (MAPKKK or MAP3K). The <i>Arabidopsis</i> MEKK1-MKK1/MKK2-MPK4 kinase cascade is monitored by the nucleotide-binding leucine rich-repeat immune receptor SUMM2. Disruption of this kinase cascade leads to activation of SUMM2-mediated immune responses. MEKK1, MEKK2 and MEKK3 are located in a tandem repeat.                                                                                                                                                                                   | Nitta et al. (2020). MEKK2 inhibits activation of MAP kinases in <i>Arabidopsis</i> . <i>Plant J.</i> 103:705-714.                                 |
| <i>At4g16890</i> | <i>SNC1</i><br>( <i>SUPPRESSOR OF NPR1-1, CONSTITUTIVE 1</i> )   | Encodes a TIR-NB-LRR-type resistance gene involved in the salicylic acid-dependent defense response pathway. Mutant plants constitutively express pathogenesis-related (PR) genes and are pathogen resistant. Resistance signaling in <i>snc1</i> requires EDS1, MOS3 and PAD4.<br><br>Nuclear SNC1 functions in plant defense through its association with TPR1, a transcriptional corepressor. The activation of the R protein SNC1 leads to repression of miRNA and phasiRNA biogenesis to likely release the global repression of R gene expression to enable defense. | Cai et al. (2018). The disease resistance protein SNC1 represses the biogenesis of microRNAs and phased siRNAs. <i>Nat. Commun.</i> 9:5080.        |

|           |                                                 |                                                                                                                                                                                                                                                                                                                                                                 |                                                                                                                                                                                                            |
|-----------|-------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| At4g23140 | CRK6<br>(CYSTEINE-RICH<br>RLK 6)                | CRK6 and CRK7 are active kinases that are involved in signaling in response to extra-cellular ROS. CRK4, CRK6, and CRK36 have been shown to interact with FLS2, and their overexpression leads to increased flg22 responsiveness or constitutive defenses including elevated ROS burst, defenses gene expression and disease resistance to <i>P. syringae</i> . | Idanheimo et al. (2014). The <i>Arabidopsis thaliana</i> cysteine-rich receptor-like kinases CRK6 and CRK7 protect against apoplastic oxidative stress. <i>Biochem. Biophys. Res. Commun.</i> 445:457-462. |
| At4g25230 | RIN2<br>(RPM1<br>INTERACTING<br>PROTEIN 2)      | RPM1 interacting protein 2, has a CUE domain which is sufficient for the interaction with RPM1. Positive regulator of RPM1 and PRS2 mediated hypersensitive response. Functions as ubiquitin ligase and binds to RPM1.                                                                                                                                          | Kawasaki et al. (2005). A duplicated pair of <i>Arabidopsis</i> RING-finger E3 ligases contribute to the RPM1- and RPS2-mediated hypersensitive response. <i>Plant J.</i> 44:258-270                       |
| At4g28910 | NINJA<br>(NOVEL<br>INTERACTOR OF<br>JAZ)        | Involved in jasmonic acid mediated signaling pathway. NINJA forms a repressor complex by binding to JAZ and MYC, thereby inhibiting JA responses in the absence of ligands.                                                                                                                                                                                     | Pauwels et al. (2010). NINJA connects the co- repressor TOPLESS to jasmonate signalling. <i>Nature</i> , 464:788–791.                                                                                      |
| At4g33430 | BAK1<br>(BRI1-ASSOCIATED<br>RECEPTOR<br>KINASE) | BAK1 a leucine- rich repeat receptor-like kinase regulate the brassinosteroid receptor BRI1, is involved in signalling by FLS2 and EFR. FLS2 and BAK1 form a complex in vivo, in a specific ligand-dependent manner, within the first minutes of stimulation with flagellin.                                                                                    | Chinchilla et al. (2007). A flagellin-induced complex of the receptor FLS2 and BAK1 initiates plant defence. <i>Nature</i> 448:497-500.                                                                    |
| At4g34390 | XLG2<br>(EXTRA-LARGE G<br>PROTEIN 3)            | XLG2 associates with FLS2 to stabilize BIK1, and XLG2 phosphorylation by BIK1 promotes ROS production, likely via XLG2-RBOHD association.                                                                                                                                                                                                                       | Liang et al. (2016) <i>Arabidopsis</i> heterotrimeric G proteins regulate immunity by directly coupling to the FLS2 receptor. <i>Elife</i> 5:e13568.                                                       |
| At5g06950 | TGA2<br>(TGACG<br>SEQUENCE-                     | Transcription factor of the B-ZIP family that has high affinity for C-box motifs. Interacts with                                                                                                                                                                                                                                                                | Zhang et al. (2003). Knockout analysis of <i>Arabidopsis</i>                                                                                                                                               |

|                  |                                                                                      |                                                                                                                                                                                                                                                                                                                                        |                                                                                                                                                                                              |
|------------------|--------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                  | <i>SPECIFIC BINDING PROTEIN 2)</i>                                                   | NPR1 and may regulate PR gene expression. Phosphorylated by a CK2-like protein in vitro. Phosphorylation is enhanced by salicylic acid treatment.                                                                                                                                                                                      | transcription factors TGA2, TGA5, and TGA6 reveals their redundant and essential roles in systemic acquired resistance. <i>Plant Cell</i> 15:2647–2653.                                      |
| <i>At5g22920</i> | <i>CHYR1/RZPF34 (CHY ZINC-FINGER AND RING PROTEIN 1/RING ZINC-FINGER PROTEIN 34)</i> | Encodes a protein with sequence similarity to RING, zinc finger proteins. Loss of function mutations show reduced (15%) stomatal aperture under non stress conditions.                                                                                                                                                                 | Ding et al. (2015). Arabidopsis RZFP34/CHYR1, a ubiquitin E3 ligase, regulates stomatal movement and drought tolerance via SnRK2.6-mediated phosphorylation. <i>Plant Cell</i> 27:3228-3244. |
| <i>At5g55630</i> | <i>TPK1 (TWO PORE K CHANNEL 1)</i>                                                   | Encodes AtTPK1 (KCO1), a member of the <i>Arabidopsis thaliana</i> K <sup>+</sup> channel family of AtTPK/KCO proteins. Acts upstream of or within regulation of stomatal movement.                                                                                                                                                    | Isner et al. (2018). KIN7 kinase regulates the vacuolar TPK1 K <sup>+</sup> channel during stomatal closure. <i>Curr. Biol</i> 28:466-472.                                                   |
| <i>At5g66210</i> | <i>CPK28 (CALCIUM-DEPENDENT PROTEIN KINASE 28)</i>                                   | CPK28 specifically phosphorylates conserved residues in PUB25/26 to enhance their activity and promote BIK1 degradation. Further CPK28 destabilizes BIK1 following flg22 treatment. Flg22 treatment additionally induces dissociation of the G proteins from the FLS2-BIK1 complex and increased phosphorylation of PUB25/26 by CPK28. | Wang et al. (2018). A regulatory module controlling homeostasis of a plant immune kinase. <i>Mol. Cell</i> 69:493–504.                                                                       |
| <i>At5g59220</i> | <i>HAIL (HIGHLY ABA-INDUCED PP2C GENE 1)</i>                                         | Encodes a member of the PP2C family (Clade A protein phosphatases type 2C). Functions as a negative regulator of osmotic stress and ABA signaling. Acts upstream of or within stomatal movement.                                                                                                                                       | Antoni et al. (2012). Selective inhibition of Clade A phosphatases type 2C by PYR/PYL/RCAR abscisic acid receptors. <i>Plant Physiol.</i> 158:970-980.                                       |

# Supplementary material for: Arabidopsis Spliceosome Factor SmD3 Modulates Immunity to Pseudomonas syringae Infection
**Source:** Front Plant Sci. 2021 Dec 3;12:765003. doi: 10.3389/fpls.2021.765003
**Supplement:** Supplementary Figure 1 — The smd3b and smd3a mutations cause changes in response to infection. (A) Structure of the AtSMD3-a (At1g76300) and AtSMD3-B (At1g20580) genes. Exons are represented by gray bars, UTRs are illustrated by black bars and localization of T-DNA insertions are indicated. (B) Growth of Pst DC3000 after 24 and 72 hpi in Col-0, smd3a-2 and smd3b-2 mutants. For each time point leaf disks were collected from 5 plants. Results are mean of two independent experiments. (C) Disease symptoms in Col-0 and smd3b-1 6-week-old plants (72 hpi). Experiments were repeated at least four times; representative pictures are shown. (D) Northern blot analysis of factors involved in pathogen response (another biological replicate). Samples were collected from non-treated (NT), control (MgCl2) and infected (Pst) Col-0 and smd3b-1 plants at indicated time points. Numbers represent transcript level in Pst-treated Col-0 and the smd3b-1 relative to control and normalized to 18S rRNA loading control. (E) RT-qPCR analysis of selected genes involved in pathogen response. Mean values ± SEM were obtained from three independent experiments, letters represent significant difference (P < 0.05) for Tukey’s HSD test. UBC9 mRNA was used as a reference.

Northern blot

| Name   | Gene ID   | Primer Forward              | Primer Reverse              |
|--------|-----------|-----------------------------|-----------------------------|
| BAK1   | At4g33430 | AGTGGAGCAGCTAATCCAAGTGGC    | GGTAAGAAAAGAAACCTGACGCACGG  |
| BGL2   | At3g57260 | CAATGCAGAACATCGAGAACGCGG    | CACCACGATTTCCAACGATCCGCC    |
| COR13  | At4g23600 | GCGAACTGGTTGGCTCACGC        | TGGAATGGCGATCGCAGAAAGC      |
| FRK1   | At2g19190 | TCGGATTTCGGCGTTTGTGATTCT    | CTCTCGTTTCGCGCTGTTTCTGC     |
| GSTF6  | At1g02930 | CTCAACTGGCAAGGACATGGCG      | CATTCAAATCAAACACTCGGCAGCAG  |
| JAZ1   | At1g19180 | ACGTCAGCCGACAACAACCATGAG    | AGGGTTTGAAGACGCTTTGGCTGG    |
| JAZ3   | At3g17860 | GCAGTTTCCATGTTCGATGCCGGG    | CGCTTTTGTGGCTCCGAGTCCG      |
| MYC2   | At1g32640 | TGGACCACCGACGACAACGC        | CCGACGGAGCAACACCACCG        |
| PDF1.2 | At5g44420 | TGGCTAAGTTTGCTTCCATCATCACCC | TGGGACGTAACAGATACACTTGTGTGC |
| PR1    | At2g14610 | TCCCTCGAAAGCTCAAGATAGCCAC   | GCTTCTCGTTCACATAATCCCACGAG  |
| PR2    | At3g57260 | CAATGCAGAACATCGAGAACGCGG    | CACCACGATTTCCAACGATCCGCC    |
| PR4    | At3g04720 | TTCTCCGACCAACAACCTGTC       | ATATCAAACGCGATCAATGG        |
| PR5    | At1g75040 | CGCCGGTCAAGGACCCAAGC        | ACAGGCACTCTTGACGGCCAC       |
| VSP2   | At5g24770 | GACTTCGACACGGTGCCCGC        | GGTCACGCCAGCAGCTTCGAG       |
| WRKY29 | At4g23550 | AGGAGTTATTACAGATGCAG        | TACCCACTGAAGAACTCTTG        |
| elF-4A | At3g13920 | TCATGAGAGCTTTGATGCCATGG     | GATGAGAACACGGGAGGAACCAG     |

|              |  |                                      |  |
|--------------|--|--------------------------------------|--|
| miRNA163     |  | ATCGAAGTTCCAAGTCCTCTTCAA             |  |
| miRNA319     |  | AGGGAGCTCCCTTCAGTCAA                 |  |
| miRNA393     |  | GGATCAATGCGATCCCTTTGGA               |  |
| tRNA His/GTG |  | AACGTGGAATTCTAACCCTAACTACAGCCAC      |  |
| tRNA Arg/CCT |  | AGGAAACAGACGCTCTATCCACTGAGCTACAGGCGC |  |
| tRNA Tyr/GTA |  | TACAGTCTTCCGCTCTACCA                 |  |
| p3           |  | GGTCGTTCTGTTTGGACAGGTATC             |  |
| p5           |  | GCAAAGGATGGTGAGGGACGACG              |  |
| 5S           |  | GCACGCTTAACTGCGGAGTTCTG              |  |
| 7SL          |  | ACTGGGCAGCCCAGAAACATGC               |  |
| 18S          |  | GATCCTTCCGCAGGTTACCTACG              |  |
| 25S          |  | CTCCGCTTATTGATATGCTTAAAC             |  |
| U1           |  | GACCCCGTCCAGGTAAGTAAT                |  |

RT-qPCR

| Name  | Gene ID   | Primer Forward          | Primer Reverse         |
|-------|-----------|-------------------------|------------------------|
| EDS5  | At4g39030 | GGATCCCGGTTAACTCCCACC   | TGATCGCACCGAGTGTTCTCC  |
| FAMT  | At3g44860 | AGGTCCCAACAGTTACCGGG    | CCAGGTGGGTCTTCTTGCATC  |
| FLS2  | At5g46330 | TGCAAGCCTTAAGTCGCTTTTCG | AACAGCTCTCCAGGGATGGTTC |
| GAPDH | At1g13440 | TGGAAAATTGACCGGAATGT    | TCGTCGTATGTTGCAGCTTT   |

|             |           |                              |                             |
|-------------|-----------|------------------------------|-----------------------------|
| GSTF6       | At1g02930 | TGGTCGATCTTCACACTATCCCTGTG   | GATGTCAGCAACCCAAGCACTCA     |
| HEL         | At3g04720 | GTACGCGCCACCTACCATTTC        | GGAGCAATAAGCACTCACGGC       |
| JAZ1        | At1g19180 | GCGATCCAGCCAAAGCGTCT         | CTTGGTACGGCTTGAGGGTGGT      |
| JAZ9        | At1g70700 | AGAAGACGTTAGGGCGTCTCTG       | CTTGACAGACATGAGTCCATGACA    |
| NPR1        | At1g64280 | GGAGTATCCGTTAGACCCCGAG       | GGTTTTCTCCATCCCATCTTGCC     |
| NPR3        | At5g45110 | TGCTGCGATGCGTAGAGAGC         | TGCGCTACGTCCGTCAGATG        |
| PAD4        | At3g52430 | TGCCTGAGGAGTGTGTGAGAAG       | AAGTATCTTGCGTTGTGCTCGC      |
| PR1         | At2g14610 | CAGGCACGAGGAGCGGTAGG         | CCCCGTAAGGCCACCAGAG         |
| PR5         | At1g75040 | GCCTGCAAGAGTGCCTGTGAG        | CGAGTAGTCCGTGGGAGGACAAG     |
| RIN4        | At3g25070 | TCTCCCATGGCACGTTTCG          | AGGAACATTCTCCTCAGCTTCCC     |
| SGT1        | At2g43820 | GGCTCGACACAAGGCCACA          | CTGACCACCCACAGGAAGCTG       |
| SID2        | At1g74710 | TTGGCAGGGAGACTTACGAAGG       | CTTGCTTCTTCTGCTGGAAGCC      |
| UBC9        | At4g27960 | TTCATGTAGCGCAGGACCCGTTG      | ACTCCTCCAGAATAAGGGCTATCCG   |
| WKRY70      | At3g56400 | CCAACGCAGAAACTCCCAAGAGC      | CTCCGTGGACGAACCATGATGAC     |
| WRKY46      | At2g46400 | CTGCACCTGCTGCTGTTGAGA        | CGACCACAACCAATCCTGTCC       |
| WRKY53      | At4g23810 | GAGATCAGACGGGGATGCTACGG      | CGGCGAGGCTAATGGTGGTGT       |
|             | At2g26150 | GGAAATGGAGGAAGAAACGG         | GCCTCAACCTAACTACCTCAG       |
|             | At3g20270 | CTCAGGGATTACTTACTACC         | CTCCGCGGAATAAATTAGCCC       |
|             | At3g23280 | GCACAGTGATGCCTTTGTGG         | GGCTGTCACCTTCAGTCGAAGG      |
|             | At3g12250 | GGACAACCTTTTACTCAGACAGG      | GGTATCAGCCATACTAGTTTCTG     |
|             | At5g20250 | CCATTCAAATCTCACATTCCC        | CCCGTCGGAAATACGAACCGCC      |
|             | At5g57630 | CAGATGCTAGAAAACCTTTTCC       | CCATACATCTACTGCTGCTCC       |
| pri-miR156A |           | GAAAGAGTTGGGACAAGAGAAACG     | AGAGAACGAAGACAGGCCAAAGA     |
| pri-miR156B |           | GGGAGAGATGGTGATTGAGGAATGC    | GTGAGCACGCACACGCAAAGT       |
| pri-miR158A |           | TGAACAAGGGCATCTAAAGTCACA     | TTACTGGACCACGAATTCACCAT     |
| pri-miR158B |           | GACTGCAGAAGGATAAGAACACG      | ACATTTGGGGAAAAGCAATG        |
| pri-miR161  |           | TGACCAGTTTATTGCGTCGATCA      | TGCTTTTCCCTCTTTTACAAATGC    |
| pri-miR163  |           | AGTACCTTAGATAAACCGACCAAAACC  | AACCGGGAACCTCCAGCACTT       |
| pri-miR168A |           | ATTCGCTTGGTGCAGGTC           | TCCGATTCAGTTGATGCAAG        |
| pri-miR171A |           | TGGCCTGGTTCACCTCAGATCTTA     | ACAAGACCACAAAGTCCAAAATAGAGA |
| pri-miR171B |           | TTTGTTTATTGGTTTTCTGGAGCTAAG  | CAACACCGTTCTCCATGAGTTAAGA   |
| pri-miR171C |           | ATGTGGATGGAGTTTGGTGTA        | GTGATATTGGCACGGCTCA         |
| pri-miR173  |           | GGTGATTAAGTACTTTCGCTTGC      | GCAAGCTCTTTCGCTTACACA       |
| pri-miR393A |           | GCTTGGTTTTGGATCATGCTATCTCTT  | CGGAATCTTAAAGCCAGCAAAG      |
| pri-miR393B |           | AGGGATCGCATTGATCCTAA         | CGCATGATCCGGAAAAGTAA        |
| pri-miR403  |           | AGAGTCGTATTACATGTTTTGTGCTTGA | ACAGATTACGAGTTTGTGCGTGAA    |

How the deposited data were processed for this re-analysis (not part of the article)

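The data are RNA-seq libraries from leaves of 6-week-old Col-0 and *smd3b-1* plants that were sprayed with *Pst* DC3000 or with MgCl2 solution and harvested 48 h later, with 3 libraries per condition and 12 in all. The authors made stranded, rRNA-depleted total RNA libraries, sequenced them paired-end and aligned them to TAIR10 with STAR and the AtRTD2 annotation, allowing up to 10 mapping positions. For each library the authors deposited STAR's raw count of read pairs per gene, unstranded and for each strand, together with the pairs that were unmapped, multimapping, outside annotated features or ambiguous. No normalization had been applied to these counts, and all tables list the same 34212 genes in the same order: 33936 nuclear, 133 chloroplast-encoded and 143 mitochondrion-encoded. The condition of each library was taken from its title, and the replicate numbers that pair the libraries come from the sample titles too.

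The sense-strand column was used throughout. Each table accounted for 50954997 to 95617347 read pairs, of which 45195394 to 84827589 were counted on genes in the sense direction. Pairs on nuclear genes numbered 15345583 to 29486589, because chloroplast genes, *psbA* above all, took most of the counts. A gene's count carries a counting error of its square root, in addition to the spread between replicates. Coordinates and exonic lengths are those of the RefSeq TAIR10.1 annotation, which was matched by locus to 33437 of the genes; the authors used an earlier copy of TAIR10.

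Differential expression was computed in R 4.3.3 with edgeR 4.0.16: filterByExpr (minimum count 10, minimum total 15), TMM normalization, the quasi-likelihood test and Benjamini-Hochberg adjustment, for the 6 libraries of each comparison. The comparisons were *Pst* against MgCl2 within each genotype and *smd3b-1* against Col-0 within each treatment; the interaction of genotype and infection was fitted to all 12 libraries. A gene was called changed at an adjusted p below 0.05, and changed at least 2-fold where the absolute log2 fold change also exceeded 1. The log2 CPM used a prior count of 2. Principal components used the 500 genes with the largest variance. Overlaps of gene lists were given as odds ratios with Fisher's exact test, against the genes tested in both comparisons. Sets of genes were taken from the TAIR notes in the RefSeq annotation, since GO enrichment itself was not rerun, and tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01. The shares of read classes were compared with exact permutation tests that rearranged the libraries within treatments or within genotypes (400 arrangements). Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

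The genes named in the text are those the paper names for its RNA-seq results, and, by a rule fixed in advance, the 3 with the largest positive and the 3 with the largest negative interaction among genes at an adjusted p below 0.05 and an average log2 CPM above 1 whose infected libraries did not overlap between genotypes.

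The alternatives were DESeq2 1.42.0 without and with a prior on the fold changes, RLE size factors, no filter, at least 10 counts in every sample, unstranded counts, all 12 libraries in 1 fit, the replicate number as a block, organelle genes removed before normalization, the trend with gene length removed (lowess, span 0.3) alone and with the block, other backgrounds and thresholds for the lists and sets, and leaving out each library in turn. The closing section gives their effect.

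The procedure was tested on simulated data with 19363 genes, of which 200, drawn among genes above a minimum mean CPM, were changed 4-fold. edgeR recovered 200 of 200 with 10 false calls in a comparison of 3 against 3 libraries, and 194 of 200 with 12 false calls in the interaction; DESeq2 recovered 200 with 45 false calls. With its prior, DESeq2 gave a median log2 fold change of 1.54 for genes simulated at 2. Splicing and alternative splicing were not analysed here, because the deposited tables hold gene counts only, and neither were the RT-qPCR, northern blot, infection and imaging experiments.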

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

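Apart from the additions named at the end of this paragraph, the tests in this part were written down before their results were seen. What each explanation would predict was written down with them. The choices of fits, alternatives and named genes were also made before the data were examined. Multimapping and ambiguous pairs, and the interactions of named genes whose interaction is not given elsewhere in the text, were added to this part after their results were seen.

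The paper does not report on the read pairs that STAR left outside genes, and 7 of the 10 differences tested in them were past the threshold. The difference of *smd3b-1* from Col-0 in the share of unmapped pairs was -1.987 percentage points (exact permutation within treatments, p = 0.005, the smallest that 400 arrangements can give; BH-adjusted p = 0.01): 3.88 ± 1.06% and 3.46 ± 0.74% in Col-0 MgCl2 and *Pst*, against 1.41 ± 0.12% and 1.95 ± 0.18% in *smd3b-1* (n = 3 each), lower in 6 of 6 *smd3b-1* libraries than in any Col-0 library. RNA of the bacterium in infected leaves would raise the share with *Pst* within each genotype. The pooled change was 0.06191 percentage points (exact permutation, p = 0.88), but it averages a fall in Col-0 and a rise in *smd3b-1*, where the highest MgCl2 library had 1.498% and the lowest *Pst* library 1.847%. Such RNA is therefore not excluded in *smd3b-1*, though it would not make the share lower there than in Col-0. What else differs between the genotypes' libraries, such as RNA quality or preparation, was not tested, and no biological explanation was tested.

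The share of pairs with no annotated exon on the sense strand was higher by 0.6692 percentage points in *smd3b-1* (exact permutation within treatments, p = 0.005, the smallest possible, BH-adjusted p = 0.01), in 6 of 6 *smd3b-1* libraries. With *Pst* it changed by -0.3585 percentage points (exact permutation within genotypes, p = 0.015, BH-adjusted p = 0.025). Pairs antisense to exons fall in this class too. The share of antisense pairs was higher by 0.2453 percentage points in *smd3b-1* (exact permutation, p = 0.005, the smallest possible; BH-adjusted p = 0.01), again in 6 of 6. Unspliced RNA in a mutant of a spliceosome protein is a candidate explanation for the 0.6692, which has the sign it predicts. Genomic DNA in the libraries is a candidate explanation too, since the antisense share rose in the same libraries by 0.2453, as DNA would make it do. Pairs antisense to exons enter both shares, so the 0.2453 is not independent of the 0.6692. The gene counts cannot tell these explanations apart, since intronic and intergenic pairs are not separated in them. Both shares are of all pairs, and chloroplast genes took less of the counted pairs in *smd3b-1*. Their mean share was 62.9% in MgCl2 and 59.3% after *Pst*, against 65.3% and 66.5% in Col-0. The shares were not set against nuclear pairs alone, so their signs do not favour either explanation. Multimapping and ambiguous pairs were also more frequent in *smd3b-1*, by 0.6497 and 0.4191 percentage points (exact permutation within treatments, p = 0.005 for each, the smallest possible; BH-adjusted p = 0.01), and multimapping pairs changed by -0.2046 percentage points with *Pst* (exact permutation within genotypes, p = 0.03; BH-adjusted p = 0.0429; unadjusted p below 0.05 in 7 of 12 fits that left out 1 library). No explanation of these last differences was tested.

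The effect of infection differed between genotypes, by edgeR's interaction test with Benjamini-Hochberg adjustment, for 1250 genes. Of the 32 ways to assign genotype within the treatments that part every same-numbered pair, 5 of the 32 splits gave as many genes, the real one included. The other 4 gave 9876, 5116, 3628 and 1567. These splits are not free of a real effect: swapping the genotypes in the *Pst* libraries alone turns the difference between genotypes itself into an interaction, and that split gave the 9876. The splits above 1250 all swapped more pairs in 1 treatment than in the other, and no other split that swapped equal numbers gave as many. These splits therefore cannot decide whether the 1250 reflect a different response to infection.

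Genes whose interaction is given in the text, and past the threshold, were *PR4* (1.5), *PDF1.2A* (4.08), *PDF1.2B* (4.28), *PDF1.2C* (5.79), *WRKY70* (1.11), *PBS3* (1.73), *FMO1* (3.36), *ALD1* (1.98), *MES9* (1.86) and *ST2A* (4.24) with a more positive response in *smd3b-1*, and *ERF53* (-3.09), *AT3G05730* (-2.54) and *CYP707A3* (-2.44) with a more negative one. In fits that each left out 1 of the 12 libraries, *PR4*, *PDF1.2A*, *PDF1.2C*, *FMO1*, *MES9*, *ST2A*, *ERF53* and *AT3G05730* stayed past the threshold in all 12, *PDF1.2B* in 11, *WRKY70* in 7, *CYP707A3* in 3, and *PBS3* and *ALD1* in 2. Of the other genes named in the text, *PR3* (2.31), *PDF1.3* (4.89), *NATA1* (3.19), *ANAC055* (1.54), *ANAC072* (1.69), *LOX2* (0.88), *DORN1* (1.18), *ABI1* (0.75), *ABI2* (0.74), *EPFL9* (-1.81) and *GHR1* (-3.17) passed it too, *LOX2* in 7, *EPFL9* in 4 and *ANAC055* in 1 of the 12 fits that left out 1 library, and the others in all 12. A different response of these genes to infection in *smd3b-1* remains a hypothesis. Most were chosen before the data were examined here, but the paper names them for RNA-seq results from these same libraries. *ST2A*, *ERF53*, *AT3G05730* and *CYP707A3* were picked by the size of their interaction. The splits do not bear on single genes.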

How the results depend on the processing

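No test in this part was chosen after its result was seen. For summary results (counts of genes, shares, medians of gene sets and overlaps), 603 values under other settings kept their direction and call, or stayed within 1.5 times the count; 18 moved, 7 reversed, 1 became weaker and 1 stronger. Where a setting changed a result, the cause was not tested.

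With all 12 libraries in 1 fit, the genes that differed between genotypes in MgCl2 numbered 5802 (2782 higher, 3020 lower) in place of 3830 (1822 and 2008). For the interaction, the main count of 1250 (611 and 639) became 2328 (1334 and 994) with DESeq2 without a prior, 2334 (1351 and 983) with its prior, and 2100 (1208 more positive) with the gene-length trend removed and a replicate block. On simulated data, DESeq2 made 34 false calls for the interaction against 12 for edgeR. Those data had no gene-length trend or replicate effect, so they cannot tell how many of the extra calls here are false. The share of the first 2 principal components was 75.11% with all genes that passed the filter and 90.5% with DESeq2's variance-stabilized counts, against 87.37%. At an adjusted p below 0.05 alone, without the 2-fold requirement, the 4606 genes changed by infection in Col-0 replaced 1525, with 821 upregulated genes higher and 343 lower in *smd3b-1* after infection (423 and 85 with the requirement), and 761 downregulated genes lower in *smd3b-1* MgCl2 and 407 not changed by infection there (195 and 102).

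Among gene sets, the reversals all concerned medians near 0. The reactive oxygen species median for infection of Col-0, 0.00277, was -0.00408 for members with at least 10 counts and -0.00237 without organelle genes. The abscisic acid median for infection of Col-0, -0.0026, was 0.0135 with at least 10 counts and 0.0106 with a replicate block. After *Pst*, the response to bacterium median between genotypes, -0.00189, was 0.0128 with RLE size factors and 0.0178 with a replicate block, and the stomata median, 0.00348, was -0.0363 with the block. The immune system median for infection of *smd3b-1*, 0.254, was 0.2 (camera, unadjusted p = 0.0737) with at least 10 counts, no longer past the threshold; the snRNA median for infection of Col-0, -0.273, was -0.227 (camera, unadjusted p = 0.0499) with the block.

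Of 195 results for single genes, 147 were past the threshold. Under other settings, 2022 values kept direction and call, 37 became stronger, 30 weaker and 18 reversed. With the gene-length trend removed, alone and then with a replicate block, the genotype effect after *Pst* reversed for *PDF1.3* (0.279 and 0.272, from -0.046), *WRKY70* (0.137 and 0.129, from -0.004), *FLS2* (-0.108 and -0.108, from 0.462) and *ER* (-0.309 and -0.335, from 0.211), and in MgCl2 for *PAD4* (-0.001 and -0.046, from 0.066). *PAD4* in MgCl2 was -0.214 with unstranded counts, and *SID2* in MgCl2 was -0.04 with the block and -0.075 with block and length trend (from 0.07). *WRKY70* after *Pst* was also 0.009 with DESeq2 without and 0.009 with a prior, 0.01 with RLE size factors and 0.005 with at least 10 counts; *JAZ9* after *Pst* was -0.008 without a filter (from 0.005). Except for *FLS2*, none of these was past the threshold to begin with.

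Fits that left out 1 library had 2 against 3. Genes changed ranged from 2713 to 4807 for infection of Col-0 (1440 to 2490 up, 1273 to 2317 down) and from 1184 to 4035 for genotype in MgCl2 (507 to 2018 up, 677 to 2017 down, 369 to 843 at least 2-fold up). The counts stayed within 1.5 times for infection of *smd3b-1* (7702 to 10968) and genotype after *Pst* (7332 to 9166), each across 6 fits. The interaction ranged from 281 to 1805 genes (173 to 938 more positive, 105 to 977 more negative). Genes upregulated in Col-0 and lower in *smd3b-1* after infection ranged from 55 to 134, and genes downregulated in Col-0 and not changed in *smd3b-1* from 59 to 158. The change with *Pst* ranged from -0.1548 to 0.3568 percentage points for unmapped pairs, from -0.2303 to -0.1679 for multimapping pairs (no longer past the threshold in 5 of 12 fits) and from -0.09344 to -0.03655 for antisense pairs. Between genotypes the shares kept their sign in all 12 fits: -2.204 to -1.692 for unmapped, 0.6113 to 0.7077 for no-feature and 0.2129 to 0.2698 for antisense pairs.

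For single genes, 120 of the 147 results past the threshold stayed past it in every fit that left out 1 library, 27 lost it in at least 1 and 15 others gained it in at least 1. Signs turned in at least 1 such fit for the interaction of *PR1* (-0.024 to 0.943), *GSTF6* (-0.097 to 0.308), *WRKY46* (-0.086 to 1.028), *WRKY53* (-0.007 to 0.909) and *BSMT1* (-0.629 to 1.288), for the genotype effect after *Pst* of *PR5* (-0.066 to 0.134), *PDF1.3* (-0.226 to 0.17), *JAZ9* (-0.235 to 0.251), *WRKY53* (-0.047 to 0.225), *WRKY70* (-0.064 to 0.098) and *TMM* (-0.242 to 0.616), and in MgCl2 of *SID2* (-0.494 to 0.329) and *PAD4* (-0.271 to 0.275).

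All alternatives were run. The setting of at least 10 counts gave no value for *BSMT1* with infection or for its interaction, for *PBL13* in MgCl2 or for *TMM*, and unstranded counts gave none for *U2.3*, *U4.2* and *LecRK-VI.2*. Depth limits the genes with few counts: *EPF2* and *ERL1*, with 0 to 7 and 0 to 16 counts per library, did not pass the filter, and *BSMT1* in MgCl2, *TMM*, *PBL13* and *GHR1* rest on few counts.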

Differences from the paper's values

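Fold changes were compared with 149 values in Supplementary Dataset 3; 148 had the same direction and 8 differed. With DESeq2 and a prior on the fold changes, an alternative set before the data were examined, 0 of 149 differed (median ratio 1.002, against 1.058 with edgeR). The paper's fold change of *PR3* for genotype in MgCl2 is 0.1127 and the value here 0.0724; DESeq2 with a prior (0.1126), the gene-length trend removed (0.0783), the same with a replicate block (0.0777) and 3 of the 6 fits that left out 1 library closed the gap, and the 8 other alternatives did not. For *PDF1.2B* in MgCl2 the paper gives 0.2793, against 0.0260 here (0.2795 with the prior). For *PDF1.2C* the paper gives 87.43 for infection of *smd3b-1*, against 190.8 (87.67 with the prior), and 0.1661 for genotype in MgCl2, against 0.0464 (0.1657 with the prior). For *PDF1.3* in MgCl2 the paper gives 0.06935, against 0.0327 (0.0693 with the prior). The paper's values for *BSMT1* are 28.44 for infection of Col-0, against 75.9 (28.44 with the prior; 2 of 6 fits that left out 1 library also closed the gap), and 42.81 for infection of *smd3b-1*, against 135.4 (42.75 with the prior). For these values of *PDF1.2B*, *PDF1.2C*, *PDF1.3* and *BSMT1*, none of the other alternatives set before the data were examined closed the gap. For *U1-5* after *Pst* the paper gives 0.08717, against 0.0527; DESeq2 with a prior (0.0870), the gene-length trend removed (0.0625), the same with a replicate block (0.0620) and 2 of 6 fits that left out 1 library closed the gap, and the 8 other alternatives did not.

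The paper states that every odds ratio between gene lists was above 2.5; the lowest here was 1.13. Every gene in the tables as background (2.34) and lists past a 2-fold change (2.18) brought the lowest within 1.5 times of the paper's bound, and DESeq2 (1.33), unstranded counts (1.17) and a replicate block (1.18) did not. No count of changed genes read from Supplementary Figure 4A, and not the share of the first 2 principal components in Supplementary Figure 4B, differed by this measure.

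Some statements on direction or extent were not borne out, or only in part. The paper describes *JAZ1* as downregulated in RNA-seq in 1 sentence, without naming the comparison, and lists it as upregulated between the genotypes in another. It was higher in all 4 comparisons, with log2 fold changes of 1.85 and 1.60 for infection and 1.65 and 1.40 for genotype, as in the second sentence. Its rise with infection was smaller in *smd3b-1*, a difference of -0.25 (edgeR interaction, BH-adjusted p = 0.687). Whether the first sentence refers to that difference is not clear. The paper describes *PR4* as higher in the mutant after *Pst* by RT-qPCR, and states that these results matched RNA-seq. In the counts *PR4* stood at -0.85 against Col-0, while infection of *smd3b-1* raised it by 1.80. *CPK28*, described as upregulated, stood at 0.60 in MgCl2 and -0.34 after *Pst*, neither past the threshold. *JAZ9*, in the same list of upregulated genes, stood at -0.80 in MgCl2 and 0.005 after *Pst*, while infection raised it by 1.74 in Col-0 and 2.54 in *smd3b-1*. *ANAC019*, listed with genes that were lower in the mutant in control conditions, stood at 0.43. *WRKY53* and *WRKY70* are described as upregulated in the mutant following infection. Infection of *smd3b-1* raised them by 0.80 and 1.48, in the direction described. The 0.80 of *WRKY53* was not past the threshold with DESeq2 or in a single fit of all 12 libraries. It stayed past it in 1 of the 6 fits that left out 1 library. After *Pst* the genes stood at 0.05 and -0.004 against Col-0. For *WRKY70*, Supplementary Dataset 3 gives a fold of 1.007 and DESeq2 with a prior gives a log2 fold change of 0.009.

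For sets of genes, the paper describes many induced genes of the bacterium and immune system terms as much lower in the mutant after infection. It describes another class as more activated there. Its statements rest on GO terms and clusters, which were not rerun. The sets in this paragraph come from the TAIR notes, so their counts do not test those clusters. Of 56 genes of these sets upregulated in Col-0, 7 were lower and 29 higher (6 and 7 of 22 for response to bacterium, 2 and 22 of 35 for immune system). These counts are not corrected for gene length. The paper describes genes of photosynthesis and the chloroplast as often lower in the mutant alone and then not changed further, or changed less, by the pathogen. Of the 319 photosynthesis and chloroplast part genes that infection downregulated in Col-0, 99 (31.0%) were lower in *smd3b-1* MgCl2, and infection also downregulated 306 in *smd3b-1*. These counts do not measure a smaller change, and the sizes of change of the 319 genes were not compared. For the whole sets, the median log2 fold change with infection was -0.54 in Col-0 and -1.05 in *smd3b-1* for photosynthesis, and -0.32 and -0.56 for chloroplast part. The paper describes defense-related enrichment as less marked in the mutant; the odds ratio for response to bacterium rose from 1.42 to 1.81, while those for defense response and immune system fell from 2.72 to 1.87 and from 3.40 to 1.27. The headings for upregulated and downregulated genes in Figure 2A are the reverse of those in Supplementary Figure 4A and of the lists here.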

Other observations

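No test in this part was chosen after its result was seen. Infection changed 2.15 times as many genes in *smd3b-1* as in Col-0 (9891 against 4606), and 1.61 times with a replicate block (10259 against 6378). Larger libraries would make the ratio fall once every library was thinned to 45195394 counts; it was 2.23. The *smd3b-1* libraries were not larger on average to begin with, so this test says little. Thinning also equalized all counts, of which chloroplast genes took less in *smd3b-1*, so nuclear depth was not equalized. The spread between replicates was smaller in the *smd3b-1* comparison (edgeR's coefficient of variation between replicates, 0.113 against 0.157) and is a candidate explanation. With 1 dispersion estimate from all 12 libraries, the ratio was 1.4 (8867 against 6332).

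The genotype effect after *Pst* rose with gene length, with a Spearman correlation of 0.416 across genes. A gene-length bias between the genotypes' libraries, from RNA quality or preparation, may account for part of the genotype differences. With the trend removed, 8291 genes still differed after *Pst* (4132 higher and 4159 lower, against 4531 and 4556), so the trend does not account for all of them. A biological effect that itself follows gene length, such as splicing of genes with many introns, was not separated from it; the correlation with intron number was 0.207.

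Lower counts of photosynthesis genes after infection of *smd3b-1* would follow from the normalization if other scalings brought the set's median to 0. The value nearer to 0 of those with RLE size factors and without organelle genes was -1.04, so these scalings do not account for it. Both stay close to the main one, so they say little about other scalings. Any scaling moves all genes of a library alike, however. The median of all tested genes was -0.0196, against -1.05 for the set (camera, BH-adjusted p = 2.25e-14). This argues against the normalization as the cause of the set's fall relative to other genes. The overlap between genes changed by infection in Col-0 and by the mutation in MgCl2 would follow from the shared Col-0 MgCl2 libraries if the correlation across genes vanished once the comparisons used different ones. It averaged 0.17 against 0.275, so shared libraries account for part of it at most, though the lowest of the 6 choices of libraries gave -0.0112.

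For each of the 4 comparisons, the real grouping was set against the splits of its 6 libraries that also part every same-numbered pair. For infection of Col-0, 1 of the 4 splits gave as many genes, the real one; for infection of *smd3b-1*, 1 of the 4 splits; for genotype in MgCl2, 1 of the 4 splits; and for genotype after *Pst*, 1 of the 4 splits. With 4 splits the share cannot fall below 0.25, so as a test it cannot show that the grouping matters. The real groupings gave 4606, 9891, 3830 and 9087 genes, in the order above, and every other of these splits gave 0. The other 6 splits of each comparison part 1 same-numbered pair only, and each gave 0 genes too.

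Mitochondrion-encoded genes took 0.37 to 0.58% of the counted pairs.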
